# NKp46 enhances type 1 innate lymphoid cell proliferation and function and anti-acute myeloid leukemia activity

**DOI:** 10.1038/s41467-025-55923-w

**Published:** 2025-01-24

**Authors:** Rui Ma, Zhenlong Li, Hejun Tang, Xiaojin Wu, Lei Tian, Zahir Shah, Ningyuan Liu, Tasha Barr, Jianying Zhang, Sean Wang, Srividya Swaminathan, Guido Marcucci, Yong Peng, Michael A. Caligiuri, Jianhua Yu

**Keywords:** Innate lymphoid cells, Immunosurveillance, Cell death and immune response

## Abstract

NKp46 is a critical regulator of natural killer (NK) cell immunity, but its function in non-NK innate immune cells remains unclear. Here, we show that NKp46 is indispensable for expressing IL-2 receptor-α (IL-2Rα) by non-NK liver-resident type-1 innate lymphoid cells (ILC1s). Deletion of NKp46 reduces IL-2Rα on ILC1s by downregulating NF-κB signaling, thus impairing ILC1 proliferation and cytotoxicity in vitro and in vivo. The binding of anti-NKp46 antibody to NKp46 triggers the activation of NF-κB, the expression of IL-2Rα, interferon-γ (IFN-γ), tumor necrosis factor (TNF), proliferation, and cytotoxicity. Functionally, NKp46 expressed on mouse ILC1s interacts with tumor cells through cell–cell contact, increasing ILC1 production of IFN-γ and TNF, and enhancing cytotoxicity. In a mouse model of acute myeloid leukemia, deletion of NKp46 impairs the ability of ILC1s to control tumor growth and reduces survival. This can be reversed by injecting NKp46^+^ ILC1s into NKp46 knock-out mice. Human NKp46^+^ ILC1s exhibit stronger cytokine production and cytotoxicity than their NKp46^−^ counterparts, suggesting that NKp46 plays a similar role in humans. These findings identify an NKp46–NF-κB–IL-2Rα axis and suggest that activating NKp46 with an anti-NKp46 antibody may provide a potential strategy for anti-tumor innate immunity.

## Abstract (web summary)

It has been previously reported that the natural cytotoxic receptor NKp46 plays an important role in regulating natural killer (NK) cell biology. Here the authors show that NKp46 is required for the proliferation and cytotoxicity of type 1 innate lymphoid cells (ILCs) by activating the NF-κB signaling pathway and regulating IL-2Rα expression.

## Introduction

Innate lymphoid cells (ILCs) are tissue-resident innate immune cells that respond rapidly to infection and secrete inflammatory mediators similar to those from T lymphocytes^1^. Unlike T lymphocytes, ILCs do not express antigen-specific receptors that require recombination-activating gene (RAG)-dependent rearrangement. Nevertheless, both types of immune cells express subunits of cytokine receptors, including the interleukin (IL)-2 receptor-α and IL-7 receptor-α (IL-7Rα or CD127)^2–4^. Therefore, ILCs are considered the innate immune system’s immunoregulatory counterparts to CD4 lymphocytes^1^. ILCs can be classified into three subgroups, namely groups 1–3, based on their cytokine profiles and transcription factor requirements during development^2^. Group 1 includes ILC1s and natural killer (NK) cells. In mice, both cell types produce interferon-gamma (IFN-γ) and require T-bet for their function^5^. While human and mouse NK cells also express the transcription factor eomesodermin (Eomes) and have high levels of cytotoxicity, ILC1s do not express Eomes in mice and have low levels of cytotoxicity^6^. Human peripheral blood ILC1s express CD127, which distinguishes them from cytotoxic CD16^+^CD56^+^ NK cells that lack this marker^4^. Group 2, known as ILC2s, express GATA3 and secrete IL-4, IL-5, IL-9, IL-13, and arginase-1^7^. Group 3 consists of ILC3s and expresses RAR-related orphan receptor gamma t (RORγt) and produces IL-22 and IL-17^8,9^.

ILC1s develop from common helper-like ILC progenitors (CHILPs) through innate lymphoid cell precursor (ILCP) cells, which can be detected before birth^10–13^. ILC1s function to rapidly protect the host from bacterial and viral pathogens at initial sites of infection primarily through producing the cytokines IFN-γ and TNF^14–19^. The role of transforming growth factor β (TGF-β) is pivotal in the plasticity of ILC1s^20,21^. Notably, SMAD family member 4 (SMAD4) blocks the conversion of NK cells into ILC1-like cells by curtailing non-canonical TGF-β signaling^22,23^. Multiple studies have also shown that ILC1s play critical roles in tumor surveillance and tumorigenesis. For example, they are essential in the defense against liver metastasis^24–27^. However, the mechanisms through which ILC1s target tumor cells are mostly undefined.

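In the deposited gene table, *Ncr1* lies on the plus strand of chromosome 7 from 4289326 to 4296766, with a total exon length of 1463 bases. The table does not name the genome build of these coordinates, and they differ from those of GRCm38. In the order of the table, the gene sits between *Lilra5* and *Gp6*, with *Rdh13* and *Eps8l1* next after *Gp6*. The same neighbours flank *Ncr1* in the GRCm38 gene annotation.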

Natural cytotoxic receptor NKp46, encoded by the *Ncr1* gene, is a member of the natural cytotoxicity receptor (NCR) family. In most situations, it plays an important role in regulating NK cell recognition and clearing virus-infected cells and tumor cells^28^. In mice, non-NK immune cells also express NKp46, including ILC1s (defined as Lin^−^NK1.1^+^NKp46^+^CD49a^+^CD49b^−^) and some ILC3s (identified as Lin^−^CD127^+^NKp46^+^RORγt^+^)^24^. However, the role of NKp46 in these non-NK immune cells remains largely unknown. We and others have previously reported that NKp46 is required for surface expression of TNF-related apoptosis-inducing ligand (TRAIL) on ILC1s^29–31^. Additionally, NKp46 deficiency notably reduces both the percentages and numbers of ILC1s in mice^30^. By contrast, wild-type (WT) and NKp46-deficient mice have similar proportions of NK cells, ILC2s, and ILC3s. This suggests that NKp46 has a distinct and specific role in the regulation of ILC1s^30^. However, the precise mechanism by which NKp46 exerts its regulatory effects on ILC1s remains to be explored.

In this work, we demonstrate that NKp46 is required for the proliferation of ILC1s by regulating IL-2Rα expression. The binding of anti-NKp46 antibody to NKp46 triggers the expression of IL-2Rα by activating nuclear factor (NF)-κB signaling and induces the production of IFN-γ and TNF. This engagement also enhances NKp46-mediated cytotoxicity in ILC1s. NKp46 deficiency in a mouse model of AML reduces the ability to control leukemic cells and compromises survival. This defect can be reversed by injecting enough NKp46^+^ ILC1s into NKp46-deficient mice. Finally, human NKp46^+^ ILC1s exhibit enhanced cytokine production and cytotoxic activity compared with their NKp46^–^ counterparts, indicating that NKp46 likely serves similar functions in both humans and mice.

## Results

### NKp46 deficiency downregulates IL-18R1, IL-7Rα, and IL-2Rα expression on ILC1s

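Type 1 innate lymphoid cells (ILC1s) are tissue-resident lymphocytes. In *Ncr1* gfp/gfp mice, *gfp* takes the place of *Ncr1*, so that the cells carry GFP from the same locus and are described as NKp46-deficient. The paper still found a small share of NKp46-positive cells among *Ncr1* gfp/gfp ILC1s by flow cytometry. ILC1s from *Ncr1*+/+ livers were gated with an antibody against NKp46, and those from *Ncr1* gfp/gfp livers were gated by GFP. The sequencing data comprised 5 *Ncr1*+/+ and 5 *Ncr1* gfp/gfp ILC1 libraries, made with polyA-primed amplification from 2 ng of total RNA and read for 51 cycles from one end. The authors trimmed the reads, mapped them with STAR, counted them per gene with HTSeq and deposited these counts without normalization. The total count per library was between 17996935 and 22623133 in *Ncr1*+/+ ILC1s, with a median of 19900426. In *Ncr1* gfp/gfp ILC1s it was between 15796253 and 21975879, with a median of 16854526. This difference in depth did not exceed the spread between libraries (two-sided exact permutation test, p = 0.254). No pair of libraries of the same genotype agreed within sampling noise, as repeat reads of the same library would. Each was counted as a separate replicate. This does not exclude libraries made from shared RNA, and the paper does not state whether each is from a single mouse.

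The targeted gene was examined first. The counts of each gene, scaled to library size with TMM normalization (CPM), were compared. The CPM of *Ncr1* was 2144, 2072, 2083, 1913 and 1936 in *Ncr1*+/+ replicates 1 to 5 and 340.0, 356, 141, 172 and 285 in *Ncr1* gfp/gfp replicates 1 to 5. Reads on *Ncr1* were therefore present in every *Ncr1* gfp/gfp library, at 12.7% of the *Ncr1*+/+ mean. From the counts, genes were filtered with edgeR's filterByExpr, which kept 11463 of 24564 genes, normalized by TMM and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 and a fold change above 1.5 or below 0.7 were called, as in the paper's methods. The choices of test, filter and threshold could change how many genes pass.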

To determine how NKp46 regulates ILC1 development and function, we isolated freshly sorted ILC1s from the livers of *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice and performed RNA sequencing (RNA-seq). RNA-seq analysis identified 35 upregulated genes and 66 downregulated genes in *Ncr1*^*gfp/gfp*^ ILC1s as compared to *Ncr1*^*+/+*^ ILC1s (false discovery rate (FDR) adjusted *P* < 0.05 and Log_2_FC > 1) (Supplementary Fig. 1a, b and Supplementary Fig. 2a, b). 

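With the thresholds of the paper's methods, 84 of the 11463 tested genes were called in *Ncr1* gfp/gfp ILC1s against *Ncr1*+/+ ILC1s, of which 23 were higher and 61 were lower (edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p-value under 0.05). With the absolute log2 fold change above 1 that the text names, 23 genes were called, 5 higher and 18 lower. The largest move among the other alternatives came from edgeR's glmTreat against a fold change of 1.5, which called 5 genes. When each library was left out in turn, between 60 and 98 genes were called.

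Among called genes whose CPM did not overlap between the genotypes, the 5 with the largest increase were *Gpx8*, *Cd3e*, *Myadm*, *Klra7* and *Cd8a*, with log2 fold changes of 1.92, 1.88, 1.69, 1.57 and 1.53. *Klra7* belongs to a family of near-identical genes, so that its counts could be split with its paralogs. The 5 with the largest decrease were *Eps8l1*, *Kalrn*, *Ncr1*, *Gpr179* and *Iqsec2*, with log2 fold changes of -7.61, -3.44, -2.97, -2.93 and -1.73. The call of *Gpr179* was lost in each of the 10 fits that left out a library, and those of *Gpx8*, *Cd8a*, *Kalrn* and *Iqsec2* were lost in some of them. *Kalrn* and *Gpr179* were near the limit of detection in *Ncr1* gfp/gfp ILC1s, at 0.205 ± 0.230 and 0.292 ± 0.267 CPM (SD, n = 5), where 3 counts correspond to between 0.137 and 0.190 CPM.

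Of the called genes, 3 lay on chromosome 7 within 10 Mb of *Ncr1*, namely *Ncr1* itself, *Myadm* and *Eps8l1*. This was 3.57% of the called genes, against 0.602% of all tested genes (two-sided Fisher's exact test, p = 0.0141). With *Ncr1* left out of the comparison, the p-value was 0.0869.

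**Figure D1:**
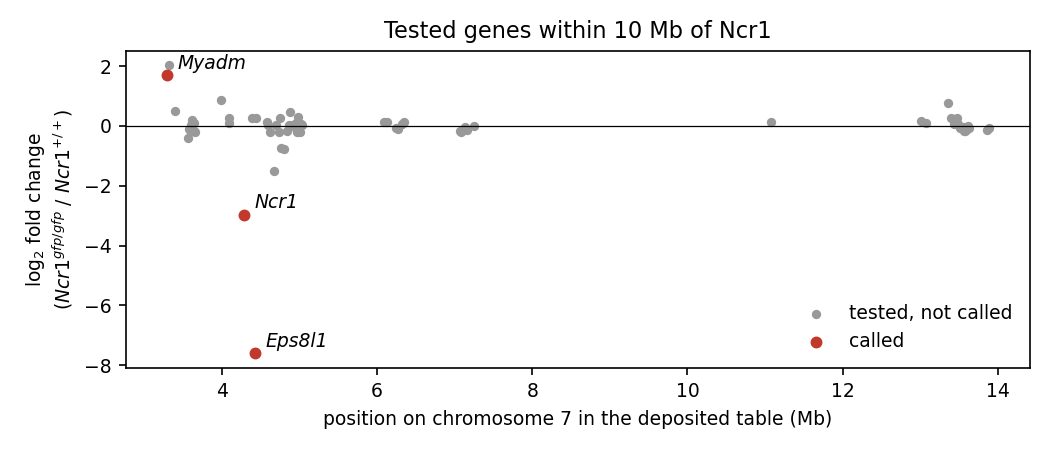
Log2 fold change between *Ncr1* gfp/gfp and *Ncr1*+/+ ILC1s (vertical axis) of the 69 tested genes within 10 Mb of *Ncr1*, against position on chromosome 7 in Mb as the deposited table gives it (horizontal axis). Each point is a gene, and the 3 called genes, *Myadm* at 1.69, *Ncr1* at -2.97 and *Eps8l1* at -7.61, are drawn in red.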

Among the genes that were differentially expressed, we noted decreased expression of the cytokine receptors *Il-18r1*, *Il-7rα*, and *Il-2rα* in *Ncr1*^*gfp/gfp*^ ILC1s compared to *Ncr1*^*+/+*^ ILC1s (Fig. 1a). 

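*Il18r1* is listed on chromosome 1 from 40522397 to 40557699, in coordinates whose build the deposited table does not name. Its CPM was 72.0 ± 19.0 (SD, n = 5) in *Ncr1* gfp/gfp ILC1s and 154 ± 15.8 (SD, n = 5) in *Ncr1*+/+ ILC1s. The log2 fold change was -1.10 (standard error 0.13, adjusted p = 5.59e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Il2ra*, on chromosome 2 from 11564419 to 11614821, had 18.4 ± 2.96 CPM in *Ncr1* gfp/gfp and 43.4 ± 6.08 CPM in *Ncr1*+/+ ILC1s (SD, n = 5 each), a log2 fold change of -1.24 (standard error 0.13, adjusted p = 7.08e-06 from the same edgeR test). For both genes, every *Ncr1* gfp/gfp library was lower than every *Ncr1*+/+ library (two-sided exact permutation test, p = 0.00794, the smallest p that 5 libraries against 5 allow).

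*Il7r*, which encodes IL-7Rα, lies on the minus strand of chromosome 15 from 9435914 to 9459631. It had 84.6 ± 33.4 CPM in *Ncr1* gfp/gfp and 166 ± 31.7 CPM in *Ncr1*+/+ ILC1s (SD, n = 5 each). Its log2 fold change was -0.97 (standard error 0.19, adjusted p = 0.00773 from edgeR's quasi-likelihood test). Unlike the other two, its values overlapped between the genotypes, since *Ncr1* gfp/gfp replicate 5 had 135 CPM and *Ncr1*+/+ replicates 4 and 5 had 132 and 131 CPM (two-sided exact permutation test, p = 0.0238). With each library left out in turn, the log2 fold change stayed between -1.32 and -1.16 for *Il2ra* and between -1.21 and -0.81 for *Il7r*. The largest adjusted p-values of these fits were 0.000354 for *Il18r1*, 7.48e-05 for *Il2ra* and 0.0279 for *Il7r* (edgeR's quasi-likelihood test). From the lower expression of these receptor genes, the paper goes on to measure the receptors on the cell surface.

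**Figure D2:**
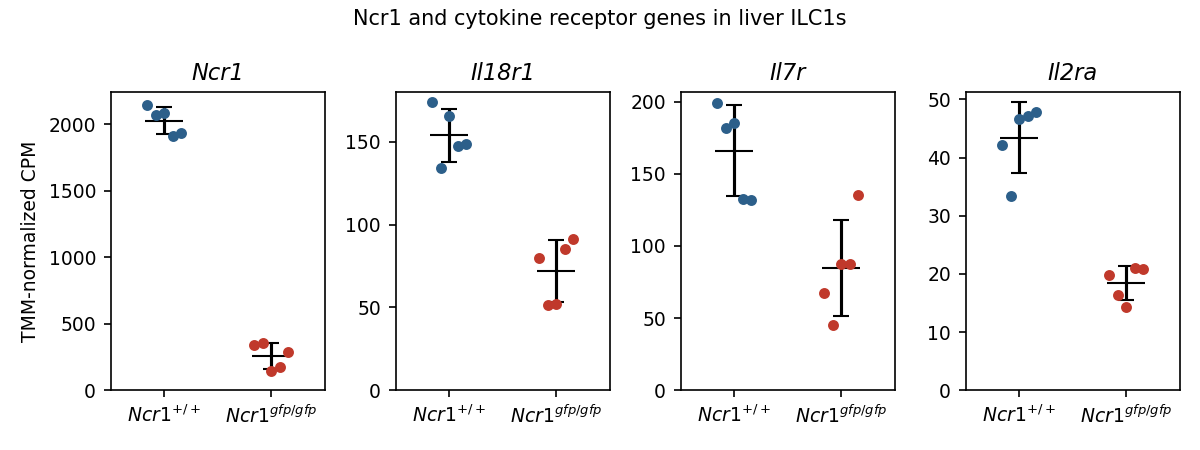
TMM-normalized CPM (vertical axes, each from 0) of *Ncr1*, *Il18r1*, *Il7r* and *Il2ra* in *Ncr1*+/+ and *Ncr1* gfp/gfp ILC1s. Points are single libraries, horizontal marks are means and bars are SD (n = 5). The points of *Il7r* overlap between the genotypes, from 45.1 to 135 CPM in *Ncr1* gfp/gfp and from 131 to 199 CPM in *Ncr1*+/+ ILC1s, whereas those of the other genes do not.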

The downregulation of cytokine receptors *Il-18r1*, *Il-7rα*, and *Il-2rα* was confirmed at the protein level by flow cytometry, which demonstrated that *Ncr1*^*gfp/gfp*^ ILC1s had significantly lower expression of IL-18R1, IL-7Rα, and IL-2Rα compared to *Ncr1*^*+/+*^ ILC1s (Fig. 1b–d). In contrast to these results, expression of IL-15 receptors (CD122 and CD132) and IL-12 receptors (IL-12Rβ1 and IL-12Rβ2) were comparable between *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s (Supplementary Fig. 3a, b). Notably, the expression of IL-15Rα (CD215) was higher on *Ncr1*^*gfp/gfp*^ ILC1s compared to *Ncr1*^*+/+*^ ILC1s. To further validate the functional implications of the reduced expression of IL-18R1, IL-7Rα, and IL-2Rα, we administered their respective cytokines—IL-18, IL-7, and IL-2—to both *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s. Subsequently, we assessed the phosphorylation of P38, which is one of the downstream targets of IL-18R1, and STAT5, which is a downstream target of IL-7Rα and IL-2Rα^32–34^. *Ncr1*^*gfp/gfp*^ ILC1s exhibited significantly lower levels of P38 phosphorylation than *Ncr1*^*+/+*^ ILC1s upon stimulation with IL-18 (Fig. 1e). Similarly, phosphorylation of STAT5 in *Ncr1*^*gfp/gfp*^ ILC1s was also significantly less than in *Ncr1*^*+/+*^ ILC1s following treatment with IL-7 or IL-2 (Fig. 1f, g), suggesting that NKp46 deficiency decreases the response of ILC1s to these cytokines. Interestingly, this disparity between the two subsets of ILC1s was not evident in the production of IFN-γ or TNF, either under resting conditions or following IL-2 or IL-18 stimulation (Supplementary Fig. 3c). This could be due to low levels of IFN-γ or TNF production induced by single cytokine stimulation with IL-2 or IL-18, as previously demonstrated in NK cells, where NKp46 knock-out did not result in reduced IFN-γ production either under various stimulations^35,36^. These findings demonstrate that the production of IFN-γ or TNF by ILC1s is not effectively triggered by a single cytokine corresponding to IL-2Rα or IL-18R1. We also evaluated the expression of granzymes (Gzms) A, B, and C in both groups of mice. The expression of GzmB and GzmC was significantly reduced in *Ncr1*^*gfp/gfp*^ ILC1s compared to *Ncr1*^*+/+*^ ILC1s, suggesting a potential impairment in their cytotoxic functions (Supplementary Fig. 3d). By contrast, GzmA expression remained comparable between the two groups (Supplementary Fig. 3d), indicating that not all granzyme profiles are affected by absence of NKp46. Collectively, these results suggest that NKp46 is involved in regulating select cytokine receptor expression on ILC1s, as well as the expression of GzmB and GzmC.

**Fig. 1:**
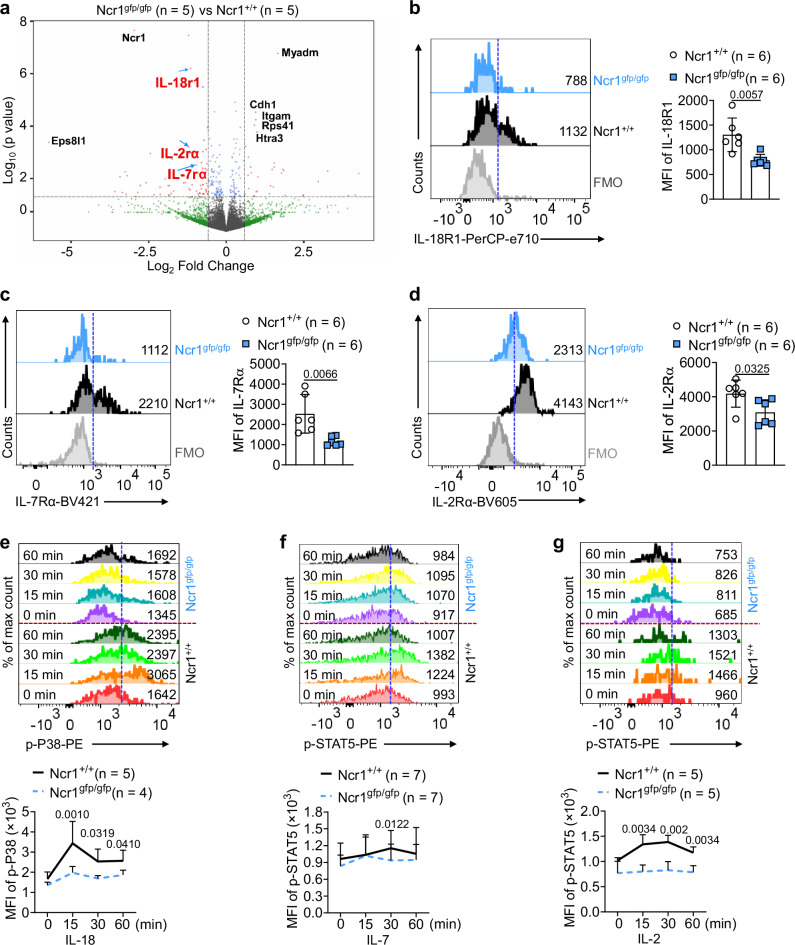
NKp46 supports IL-18R1, IL-7Rα, and IL-2Rα expression on ILC1s. **a** *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ ILC1s were sorted for RNA-seq from the liver of *Ncr1*^*+/+*^ mice and *Ncr1*^*gfp/gfp*^ mice, respectively, using FACS. Volcano plots show statistically significant differentially expressed genes in RNA pools (*Ncr1*^*gfp/gfp*^ ILC1s vs. *Ncr1*^*+/+*^ ILC1s) (*n* = 5). **b**–**d** Expression of IL-18R1 (**b**), IL-7Rα (**c**), and IL-2Rα (**d**) on the liver *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s was measured by flow cytometry (*n* = 6). **e** *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s were treated with IL-18 (10 ng/ml) at the indicated time points. Phosphorylation of P38 was measured by flow cytometry (*Ncr1*^*+/+*^: *n* = 5; *Ncr1*^*gfp/gfp*^: *n* = 4). **f**, **g** *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s were treated with IL-7 (100 ng/ml; **f**) or IL-2 (1000 IU/ml; **g**) at the indicated time points. Phosphorylation of STAT5 was measured by flow cytometry (**f**: *n* = 7; **g**: *n* = 5). Data were presented as means ± s.d.; *P* values were calculated by either a two-tailed Student’s *t*-test (**b**–**d** and **f** at 30 min) or linear mixed models with adjustments (**e**, **g**). Source data are provided as a Source Data file.

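For the other genes labelled in the volcano plot, *Myadm*, *Cdh1*, *Itgam*, *Htra3* and *Rps4l* had a higher CPM in every *Ncr1* gfp/gfp library than in every *Ncr1*+/+ library. Their log2 fold changes were 1.69, 0.95, 0.96, 1.00 and 0.92, with standard errors between 0.09 and 0.16. The adjusted p-values ranged from 2.35e-06 for *Myadm* and *Cdh1* to 0.00186 for *Rps4l* (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Rps4l* is a near-identical copy of *Rps4x*, so that its reads could be shared between the 2 genes. *Itgam*, which encodes CD11b, had 96.0 ± 18.7 CPM in *Ncr1* gfp/gfp and 49.4 ± 6.50 CPM in *Ncr1*+/+ ILC1s (SD, n = 5 each). *Eps8l1*, on chromosome 7 from 4416337 to 4432089, had 268, 1323, 1238, 337 and 291 counts in *Ncr1*+/+ replicates 1 to 5 and 0, 0, 13, 1 and 1 counts in *Ncr1* gfp/gfp replicates 1 to 5. Its adjusted p was 3.20e-07 in edgeR's quasi-likelihood test and 0.0779 in limma-voom with sample quality weights.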

### Anti-NKp46 antibody triggers activation of the NF-κB signaling pathway in ILC1s

Using gene set enrichment analysis (GSEA) of RNA-seq data from freshly sorted ILC1s (Lin^*−*^NK1.1^+^NKp46^+^CD49b^*−*^CD49a^+^) from the livers of *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice, we identified the top ten pathways associated with downregulated genes. 

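Gene set enrichment analysis asks whether the members of a list gather at one end of all genes ranked by their difference between groups. The Hallmark sets used in the paper were not used here. In their place, lists of known NF-κB target genes (77 genes), of IL-6/JAK/STAT3 genes (70 genes) and of IL-2/STAT5 genes (93 genes) were written before the counts were examined. Of these, 60, 60 and 80 genes passed the filter on low counts. The tested genes were ranked by the sign of the log2 fold change times −log10 of the p-value, and each list was tested with the preranked algorithm of fgsea. The lists share members, with 19 tested genes common to the NF-κB and STAT3 lists and 15 to each other pair. Because a preranked test permutes genes and not libraries, camera and fry, which use the variation between libraries, were run as well.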

Notably, NKp46 deletion significantly affected the NF-κB and Janus kinase-signal transducer and activator of transcription (JAK/STAT) 3/5 signaling pathways (Fig. 2a, b and Supplementary Fig. 4a). 

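The NF-κB target list was shifted towards lower expression in *Ncr1* gfp/gfp ILC1s, with a normalized enrichment score of -2.45 (preranked permutation of genes, two-sided, p = 1.39e-10). Of its 60 tested genes, 48 had a lower and 12 a higher level, whereas 49.3% of all tested genes were lower, and the median log2 fold change was -0.18. Most single genes moved little. Only *Il2ra* and *Il18r1* were called, and 5 genes had an adjusted p-value under 0.05 over all tested genes, or 14 when the adjustment covered the list alone (edgeR's quasi-likelihood test). The mean log2 CPM of the list was 5.40 ± 0.11 in *Ncr1* gfp/gfp and 5.65 ± 0.10 in *Ncr1*+/+ ILC1s (SD, n = 5 each; two-sided exact permutation test, p = 0.0159). The scores of the IL-6/JAK/STAT3 and IL-2/STAT5 lists were -2.33 and -2.27 (p = 1.09e-08 and 5.47e-09 in the same permutation test). Adjusted over the 3 lists by the Benjamini-Hochberg method, the largest p-value was 1.09e-08.

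The alternative that moved the NF-κB score most was ranking by log2 fold change alone, which gave -1.98. Tests on the variation between libraries gave larger p-values for this list, 0.00855 with camera and 0.00234 with fry. Without *Il2ra* and *Il18r1*, the score of the NF-κB list was -2.31. *Rela*, which encodes the p65 subunit, had 133 ± 8.50 CPM in *Ncr1* gfp/gfp and 154 ± 4.69 CPM in *Ncr1*+/+ ILC1s (SD, n = 5 each). In edgeR's quasi-likelihood test, its p-value was 0.0994 adjusted over all tested genes. Adjusted over only the genes whose proteins the paper measures, it was 0.00806. The values of *Rela* did not overlap between the genotypes (two-sided exact permutation test, p = 0.00794). The paper states from its gene set analysis that deletion of NKp46 affected the NF-κB and JAK/STAT3/5 pathways, and it next measures their phosphorylation.

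**Figure D3:**
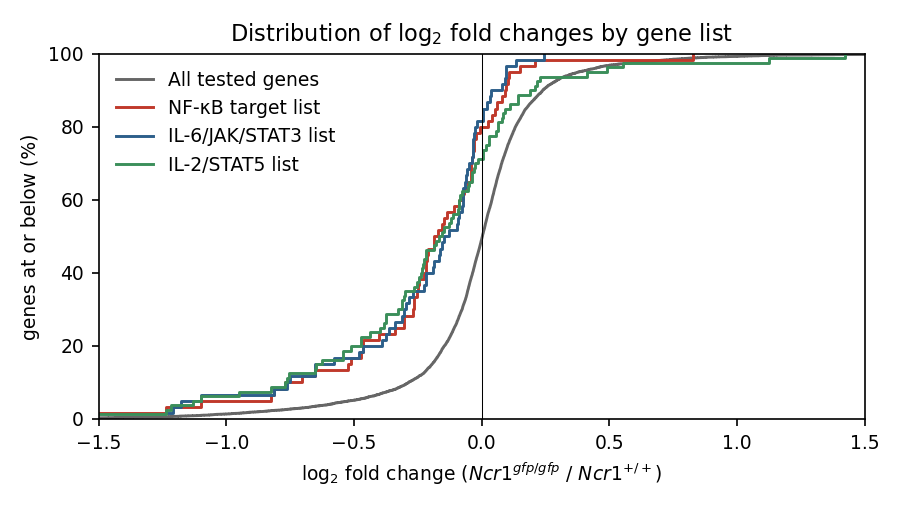
Cumulative share of genes in percent (vertical axis) at or below each log2 fold change between *Ncr1* gfp/gfp and *Ncr1*+/+ ILC1s (horizontal axis, drawn from -1.5 to 1.5), for all 11463 tested genes and for the 3 lists. Left of a log2 fold change of 0 lie 48 of the 60 NF-κB genes, 49 of the 60 IL-6/JAK/STAT3 genes and 57 of the 80 IL-2/STAT5 genes, against 49.3% of all tested genes.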

To validate these findings, we treated ILC1s with an anti-NKp46 antibody and found that the phosphorylation of NF-κB P65 subunit was increased in *Ncr1*^*+/+*^ ILC1s compared to *Ncr1*^*gfp/gfp*^ ILC1s (Fig. 2c, d), while the phosphorylation of STAT3/5 was not (Supplementary Fig. 4b, c). Moreover, when we treated *Ncr1*^*+/+*^ NK cells and *Ncr1*^*gfp/gfp*^ NK cells with anti-NKp46 antibody, the differential phosphorylation of NF-κB p65 was not observed (Supplementary Fig. 4d). Taken together, these data suggest that the engagement of NKp46 selectively activates the NF-κB signaling pathway in liver ILC1s but not in liver NK cells. Contrasting with the effects of cytokine activation (Fig. 1f, g), NKp46 engagement does not activate the JAK/STAT3/5 signaling pathway in liver ILC1s.

**Fig. 2:**
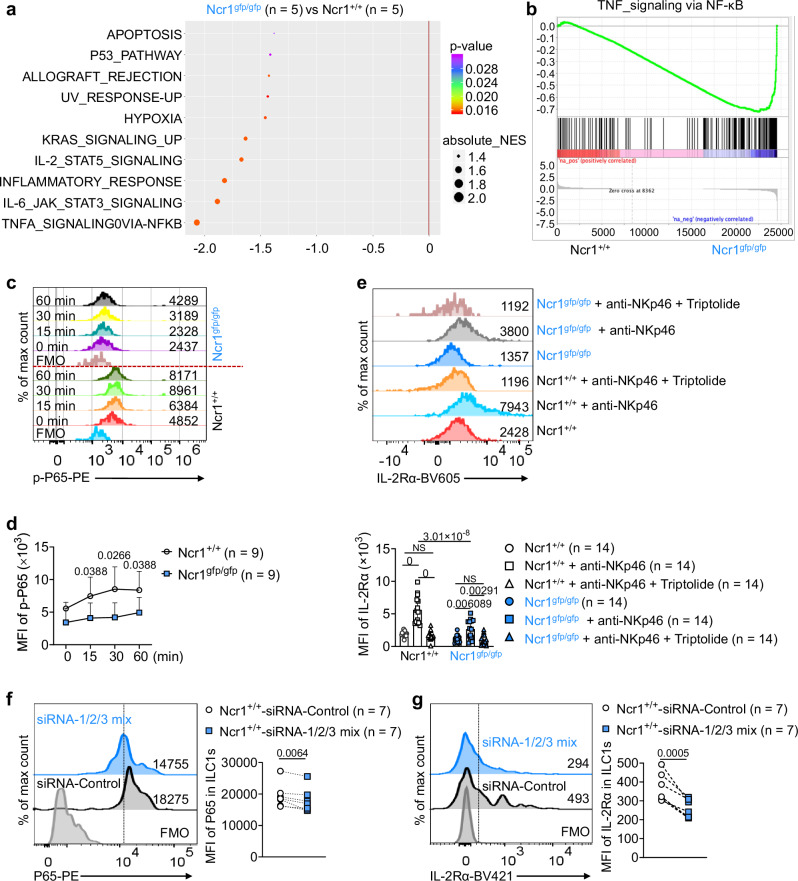
NKp46-triggered signaling activates the NF-κB signaling pathway and IL-2Rα expression. **a** Hallmark pathway analysis in *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s RNA pools (*Ncr1*^*gfp/gfp*^ ILC1s vs. *Ncr1*^*+/+*^ ILC1s). The panel shows signaling pathways downregulated in *Ncr1*^*gfp/gfp*^ ILC1s. Genes with a false discovery rate (FDR)-adjusted *P* value < 0.05 and a fold change (FC) > 1.5 or < 0.7 were significantly upregulated or downregulated, respectively (*n* = 5). **b** Gene set enrichment analysis (GSEA) plots show enrichment of the TNF gene in the NF-κB signaling pathway in ILC1s. The x-axis shows the rank orders (*Ncr1*^*gfp/gfp*^ ILC1s vs. *Ncr1*^*+/+*^ ILC1s) of all the targeted genes (*n* = 5). **c**, **d** *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s were treated with or without anti-NKp46 antibody (5 μg/ml) for the indicated time. Phosphorylation of P65 (p-P65) was measured by flow cytometry. Representative histogram (**c**) and quantification of p-P65 mean fluorescence intensity (MFI) (**d**) in *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s at the indicated time points (*n* = 9). FMO: fluorescence minus one. Data from two experiments were pooled. **e** *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s were treated with anti-NKp46 antibody (5 μg/ml) in the presence or absence of NF-κB inhibitor (Triptolide, 10 nM) for 3 days. Representative histogram of (top) and quantification (bottom) of IL-2Rα MFI on *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s (*n* = 14). **f** ILC1s were transfected with control silence RNA (siRNA-control) or siRNA (siRNA-1/2/3 mix) for interfering P65 for 3 days using lipofectamine 3000. Histogram (left) and statistics graphic (right) showing the expression of P65 in ILC1s (*n* = 7). **g** ILC1s were transfected with control siRNA or siRNA (siRNA-1/2/3 mix) for interfering P65 for 3 days using lipofectamine 3000. Histogram (left) and statistics graphic (right) showing the expression of IL-2Rα in ILC1s (*n* = 7). Data were presented as means ± s.d.; *P* values were calculated by linear mixed models with adjustments (**d**), one-way ANOVA models with adjustments (**e**), or a paired two-tailed Student’s *t*-test (**f**, **g**). NS not significant. Source data are provided as a Source Data file.

### Stimulation of NF-κB activity by anti-NKp46 antibody augments IL-2Rα expression on ILC1s

We next hypothesized that NKp46 regulates IL-18R1, IL-7Rα, and IL-2Rα expression through the NF-κB signaling pathway. As expected, our data showed that expression of IL-2Rα was upregulated on *Ncr1*^*+/+*^ ILC1s following stimulation with anti-NKp46 antibody (Fig. 2e). Interestingly, while upregulation of IL-2Rα was also observed in *Ncr1*^*gfp/gfp*^ ILC1s, the levels of IL-2Rα following anti-NKp46 antibody treatment remained significantly lower compared to those in *Ncr1*^*+/+*^ ILC1s (Fig. 2e). Blockade of the NF-κB signaling pathway with an optimized concentration of Triptolide (an NF-κB inhibitor; Supplementary Fig. 4e) suppressed this upregulation induced by engagement with NKp46 (Fig. 2e). However, the STAT3 inhibitor C188-9 and the STAT5 inhibitor STAT5-IN-1 did not block the induction of IL-2Rα in *Ncr1*^*+/+*^ ILC1s by anti-NKp46 antibody (Supplementary Fig. 4f). We then used P65 silencing RNA to knock down P65 in the ILC1s and observed a decrease in IL-2Rα expression compared to the control group, where P65 was not knocked down (Fig. 2f, g). In addition, in vitro stimulation of NKp46 with anti-NKp46 antibody did not directly affect the expression of IL-18R1 and IL-7Rα on ILC1s, irrespective of the presence or absence of Triptolide (Supplementary Fig. 4g, h). Collectively, these data indicate that activation via NKp46 induces the expression of IL-2Rα on ILC1s by activating NF-κB rather than by activating the JAK/STAT3/5 signaling pathway.

### NKp46 deletion decreases the proliferation of ILC1s

Memory CD8^+^ T cells (T_M_ cells), CD4^+^ T_M_ cells, and regulatory T cells express higher levels of *Il2rα* and *Il7rα* than naïve T cells^15,37^. T_M_ cells require IL-7 for their survival and persistence during homeostasis^38,39^, while human CD56^bright^ NK cells have a survival and proliferative response to IL-2^40,41^. Thus, the downregulation of IL-2Rα and IL-7Rα on *Ncr1*^*gfp/gfp*^ ILC1s led us to investigate whether NKp46 also regulates ILC1 proliferation, survival, or persistence. We observed comparable levels of apoptosis in ILC1s freshly isolated from *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice (Supplementary Fig. 5a–c), as determined by caspase 3 and annexin V staining—two hallmarks of apoptotic cell death. Thus, the lack of NKp46 does not affect ILC1 apoptosis. However, expression of the proliferation marker Ki67 was significantly downregulated in freshly isolated *Ncr1*^*gfp/gfp*^ ILC1s compared to *Ncr1*^*+/+*^ ILC1s (Fig. 3a). We also used a cell proliferation tracing dye (cell trace violet, CTV) to label ILC1s sorted from the liver of *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice and then cultured them with IL-2 and IL-7 for 3 days. CTV was less diluted in the *Ncr1*^*gfp/gfp*^ ILC1 cultures than in the *Ncr1*^*+/+*^ ILC1 cultures, confirming less proliferation (Fig. 3b). In addition, the fold increase in the number of *Ncr1*^*gfp/gfp*^ ILC1s stimulated with IL-2 and IL-7 was significantly lower than that of *Ncr1*^*+/+*^ ILC1s, regardless of the presence or absence of anti-NKp46 antibody (Supplementary Fig. 5d). This correlated with increased IL-2Rα expression (Supplementary Fig. 5e). However, in both subsets, IL-7Rα was almost undetectable after co-culturing cells with IL-2 and IL-7 (Supplementary Fig. 5f). These observations are consistent with a previous report that IL-7 or IL-2 dramatically suppresses the expression of IL-7Rα on T cells and ILCs^42,43^. When IL-2Rα was blocked with an anti-IL-2Rα antibody, the growth of *Ncr1*^*+/+*^ ILC1s was inhibited under culture conditions with IL-2, IL-7, and the anti-NKp46 antibody (Fig. 3c, d). This effect was not observed in the *Ncr1*^*gfp/gfp*^ ILC1s. Collectively, these data suggest that NKp46 stimulation is necessary for ILC1 proliferation in the presence of IL-2 because it induces those cells to express IL-2Rα. In the experiments supplemented with an anti-NKp46 antibody, we observed an interesting phenomenon where the anti-NKp46 antibody also elicited a response from *Ncr1*^*gfp/gfp*^ ILC1s, resulting in an increase in ILC1 cell number in the culture compared to those without the anti-NKp46 antibody (Supplementary Fig. 5d). We then examined the NKp46 expression on ILC1s isolated from the liver of *Ncr1*^*gfp/gfp*^ mice. Negligible expression of NKp46 was observed, with only an average of 3.25% of cells being NKp46 positive among *Ncr1*^*gfp/gfp*^ ILC1s (Supplementary Fig. 5g). As shown in Fig. 3d, the proliferation of *Ncr1*^*gfp/gfp*^ ILC1s induced by the anti-NKp46 antibody remained unaltered compared to cultures with a blocking antibody to IL-2Rα, suggesting that this response is not related to IL-2Rα. It is noteworthy that there are approximately 3.25% of NKp46^+^ ILC1 cells among *Ncr1*^*gfp/gfp*^ ILC1s, which assumably is contributing to the relative response of *Ncr1*^*gfp/gfp*^ ILC1s to the anti-NKp46 antibody (Supplementary Fig. 5g). Importantly, when comparing *Ncr1*^*gfp/gfp*^ ILC1s to *Ncr1*^*+/+*^ ILC1s stimulated with the anti-NKp46 antibody, the proliferation of *Ncr1*^*gfp/gfp*^ ILC1s was significantly reduced under the same conditions. Thus, it seems evident that the proliferation of ILC1s is associated with NKp46.

**Fig. 3:**
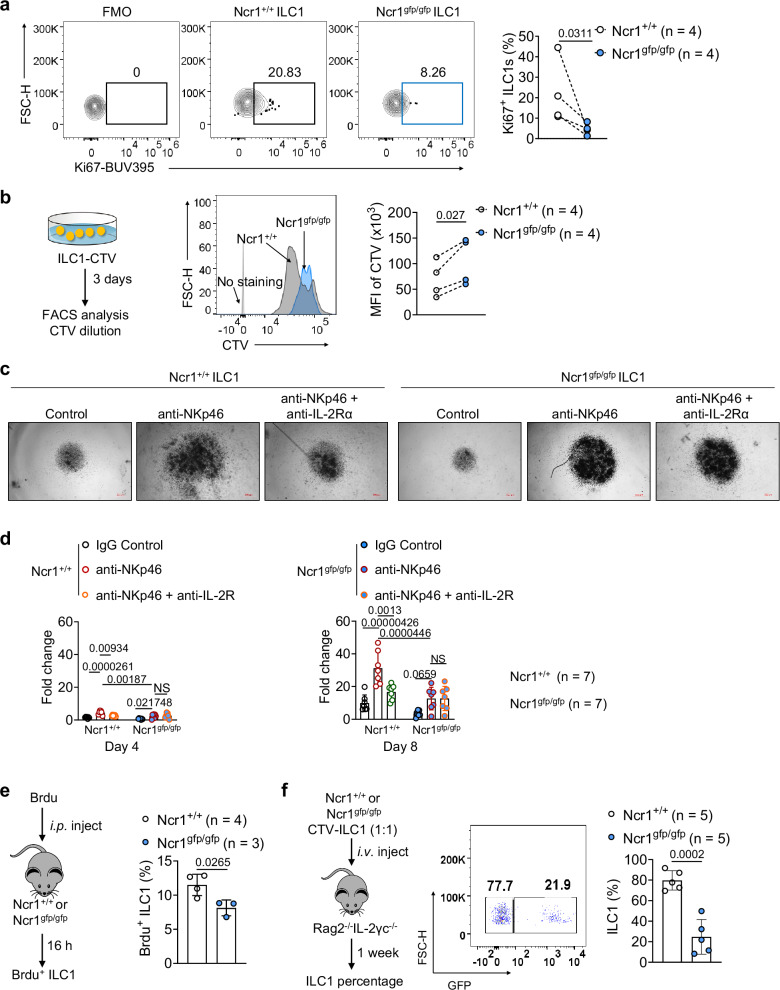
NKp46 deletion decreases ILC1 proliferation in vitro and in vivo. **a** Percentages of Ki67^+^ ILC1s in the liver of *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice were measured by flow cytometry (*n* = 4). **b** *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s were sorted from *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice, respectively, labeled with cell trace violet (CTV), and then were cultured with IL-2 (1000 IU/ml) and IL-7 (100 ng/ml) for 3 days. Quantification of CTV dilution in *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s (*n* = 4). **c**, **d** *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s sorted from the liver of *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice, respectively, were cultured with or without isotype antibody (5 μg/ml; Control) or anti-NKp46 antibody (5 μg/ml) in the presence or absence of anti-IL-2Rα (20 μg/ml) for indicated days, in a medium containing IL-2 (1000 IU/ml) and IL-7 (100 ng/ml). Representative images (**c**: scale bar, 500 µm) on day 8 and statistics (**d**) of the fold change in ILC1 numbers on day 4 and day 8 (*n* = 7). **e** *Ncr1*^*+/+*^ or *Ncr1*^*gfp/gfp*^ mice were i.p. injected with 200 µl of BrdU solution. Sixteen hours later, BrdU^+^ ILC1s in the liver of *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice were measured by flow cytometry (*Ncr1*^*+/+*^ mice: *n* = 4; *Ncr1*^*gfp/gfp*^ mice: *n* = 3). **f** *Ncr1*^*+/+*^ (GFP-negative) or *Ncr1*^*gfp/gfp*^ (GFP-positive) ILC1s were sorted from the liver of mice, mixed at a ratio of 1:1, and then i.v. injected into *Rag2*^***−****/****−***^*γc*^***−/−***^mice. One week later, percentages of *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s in the liver of mice were measured by flow cytometry (*n* = 5). Data were presented as means ± s.d.; *P* values were calculated by a paired two-tailed Student’s *t-*test (**a**, **b**), an unpaired two-tailed Student’s *t*-test (**e**, **f**), or one-way ANOVA models with adjustments (**d**). NS not significant. Source data are provided as a Source Data file.

To determine whether NKp46 also influences ILC1 proliferation in vivo, we intraperitoneally (i.p.) injected *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice with bromodeoxyuridine (BrdU) and analyzed the frequency of BrdU^+^ ILC1s in the liver 16 h post-injection. We observed significantly fewer BrdU^+^ ILC1s in the liver of *Ncr1*^*gfp/gfp*^ mice than in that of *Ncr1*^*+/+*^ mice (Fig. 3e). We next intravenously (i.v.) co-transferred equal numbers of FACS-sorted *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ ILC1s labeled with CTV (to distinguish donor cells from host cells) into immunodeficient recipient *Rag2*^−/−^*Il2γc*^−/−^ mice, which lack T, B, ILCs, and NK cells. Of note, CD200R was previously found to be expressed on liver ILC1s but not liver NK cells^14^. We, therefore, assessed the expression of the CD200R and NK1.1 markers in CTV^+^ cells. We found that all CTV^+^ cells were confirmed to be genuine ILC1s expressing CD200R and NK1.1, and they had not converted into NK cells. We next used GFP to distinguish *Ncr1*^*+/+*^ (GFP^−^) and *Ncr1*^*gfp/gfp*^ (GFP^+^) ILC1s in the experiment (Supplementary Fig. 5h). After 1 week, we examined the ratio change between GFP^+^ and GFP^−^ cells and found the population of *Ncr1*^*gfp/gfp*^ ILC1s was less than those of *Ncr1*^*+/+*^ ILC1s in the recipient *Rag2*^−/−^*Il2γc*^−/−^ mice, confirming that full ILC1 proliferation requires NKp46 in vivo (Fig. 3f).

### NKp46 deletion impairs ILC1 cytokine production and cytotoxicity against AML

An essential effector function of ILC1s is to rapidly produce IFN-γ and TNF in response to inflammatory cytokines^3^. To determine whether activation of the NKp46 pathway is involved, we sorted ILC1s from mouse liver and cultured them with anti-NKp46 antibodies in the presence of IL-12 and IL-15 for 12 h. Our data showed that *Ncr1*^*+/+*^ ILC1s produced higher levels of IFN-γ and TNF compared to *Ncr1*^*gfp/gfp*^ ILC1s (Fig. 4a). Similar results were obtained when ILC1s were cocultured with the AML cell line expressing luciferase (C1498-Luc) in the presence of IL-12 and IL-15 for 12 h (Fig. 4b). However, when ILC1s were separated from C1498-Luc in a transwell system, the IFN-γ and TNF production was comparable between *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s (Fig. 4c). Our results suggest that ILC1s require direct contact with C1498 AML cells to produce IFN-γ and TNF. We also cocultured ILC1s with C1498-Luc for 24 h in the presence of IL-12 and IL-15 at various effector-to-target cell ratios (E: T) to examine whether NKp46 deletion affects ILC1 cytotoxicity. The luciferase luminescence-based assay showed that the *Ncr1*^*+/+*^ ILC1s were able to lyse C1498 AML cells more efficiently than their *Ncr1*^*gfp/gfp*^ counterparts (Fig. 4d). Collectively, these data reveal that ILC1s require NKp46 to produce IFN-γ and TNF, and to display cytotoxic effector against AML function in vitro.

**Fig. 4:**
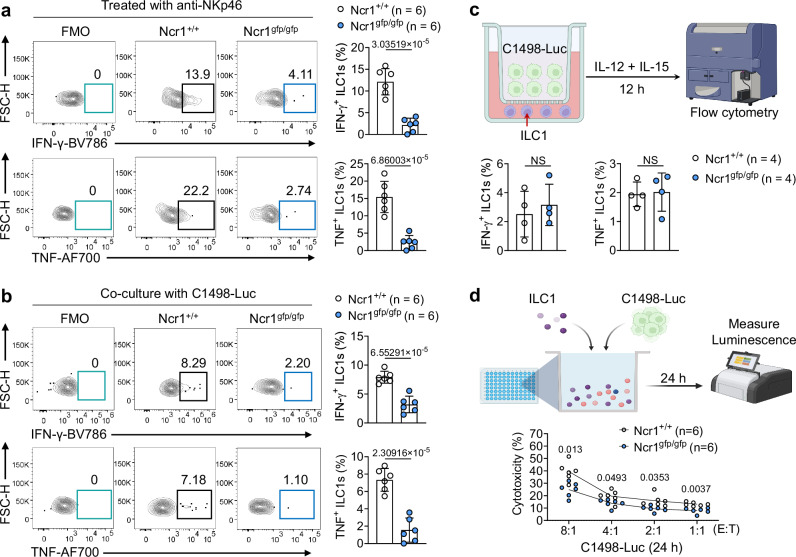
Engagement of NKp46 expressed on ILC1s augments their effector function. **a** *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s sorted from the liver of *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice, respectively, were cultured with or without anti-NKp46 antibody (5 μg/ml) for 12 h. Representative flow cytometry (left) and statistics (right) of the IFN-γ^+^ (top) and TNF^+^ (bottom) of ILC1s (*n* = 6). **b** *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s sorted from the liver of *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice, respectively, were cultured with or without C1498 AML cells expressing luciferase (C1498-Luc) for 12 h. Representative flow cytometry (left) and statistics (right) of the IFN-γ^+^ (top) and TNF^+^ (bottom) of ILC1s (*n* = 6). **c** *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s sorted from the liver of *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice, respectively, were cultured with C1498-Luc AML cells for 12 h. ILC1s were loaded into the bottom chambers of a 96-well Transwell plate. The top wells of the plate were loaded with C1498-Luc AML cells in the presence of IL-12 plus IL-15 cytokines. Statistics of the IFN-γ^+^ (left) and TNF^+^ (right) of ILC1s (*n* = 4). Created in BioRender. Ma, R. (2024) https://BioRender.com/a44t133. **d** *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s sorted from the liver of *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice, respectively, were cultured at the indicated ratios with C1498-Luc AML cells for 24 h. Luciferase activity in the wells with tumor cells was measured with a luminescence microplate reader (*n* = 6). Created in BioRender. Ma, R. (2024) https://BioRender.com/n74x942. Data were presented as means ± s.d. *P* values were calculated by either an unpaired Student’s *t*-test (**a**–**c**) or two-way ANOVA models with adjustments (**d**). NS not significant. Source data are provided as a Source Data file.

### NKp46 is required for ILC1 proliferation in mice with AML and plays an important role in controlling AML in vivo

To investigate the functional relevance of NKp46 in vivo, we, i.v. injected C1498-Luc AML cells into *Ncr1*^*+/+*^ or *Ncr1*^*gfp/gfp*^ mice. After 2 weeks, we measured tumor burden with bioluminescence imaging. The *Ncr1*^*gfp/gfp*^ mice exhibited significantly more tumor growth and their spleens, but not their livers, were enlarged when compared to the *Ncr1*^+/+^ mice (Fig. 5a). These findings suggest that the absence of NKp46 led to accelerated tumor growth. Furthermore, we found that the percentage of Ki67^+^ ILC1s in the liver was significantly lower in the *Ncr1*^*gfp/gfp*^ mice compared to the *Ncr1*^*+/+*^ mice after the animals were challenged with AML cells, suggesting that NKp46 plays a role in ILC1 proliferation in response to AML (Fig. 5b). In contrast to ILC1s, the percentage of Ki67^+^ NK cells in the liver of *Ncr1*^*gfp/gfp*^ mice was not significantly different, when compared to *Ncr1*^*+/+*^ mice (Fig. 5b). We also found that apoptosis between the *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ ILC1s or between *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ NK cells was comparable (Fig. 5c). Thus, NKp46 does not appear to be necessary for regulating NK cell proliferation, nor does it significantly impact apoptosis in either ILC1s or NK cells within the C1498-Luc AML model. In follow-up experiments using the same AML mouse model, we observed that compared to wild-type (*Ncr1*^*+/+*^) animals, the number of ILC1s (CD49b^−^CD49a^+^) was lower in the bone marrow, spleen, and liver of *Ncr1*^*gfp/gfp*^ mice (Fig. 5d–f). These results contrast with the stable numbers of ILC1-like cells (CD49b^+^CD49a^+^) and NK cells (CD49b^+^CD49a^−^) that were unchanged across both genotypes (Fig. 5d–f). Additionally, the production of IFN-γ and TNF by ILC1s and ILC1-like cells was lower in the bone marrow, spleen, and liver of *Ncr1*^*gfp/gfp*^ mice transplanted with C1498-Luc AML cells, compared to *Ncr1*^*+/+*^ mice (Fig. 5g–i and Supplementary Fig. 6a–d). While the production of TNF also decreased in the spleen and liver of *Ncr1*^*gfp/gfp*^ NK cells compared to *Ncr1*^*+/+*^ NK cells, the extent of the decrease in TNF production was much more substantial in ILC1s compared to NK cells. In the bone marrow, we observed no significant changes in TNF production by NK cells, but there were differences in ILC1 IFN-γ and TNF production between *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice (Fig. 5g–i and Supplementary Fig. 6a, b). Finally, when implanted with C1498-Luc AML, the *Ncr1*^*gfp/gfp*^ mice exhibited significantly shorter survival compared to *Ncr1*^*+/+*^ mice (Fig. 5j), suggesting NKp46 plays an important role in controlling AML. This finding aligns with prior research indicating that patients with AML exhibiting high NKp46 expression at diagnosis tend to have better overall survival than those with low NKp46 expression^44^.

**Fig. 5:**
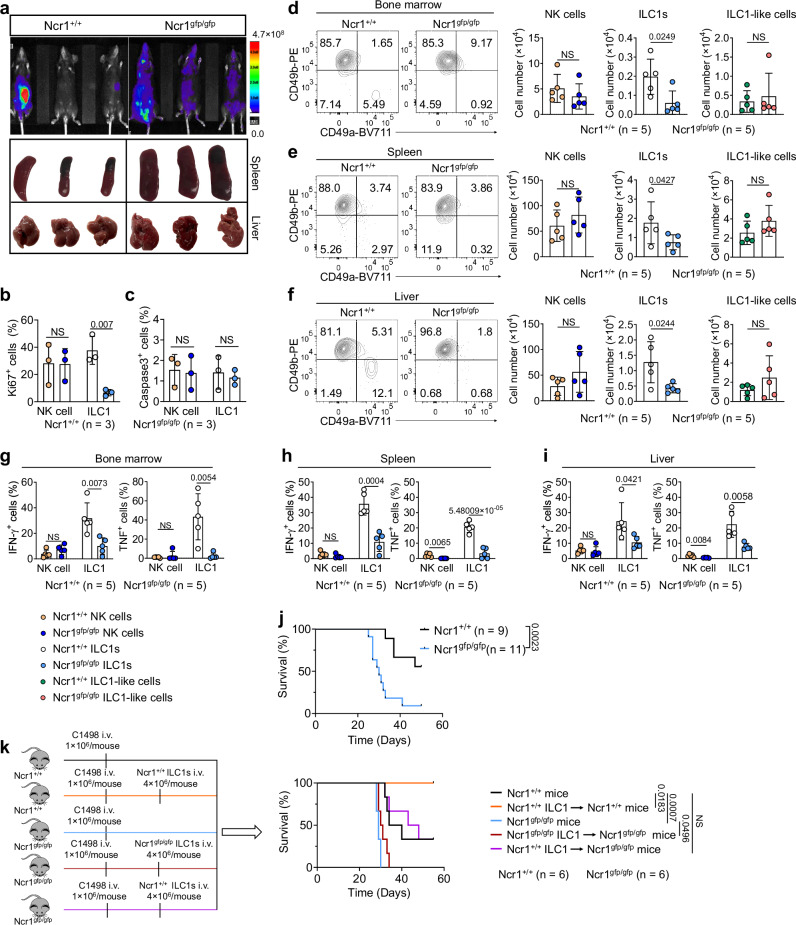
NKp46 is required for ILC1 proliferation in the tumor environment and plays an important role in controlling AML in vivo. *Ncr1*^*+/+*^ or *Ncr1*^*gfp/gfp*^ mice were i.v. injected with 1.0 × 10^6^ C1498-Luc AML cells. **a** Two weeks later, the tumor burden was assessed by bioluminescence imaging (*n* = 3). **b** Statistics of Ki67^+^ ILC1s and NK cells in the liver of *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice challenged with C1498-Luc AML cells (*n* = 3). **c** Statistics of caspase 3^+^ ILC1s and NK cells in the liver of *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice challenged with C1498-Luc AML cells (*n* = 3). **d**–**f** *Ncr1*^*+/+*^ or *Ncr1*^*gfp/gfp*^ mice were i.v. injected with 1.0 × 10^6^ C1498-Luc AML cells. Representative flow cytometry dot plots (left) and statistics (right) of the absolute number of NK cells, ILC1s, and ILC1-like cells in the bone marrow (**d**), spleen (**e**), and liver (**f**) of *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ ILC1s (*n* = 5). **g**–**i** Statistics of IFN-γ^+^ (left) and TNF^+^ (right) NK cells and ILC1s in the bone marrow (**g**), spleen (**h**), and liver (**i**) (*n* = 5). **j** Survival of the *Ncr1*^*+/+*^ and *Ncr1*^*gfp/gfp*^ mice injected with 1.0 × 10^6^ C1498-Luc AML cells (*Ncr1*^*+/+*^*:* *n* = 9; *Ncr1*^*gfp/gfp*^: *n* = 11). **k** *Ncr1*^*+/+*^ or *Ncr1*^*gfp/gfp*^ mice were i.v. co-injected with 1.0 × 10^6^ C1498-Luc AML cells and 4.0 × 10^6^ ILC1s isolated and expanded from *Ncr1*^*+/+*^ or *Ncr1*^*gfp/gfp*^ mice. Survival of the mice injected with C1498-Luc AML cells (*n* = 6). Survival data were analyzed by Kaplan–Meier survival analysis and log-rank test. Data were presented as means ± s.d. *P* values were calculated by an unpaired two-tailed Student’s *t*-test (**b**–**i**), one-tailed Student’s *t*-test (**e**: ILC1 panel), or log-rank test (**j**, **k**). NS not significant. Source data are provided as a Source Data file.

We next proceeded to perform adoptive transfer experiments using ILC1s. Injection of additional *Ncr1*^*+/+*^ ILC1s into *Ncr1*^*+/+*^ mice that were transplanted with C1498-Luc AML cells prolonged survival compared to control mice who were not provided with additional *Ncr1*^*+/+*^ ILC1 cells (Fig. 5k), supporting the notion that ILC1s play a role in anti-AML responses in vivo. We also injected equal numbers of *Ncr1*^*+/+*^ ILC1s and *Ncr1*^*gfp/gfp*^ ILC1s separately into *Ncr1*^*gfp/gfp*^ mice that had been transplanted with C1498-Luc AML cells to rescue the dramatic decrease in ILC1s observed in *Ncr1*^*gfp/gfp*^ mice, with no adoptive transfer of ILC1s used as a control. We observed that the injection of *Ncr1*^*+/+*^ ILC1s prolonged the survival of *Ncr1*^*gfp/gfp*^ mice with AML, compared to *Ncr1*^*gfp/gfp*^ mice that did not receive *Ncr1*^*+/+*^ ILC1 injections or were injected with *Ncr1*^*gfp/gfp*^ ILC1s (Fig. 5k). Collectively, our data demonstrate that (1) in our mouse model of AML, NKp46 deletion results in impaired ILC1 proliferation, reduced production of IFN-γ and TNF by ILC1s, and decreased survival of mice with AML; (2) injection of sufficient *Ncr1*^*+/+*^ ILC1s can prolong the survival of *Ncr1*^*gfp/gfp*^ mice with AML.

### Anti-NKp46 antibody and IL-7 have additive effects on enhancing NF-κB activity and IL-2Rα expression in ILC1s but not in NK cells

Next, we sought to determine the effect of engaging NKp46 signaling on ILC1s and NK cells. We observed a slightly but not significantly increased proliferation of liver *Ncr1*^*+/+*^ NK cells (Lin^−^NK1.1^+^NKp46^+^CD49b^*+*^CD49a^−^) when cultured with either an anti-NKp46 antibody or an anti-NKG2D antibody; however, a significant increase in proliferation of *Ncr1*^*+/+*^ NK cells occurred when both antibodies were used in combination, compared to cultures treated with either single antibody or without any antibody treatment (Fig. 6a). In contrast, the anti-NKp46 antibody and the anti-NKG2D antibody, either independently or in combination, activated *Ncr1*^*+/+*^ NK cells to produce IFN-γ (Fig. 6b). These results are consistent with previous reports indicating increased IFN-γ production in mouse NK cells activated by anti-NKp46 antibody alone^45^. Expectedly, the activation was ablated when *Ncr1*^*+/+*^ NK cells were replaced by *Ncr1*^*gfp/gfp*^ NK cells (Fig. 6b). However, combining anti-NKp46 antibody with anti-NKG2D antibody did not further augment the production of IFN-γ in *Ncr1*^*+/+*^ NK cells beyond levels achieved with either antibody alone, though the production was still higher than that of IgG control (Fig. 6b). Collectively, these results demonstrate that activation via NKp46 combined with activation via NKG2D enhances the proliferation of NK cells more effectively than either acting alone. However, this combination effect does not correspond to an increased production of IFN-γ in NK cells when compared to the activation of NKp46 or NKG2D alone. Additionally, these results confirm the functionality of the anti-NKp46 antibody that was used in our study. However, unlike its effects on ILC1s, we observed that the anti-NKp46 antibody alone failed to affect the expression of IL-2Rα on *Ncr1*^*+/+*^ NK cells (Supplementary Fig. 7a).

**Fig. 6:**
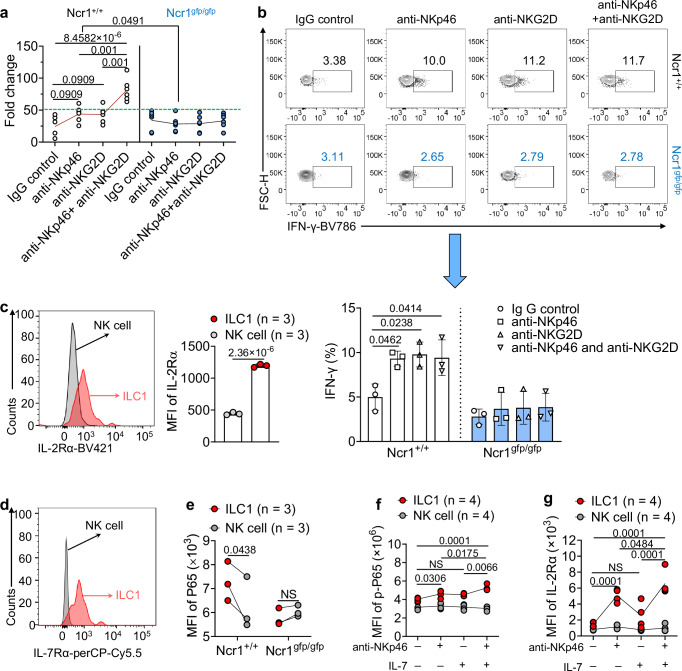
Collaboration between anti-NKp46 and IL-7 enhances NF-κB activity and IL-2Rα expression in ILC1s but not in NK cells. **a** NK cells were treated with or without anti-NKp46 antibody (5 μg/ml) in the presence or absence of NKG2D (5 μg/ml) for 7 days. The fold change of NK cell quantity was measured (*n* = 6). **b** NK cells were treated with or without anti-NKp46 antibody (5 μg/ml) in the presence or absence of NKG2D (5 μg/ml) for 4 h. Representative flow cytometry dot plots (top) and statistics (bottom) of the production of IFN-γ (*n* = 3). **c** Representative histogram (left) and quantification of IL-2Rα expression (right) on NK cells and ILC1s from *Ncr1*^*+/+*^ mice (*n* = 3). **d** Representative histogram of IL-7Rα expression on NK cells and ILC1s from *Ncr1*^*+/+*^ mice. **e** Statistics of P65 MFI on *Ncr1*^*+/+*^ ILC1s and NK cells or *Ncr1*^*gfp/gfp*^ ILC1s and NK cells (*n* = 3). **f** ILC1s or NK cells isolated from the liver of mice were treated with or without anti-NKp46 antibody (5 μg/ml) in the presence or absence of IL-7 (100 ng/ml) for 24 h. Statistics of phosphorylated P65 MFI (*n* = 4). **g** ILC1s or NK cells isolated from the liver of mice were treated with or without anti-NKp46 antibody (5 μg/ml) in the presence or absence of IL-7 (100 ng/ml) for 24 h. Statistics of IL-2Rα expression (*n* = 4). Data were shown as means ± s.d. *P* values were calculated by two-tailed Student’s *t-*test (**a**: *Ncr1*^*+/+*^ + anti-NKp46 vs *Ncr1*^*gfp/gfp*^ + anti-NKp46; **c**), one-tailed Student’s *t*-test (**e**), or one-way ANOVA (**a**, **b**) models with adjustments or two-way ANOVA with adjustments (**f**, **g**). NS not significant. Source data are provided as a Source Data file.

After culturing with IL-2 and IL-7, we observed that the expression of IL-2Rα was similar in both *Ncr1*^*+/+*^ NK cells and *Ncr1*^*gfp/gfp*^ NK cells (Supplementary Fig. 7b). Furthermore, the cytotoxicity against tumor cells exhibited by these NK cells was also comparable, both in vitro and in vivo (Supplementary Fig. 7c,d). This finding is consistent with a previous report^46^ that demonstrated *Ncr1*^*+/+*^ NK cells and *Ncr1*^*gfp/gfp*^ NK cells exhibit similar cytotoxicity against certain types of tumor cells (e.g., B10 and EL4). These data suggest that while the activation of NKp46 alone in liver NK cells can slightly enhance their proliferation, it is not essential for their cytotoxicity in vitro or in vivo and does not induce IL-2Rα expression in liver NK cells. In contrast, when comparing ILC1s and NK cells, we detected a significantly higher expression of IL-2Rα on liver ILC1s compared to liver NK cells (Fig. 6c). Additionally, we observed that liver NK cells did not express IL-7Rα, whereas ILC1s did (Fig. 6d), consistent with our previous report^47^. Furthermore, we found that the basal level of P65 expression was higher in *Ncr1*^*+/+*^ ILC1s compared to *Ncr1*^*+/+*^ NK cells (Fig. 6e). However, this difference was not found when comparing *Ncr1*^*gfp/gfp*^ ILC1s with *Ncr1*^*gfp/gfp*^ NK cells (Fig. 6e). These data provide an explanation as to why NF-κB signaling is more sensitive to activation by anti-NKp46 antibody in ILC1s compared to NK cells.

Given the critical role that IL-7 plays in the development of ILC1s, as opposed to its negligible impact on NK cells^10^, we examined whether IL-7 promotes anti-NKp46 antibody-induced phosphorylation of P65 and the expression of IL-2Rα in ILC1s. For this purpose, we treated ILC1s with anti-NKp46 antibody in the presence or absence of IL-7. As anticipated, the combination of anti-NKp46 antibody and IL-7 led to higher P65 phosphorylation and IL-2Rα expression in ILC1s compared to either single-agent treatment or the no-agent condition (Fig. 6f, g). While each single agent alone increased the phosphorylation of P65 and expression of IL-2Rα in ILC1s, this enhancement was not present in NK cells (Fig. 6f, g). These data suggest that IL-7 enhances NKp46-mediated NF-κB activation and IL-2Rα expression in ILC1s but not in NK cells.

### Human NKp46^+^ ILC1s are more proliferative and cytotoxic than their NKp46^−^ counterparts

In subsequent studies focusing on human cells, we investigated whether NKp46 is required for proliferation and cytotoxicity in human ILC1s. First, we isolated human ILC1s from peripheral blood mononuclear cells (PBMCs) (Supplementary Fig. 2c) and cocultured them with a human anti-NKp46 antibody prior to examining the expression of the proliferation marker Ki67. As expected, activating the NKp46 signaling pathway increased Ki67 expression in human ILC1s (Fig. 7a). We also observed that basal expression of Ki67 was lower in human NKp46^− ^ILC1s compared to NKp46^+^ ILC1s (Fig. 7b). Additionally, in line with our findings with murine *Ncr1*^*gfp/gfp*^ ILC1s, human NKp46^− ^ILC1s had lower IL-2Rα expression compared to NKp46^+^ ILC1s (Fig. 7c). These data suggest that NKp46 may also be required for the proliferation of human ILC1s and that NKp46 expression correlates with IL-2Rα expression on human ILC1s. Furthermore, when human ILC1s were cocultured with the human AML cell line MOLM13, the NKp46^+^ ILC1s produced more IFN-γ and TNF than their NKp46^− ^counterparts (Fig. 7d, e). Notably, while the cytokine production by these cells and the markers we used to define them suggest that they are NKp46^+^ ILC1s and NKp46^− ^ILC1s, we can not exclude the possibility that less cytokine production NKp46^− ^ILC1s could be because NKp46^− ^ILC1s are immature precursors of NKp46^+^ ILC1s. Indeed, we recently used NKp46 to define the maturation stages of murine NK cells^48^. To further assess the effect of NKp46 on the cytotoxicity of human ILC1s, we sorted NKp46^− ^and NKp46^+^ ILC1s from human PBMCs and cocultured them with MOLM13 AML at various effector and target cell ratios for 24 h. As anticipated, the human NKp46^− ^ILC1s were significantly less cytotoxic compared to NKp46^+^ ILC1s (Fig. 7f, g). We achieved similar results when we used ILC1s isolated from human PBMCs cocultured with the human AML cell line THP-1 (Fig. 7h). Taken together, these data indicate that, as in mice, human NKp46^+^ ILC1s are more proliferative and cytotoxic than their NKp46^−^ counterparts. Extending our investigation to patients with AML, we observed a significant decrease in NKp46 expression on ILC1s in the blood of patients with AML compared to healthy donors (Fig. 7i). We further employed ILC1-related markers (*IFNG*, *TNFA*, *TRAIL*, *NKp46*, *CD49A*, and *CSF2*) to analyze data from The Cancer Genome Atlas (TCGA)^49,50^. The analysis data revealed that AML patients with high NKp46^+^ ILC1s tended to experience longer overall survival compared to AML patients with low NKp46^+^ ILC1s (Fig. 7j). However, a limitation of this analysis is that *IFNG*, *TNFA*, *TRAIL*, *NKp46*, *CD49A*, and *CSF2* are not specific to ILC1s, and the separation of human ILC1s from NK cells based on markers remains imprecise. Collectively, our findings highlight the conserved role of NKp46 in regulating the proliferative and cytotoxic capacities of ILC1s across species and suggest its potential prognostic value in the context of AML.

**Fig. 7:**
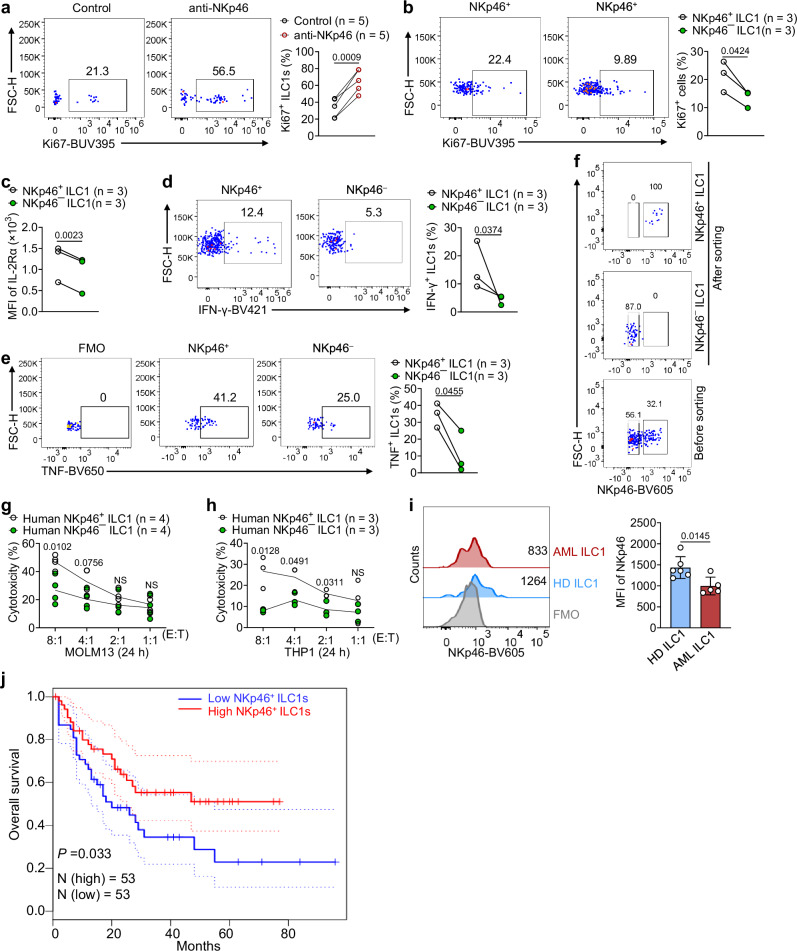
NKp46 is required for human ILC1 proliferation, cytokine production, and cytotoxicity against human AML. **a** Human ILC1s isolated from peripheral blood mononuclear cells (PBMCs) were treated with or without human anti-NKp46 antibodies (5 μg/ml) for 3 days. Representative flow cytometry plots of Ki67^+^ ILC1s are presented. Statistics of Ki67^+^ ILC1s (*n* = 5). **b** Representative flow cytometry plots (left) and statistics (right) of Ki67 expression in human NKp46^+^ and NKp46^*−*^ ILC1s (*n* = 3). **c** Statistics of IL-2Rα expression in human NKp46^+^ and NKp46^*−*^ ILC1s (*n* = 3). **d** Representative flow cytometry plots (left) and statistics (right) of IFN-γ production in human NKp46^+^ and NKp46^*− *^ILC1s (*n* = 3). **e** Representative flow cytometry plots (left) and statistics (right) of TNF production in human NKp46^+^ and NKp46^*− *^ILC1s (*n* = 3). **f** Gating strategy for sorting human NKp46^+^ and NKp46^*− *^ILC1s. **g**, **h** Human NKp46^+^ and NKp46^*− *^ILC1s sorted from human PBMCs were cultured at the indicated ratios with MOML13-Luc or THP-1-Luc for 24 h. Luciferase activity in the wells with tumor cells was measured with a luminescence microplate reader (**g**, *n* = 4; **h**, *n* = 3). **i** Histogram (left) and statistics analysis showing the expression of NKp46 on ILC1s isolated from the blood of healthy donors (HD ILC1s) or patients with AML (AML ILC1s) (*n* = 6 individuals in the healthy donor group, *n* = 5 individuals in the AML patient group). **j** Survival analyses based on ILC1-related signature genes (*IFNG*, *TNFA*, *TRAIL*, *RORC*, *NKp46*, *CD49A*, *CSF2*, and *LTA*) in the TCGA-LAML cohort (*n* = 106). Log-rank Mantel–Cox test. Data were presented as means ± s.d. *P* values were calculated by two-tailed Student’s *t*-test (**a**–**i**). A log transformation was used in (**d**). A Student’s *t*-test was conducted at different ratios of effector cells to target cells in panels (**g**, **h**). NS not significant. Source data are provided as a Source Data file.

## Discussion

We and others previously demonstrated that NKp46 plays an important role in the development and function of mouse ILC1s^29,30,51^. However, the precise mechanisms involved remain unclear. In this study, we describe a previously unknown association between the expression of NKp46 and certain cytokine receptors (e.g., IL-18R1, IL-7Rα, and IL-2Rα) on ILC1s. NKp46 expression induced the NF-κB signaling pathway and led to the expression of IL-2Rα, which in turn maintained ILC1 proliferation in vitro and in vivo. Our findings also revealed that the expression of NKp46 on ILC1s is critical for their interaction with AML cells and subsequent enhancement of NKp46-mediated cytotoxicity. Mice lacking NKp46 expression on ILC1s showed reduced regulation/control of AML in vivo.

It has been demonstrated that memory ILC1s undergo local proliferation in the liver and express high levels of IL-18R1, IL-7Rα, and IL-2Rα in the post-infected mouse cytomegalovirus (MCMV) model^15^. Analysis of the NKp46-deficient mouse revealed that ILC1s reduce the expression of their cytokine receptors (IL-18R1, IL-7Rα, and IL-2Rα) in a steady state, indicating that NKp46 may play an important role in the acquisition of phenotypic markers of memory ILC1 by controlling IL-18R1, IL-7Rα, and IL-2Rα expression. This possibility is also supported by the finding that IL-7Rα is a marker of memory ILC1s that is critical for their long-term homeostasis and IL-7Rα^+^ ILC1s acquire their memory through IL-7R signaling when they respond to haptens^52^.

NKp46 has been long recognized as a marker expressed by other ILC subsets in addition to NK cells^53,54^, and plays a critical role in regulating TRAIL surface expression^29,53^. However, its role in cell types other than NK cells has been obscure. We have previously reported that loss of NKp46 notably reduces the percentages and numbers of ILC1s in mice^30^, though the mechanism remained unclear. This report provides evidence that NKp46 deficiency does not affect the survival of ILC1s but impairs their proliferation by decreasing the expression of IL-2Rα, as demonstrated in both in vitro and in vivo experiments. This finding explains why both the percentages and numbers of ILC1s dramatically decreased in NKp46-deficient mice. Our study also suggests that modulating NKp46 signaling may facilitate the ex vivo expansion of ILC1s for future clinical applications. Although NK cells also express NKp46, we have not observed a similar regulation of IL-2Rα and the associated cell proliferation via NKp46 signaling in NK cells. Although the exact reason for this discrepancy between ILC1s and NK cells is unknown, we speculate that this may be related to higher basal levels of NF-κB P65 signaling and its IL-2Rα target in ILC1s in contrast to NK cells, as we demonstrated.

CD3ζ and FcξRγ are both downstream of NKp46. These immune adapters possess ITAM motifs that, when phosphorylated, activate the signaling proteins Syk and ZAP70 to boost cytotoxicity and/or cytokine production in NK cells^55^. However, in the current study, we demonstrated an alternative NKp46 signaling pathway in which engagement of NKp46 promotes NF-κB signaling; interestingly, this identified mechanism uniquely occurs in ILC1s but not in NK cells. In support of this, unlike ILC1s, we found NKp46 activation in vitro failed to increase NF-κB activity or IL-2Rα expression in NK cells. This does not exclude an activation role for NKp46 in NK cells, for which, unlike ILC1s, activation of a co-receptor may be required. This speculation is supported by the fact that NKp46 collaborated with other activating receptors, such as NKG2D, 2B4 (CD244), DNAM-1 (CD226), or CD2, to activate NK cells^56,57^.

The potent anti-cancer properties of NK cells in innate and adaptive immunity have been extensively reported, but only a few published studies have assessed how ILC1s combat tumorigenesis. A previous study reported that the blood and bone marrow of patients with AML had elevated percentages of ILC1s among total ILCs^58^, though absolute cell numbers and proportions in large populations such as lineage-negative cells were not provided. Moreover, the underlying mechanism by which ILC1s influence the development of AML remains unknown. We recently demonstrated that IFN-γ produced by ILC1s controls AML by promoting leukemia stem cell (LSC) apoptosis, inhibiting LSC differentiation into leukemia progenitor cells, and by favoring LSC differentiation into non-leukemia cells^47^. In the current study, through the use of NKp46-deficient mice in which the number of ILC1s is dramatically decreased, we demonstrated that tumor growth was accelerated and survival was shortened. This finding underscores the unique and essential contribution of NKp46^+^ ILC1s in the control of AML, in distinct contrast to that of NKp46^+^ NK cells. Indeed, a comparable role of NKp46 was not observed among NK cells, as animals showed no difference in survival regardless of whether they received injections of *Ncr1*^*+/+*^ or *Ncr1*^*gfp/gfp*^ NK cells into *Rag2*^*−/−*^*IL-2γc*^*−/−*^ mice challenged with an AML cell line. This is also supported by a report showing that *Ncr1*^*+/+*^ NK cells and *Ncr1*^*gfp/gfp*^ NK cells exhibit similar cytotoxicity against tumor cell lines (e.g., B10 and EL4)^46^. These results suggest NKp46 influences ILC1s instead of NK cells to control disease in the C1498 AML model. Therefore, expanding autologous ILC1s or normal allogeneic ILC1s ex vivo, using an anti-NKp46 antibody or ligands, might positively impact the survival of patients with AML. Expanded ILC1s could also be rationally combined with a Food and Drug Administration (FDA)-approved drug, such as a tyrosine kinase inhibitor, including FDA-approved midostaurin and gilteritinib.

In conclusion, our findings reveal a previously unknown functional role for NKp46: it regulates IFN-γ and TNF production, cytotoxicity, and the proliferation of ILC1s by activating the NF-κB signaling pathway and regulating IL-2Rα expression. These effects are important for anti-tumor activity, as exemplified in our model of AML.

## Methods

### Human samples

Peripheral blood (PB) samples were obtained from healthy donors (HDs) and acute myeloid leukemia (AML) patients at the City of Hope National Medical Center (COHNMC). Human specimens were collected from individuals with AML registered at the COHNMC who consented to an Institutional Review Board (IRB)-approved protocol (IRB 18067); healthy donor specimens were collected from individuals who consented to IRB 06229. Recruitment in this cohort was independent of sex, as any patient with newly diagnosed, relapsed, or refractory AML was eligible. All participants in this study were patients with relapsed or refractory acute myeloid leukemia. Information on race, ethnicity, or other socio-economical parameters was not collected for this cohort. Given the limited size of the cohort, we did not conduct any analyses stratified by sex. Patients who met the inclusion criteria outlined above were recruited for this study, so we do not anticipate any self-selection or other biases.

### Animals

Six- to eight-week-old male or female mice were used for all animal experiments. NKp46-deficient C57BL/6 mice—with *Ncr1* replaced with gfp (*Ncr1*^*gfp/gfp*^)—were previously described^59^. C57BL/6 mice (*Ncr1*^*+/+*^) and *Rag2*^*−/−*^*γc*^*−/−*^ mice (C57BL/6 background) were purchased from The Jackson Laboratory. Mice were housed in the City of Hope Animal Facility with a 12-h light/12-h dark cycle and temperatures of ~18–23 °C with 40–60% air humidity. Mouse care and experimental procedures were performed in accordance with federal guidelines and protocols approved by the Institutional Animal Care and Use Committee (IACUC) at City of Hope under protocol numbers 18108 and 20003. Tumor-bearing mice were monitored twice per week and at more frequent intervals depending on the status of the mice. Mice exhibiting evidence of distress, discomfort, pain, lethargy, inability to properly groom, or inability to obtain food and/or water were killed immediately via CO_2_ inhalation. Tumor-bearing mice with 20% weight loss from the age-matched controls without receiving tumor cell inoculation were killed.

### Cells and cell culture

Mouse ILC1s were cultured in RPMI 1640 (Thermo Fisher Scientific, USA) with 10% FBS, penicillin (100 U/ml), streptomycin (100 mg/ml), IL-2 (1000 IU/ml), and IL-7 (100 ng/ml). Mouse NK cells were cultured in RPMI 1640 with 10% FBS, penicillin (100 U/ml), streptomycin (100 mg/mL), and IL-2 (1000 IU/ml).

The mouse AML cell line C1498 (Cat# TIB-49) and the human AML cell line THP-1 (Cat# TIB-202) were purchased from the American Type Culture Collection (ATCC). The human AML cell line MOLM13 (Cat# ACC-554) was purchased from the Leibniz Institute DSMZ - German Collection of Microorganisms and Cell Cultures GmbH. All cell lines were cultured in RPMI 1640 with 10% FBS, penicillin (100 U/ml), and streptomycin (100 mg/ml). All cell lines were routinely tested for the absence of Mycoplasma using the MycoAlert Plus Mycoplasma Detection Kit from Lonza (Cat# M7006). Cultures were incubated at 37 °C in a humidified atmosphere of 5% CO_2_. All cytokines were from PeproTech. Penicillin and streptomycin were from Thermo Fisher Scientific.

### Flow cytometry

ILC1s from mice were identified using live/dead cell viability dyes and the following monoclonal antibodies: lineage (PE-Cy7-conjugated anti-CD3, BD Biosciences Cat# 552774, Clone: 145-2C11; PE-Cy7-conjugated anti-CD19: BD Biosciences, Cat# 552854, Clone: 1D3), NK1.1 (BV510-conjugated anti-NK1.1, BD Biosciences Cat# 563096, Clone: PK136), NKp46 (AF647-conjugated anti-NKp46, BD Biosciences, Cat# 560755, Clone: 29A1.4), CD49b (BUV395-conjugated anti-CD49b, BD Biosciences, Cat# 740250, Clone: HMα2 or PE-conjugated anti-CD49b: BD Biosciences, Cat# 553858, Clone: DX5), and CD49a (BV711-conjugated anti-CD49a, BD Biosciences, Cat# 564863, Clone: Ha31/8). *Ncr1*^*+/+*^ mouse ILC1s were identified by Lin^***−***^NK1.1^+^ NKp46^+^ CD49b^***−***^CD49a^+^, and *Ncr1*^*gfp/gfp*^ mouse ILC1s were gated by Lin^***−***^NK1.1^+^GFP^+^CD49b^***−***^CD49a^+^. In some experiments, ILC1s were identified by Lin^***−***^NK1.1^+^CD200R^+^CD49b^***−***^CD49a^+^ or Lin^***−***^NK1.1^+^CD49b^***−***^CD49a^+^. Intracellular staining for Ki67 and Caspase 3 was performed using a Fix/Perm kit (eBiosciences, Cat# 88-8824-00) followed by staining with Ki67 (BUV395-conjugated anti-Ki67, BD Biosciences, Cat# 564071, Clone: B56) or caspase 3 (BV421-conjugated anti-Caspase 3, BD Biosciences Cat# 570786, Clone: C92-605.rMAb) antibodies. Intracellular staining for GzmA (PerCP-e710-conjugated anti-GzmA, Thermo Fisher Cat# 46-5831-82, Clone: GzA-3G8.5), GzmB (PE-conjugated anti-GzmB, BioLegend Cat# 372208, Clone: QA16A02), and GzmC (BV421-conjugated GzmC, BD Biosciences Cat# 569861, Clone: SFC1D8.rMAb) antibodies was performed using a Cytofix/Cytoperm™ Fixation/Permeabilization Kit (BD Biosciences, Cat# 554714). In some experiments, caspase 3 was measured with the Active Caspase 3 Apoptosis Kit (BD Biosciences, Cat# 565521) according to the manufacturer’s instructions. Annexin V dead cell staining was conducted according to the instructions of the Annexin V Apoptosis Detection Kit (BioLgend, Cat# 640947). For IL-2Rα, IL-7Rα, and IL-18R1 staining, cells were collected from the liver of mice, and then washed three times with DPBS containing 1% FBS, followed by staining with lineage (PE-Cy7-conjugated anti-CD3 and anti-CD19), NK1.1 (BV510-conjugated anti-NK1.1), NKp46 (AF647-conjugated anti-NKp46), CD49b (BUV395- or PE-conjugated anti-CD49b), CD49a (BV711-conjugated anti-CD49a), IL-2Rα (BV605-conjugated anti-IL-2Rα, BioLegend Cat# 102036, Clone: PC61), IL-7Rα (PE-Cy5.5-conjugated anti-IL-7Rα, BioLegend, Cat# 121114, Clone: SB/199 or BV421-conjugated anti-IL-7Rα, BioLegend, Cat# 121127, Clone: SB/199), and IL-18R1 (PerCP-eFluor™ 710-conjugated anti-IL-18R1, Thermo Fisher, Cat #46-5183-82, Clone: P3TUNYA).

To examine intracellular cytokine production, ILC1s were cocultured with or without anti-NKp46 antibody (Thermo Fisher, Cat# 16-3351-81, Clone: 29A1.4) or tumor cells in the presence of mouse IL-12 (10 ng/ml) and mouse IL-15 (100 ng/ml) for 4 or 12 h. For all of the above stimulation assays, BD GolgiPlug™ was added to the cultures 4 h before cells were collected. Then cells were harvested, washed, and stained for surface molecules and intracellular IFN-γ and TNF. Intracellular staining for IFN-γ or TNF was performed using a BD Cytofix/Cytoperm™ Fixation/Permeabilization Kit, followed by staining with an IFN-γ antibody (BV786-conjugated anti-mouse IFN-γ, BD Biosciences, Cat# 563773, Clone: XMG1.2/BV421-conjugated anti-human IFN-γ, BioLegend, Cat# 506538, Clone: B27) or a TNF antibody (AF700-conjugated anti-mouse TNF, BioLegend, Cat# 506338, Clone: MP6-XT22/BV650-conjugated anti-human TNF, BioLegend, Cat# 502938, Clone: MAb11), respectively. All analyses were performed on a Fortessa X-20 flow cytometer (BD Biosciences), and sorting was performed using a BD FACSAria^TM^ Fusion (BD Biosciences).

For STAT3, STAT5, or P65 phosphorylation analysis, freshly isolated mouse liver cells were stained with Lineage, NK1.1, CD49b, CD49a, and/or NKp46 antibodies. Thirty minutes later, cells were washed three times with DPBS containing 1% FBS, and then were incubated for 15, 30, or 60 min at 37 °C as indicated with either IL-2 (1000 IU/ml), IL-7 (100 ng/ml), IL-18 (10 ng/ml), or anti-NKp46 antibody (5 μg/ml). Cells were directly fixed with BD Phosflow™ Perm Buffer I (BD Biosciences, Cat# 557870), followed by permeabilization using a BD Cytofix/Cytoperm™ Fixation/Permeabilization Kit according to the manufacturer’s instructions. They were then stained with p-STAT3 (BV421-conjugated anti-p-STAT3, BioLegend, Cat# 651010, Clone: 13A3-1), p-STAT5 (PE-conjugated anti-p-STAT5, Cell Signaling Technology, Cat# 14603, Clone: D47E7), or p-P65 (PE-conjugated anti-p-P65, Cell Signaling Technology, Cat# 653004, Clone: 14G10A21) antibodies in flow cytometry buffer. All cytokines were from Peprotech or the National Institutes of Health. All analyses were performed on a Fortessa X-20 flow cytometer (BD Biosciences), and sorting was performed using a BD FACSAria^TM^ Fusion.

### In vitro stimulation experiments

Flat-bottom plates were coated with 5 μg/ml isotype (Thermo Fisher, Cat # 16-4321-82, Clone: eBR2a) or 5 μg/ml anti-NKp46 antibody (Thermo Fisher, Cat# 16-3351-81, Clone: 29A1.4) in DPBS for three hours at 37 °C or overnight at 4 °C. The plates were washed twice with DPBS plus 1% FBS. FACS-sorted mouse ILC1s or NK cells were resuspended in RPMI 1640 plus 10% FBS for the indicated time. The stimulation was performed similarly to the human NK cell experiments.

### ILC1 and NK cell expansion in vitro

Mouse ILC1s or NK cells were sorted from the liver of mice, and then were cultured in RPMI 1640 with 10% FBS, penicillin (100 U/ml), streptomycin (100 mg/ml), IL−2 (1000 IU/ml), and/or IL-7 (100 ng/ml) for indicated times at 37 °C. The cells were counted using a hemacytometer. A trypan blue solution (Thermo Fisher, Cat# 15250061) was used to exclude dead cells.

### In vivo labeling of mouse cells with BrdU

A 10 mg/ml solution of bromodeoxyuridine (BrdU) in sterile 1× DPBS was provided for in vivo use. Six- to eight-week-old male or female *Ncr1*^*+/+*^ or *Ncr1*^*gfp/gfp*^ mice were intraperitoneally (i.p.) injected with 200 µl of BrdU solution. Sixteen hours later, the mice were euthanized. The ILC1s in the liver of mice were stained with a BrdU antibody (BV510-conjugated anti-BrdU, Cat# 563445, Clone: 3D4). The BrdU^+^ ILC1s were detected using flow cytometry.

### ILC1 transplantation

*Ncr1*^*+/+*^ (GFP-negative) or *Ncr1*^*gfp/gfp*^ (GFP-positive) ILC1s were sorted from the liver of six- to eight-week-old male or female mice, labeled with Cell Trace Violet (CTV; Thermo Fisher, Cat# C34571), mixed at a 1:1 ratio, and then intravenously (i.v.) injected into six- to eight-week-old male or female *Rag*^*–/–*^*γc*^*–/–*^mice. One week later, the mice were euthanized. The ILC1s in the liver of mice were stained with lineage, NK1.1, CD200R (APC-conjugated anti-CD200R, Thermo Fisher Cat# 17-5201-82, Clone: OX110), CD49b, and CD49a antibodies. Lin^**−**^NK1.1^+^CD200R^+^CD49b^**−**^CD49a^+^ were used to identify ILC1s. The GFP^+^ ILC1s and GFP^**−**^ ILC1s were detected using flow cytometry.

### In vitro killing assay

Various numbers of FACS-sorted liver ILC1s or NK cells were cultured at the indicated ratios with 300 C1498-Luc cells. After 24 h, 100 μl of the mixture was transferred to a 96-well white luminometer plate. Next, 10 μl of the substrate (Promega, Cat# E2510) was added, and luminescence relative light unit (RLU) values were immediately determined. The results are reported as percent killing based on luciferase activity in the wells with tumor cells but no ILC1s [% killing = 100 – [(RLU) from well with effector and target cell co-culture)/(RLU from wells with target cells) × 100)]^60^.

### AML model experiment

Six- to eight-week-old male or female *Ncr1*^*+/+*^ or *Ncr1*^*gfp/gfp*^ mice were i.v. injected with 1.0 × 10^6^ C1498-Luc AML cells, followed by i.v. injection of 4.0 × 10^6^ ILC1s or NK cells. Tumor burden was assessed via in vivo bioluminescence measurements using the IVIS Imaging System at the City of Hope Imaging Center. For luciferase detection imaging, 200 μl of 15 mg/ml D-luciferin (Biosynth, Cat# L-8220) in DPBS was injected i.p. before imaging. Three weeks later, the mice were euthanized, and the number of ILC1s and NK cells, the production of IFN-γ and TNF in the bone marrow, spleen, and liver of ILC1s and NK cells, the proliferation marker Ki67, and the apoptosis marker caspase 3, were analyzed by flow cytometry. Mouse survival was monitored every day.

### RNA sequencing (RNA-seq)

*Ncr1*^*+/+*^ or *Ncr1*^*gfp/gfp*^ ILC1s were sorted from the liver of six- to eight-week-old male or female mice using BD FACSAria^TM^ Fusion. Total RNA was isolated from ILC1s using a miRNeasy Mini Kit (QIAGEN). PolyA RNA-seq was performed in the Integrative Genomics Core of the City of Hope National Medical Center. A SMART-Seq® Ultra Low Input RNA Kit for Sequencing–v4 (Takara Bio) was used to obtain double-stranded cDNA from each sample, with a total input of 2 ng RNA. The resulting cDNA was sheared using a Covaris LE220 sonicator. The sheared DNA was used to prepare a sequencing library, using a KAPA HyperPrep Kit. The final libraries were quantified using the Qubit Assay Kit (Thermo Fisher Scientific) and Bioanalyzer (Agilent). Sequencing was performed using the single-read mode of 51 cycles of read 1 and 7 cycles of the index read with V4 reagents on a Hiseq 2500 system (Illumina). Real-time analysis (RTA) 2.2.38 software was used for image analysis and base calling. RNA-seq reads were trimmed to remove sequencing adapters, using Trimmomatic and polyA tails and using Fast Analysis of Sequencing Tab Princlip (FASTP)^61^. The processed reads were mapped back to the mouse genome (mm10), using STAR software (v. 020201)^62^. The HTSeq software (v.0.6.0) was used to generate the count matrix, with default parameters^63^. Differential expression analysis was conducted by adjusting read counts to normalized expression values, using the trimmed mean of M values (TMM) normalization method in R^64^. Briefly, for cell-type comparison, general linear models were applied to identify differentially expressed genes (DEGs) between two specific cell types, using TMM normalization expression level as the dependent variable and cell type as the independent variable. Genes with a Franklin Delano Roosevelt (FDR) adjusted *P* value < 0.05 and a fold change (FC) > 1.5 or < 0.7 were considered significant up- or down-regulated genes, respectively. Pathway analysis was conducted with the gene set enrichment analysis (GSEA) Preranked algorithm, using the GSEA Desktop program in Java^65,66^. For gene set enrichment analysis, we used a knowledge-based approach for interpreting the genome that required a ranked list of whole genes according to their log2 fold change and *p* values.

### Statistical analysis

For continuous endpoints, we used Student’s *t*-test or paired *t-*test to compare two independent or paired conditions, and one-way or two-way ANOVA models to compare three or more independent conditions. For repeated measures (e.g., measures over time or matched groups), linear mixed models were used to account for the variance and covariance structure. For mouse survival data, the Kaplan–Meier method and log-rank test were used to estimate survival functions and to compare different groups. *P* values were adjusted for multiple comparisons by Holm’s procedure when necessary. A *P* value of 0.05 or less is considered statistically significant. No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported in previous publications^47^. No data were excluded from the analyses. Experimenters were blinded to observe the survival of mice. Otherwise, blinding was not performed, such as during in vitro experiments, where experimenters were required to know the conditions of each well. Data distribution was assumed to be normal, but this was not formally tested. Sequencing reads were trimmed from sequencing adapters using Trimmomatic^67^ and polyA tails using FASTP^61^, and then mapped back to the mouse genome (mm10) using STAR (v. 020201)^62^. The gene-level count table was created by a high-throughput sequence (HTSeq v.0.6.0)^63^ and normalized by the trimmed mean of M values (TMM)^64^ method. General linear models based on negative binomial distributions (R package “EdgeR”) were used to compare gene expression levels between two specific cell types. Genes with a false discovery rate (FDR)-adjusted *P* value < 0.05 and a fold change (FC) > 1.5 (upregulated) or < 0.7 (downregulated) were considered to be DEG. Pathway and gene set enrichment analyses were performed using the GSEA^65,66^ program, which runs the GSEAPreranked algorithm on a ranked list of genes. Data were presented as means ± s.d. Prism software 9.3.1 (GraphPad, CA, USA) and SAS v.9.4 (SAS Institute. NC, USA) were used to perform statistical analyses.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Source data

Source Data

## Data Availability

Source data are provided with this paper. The RNA-seq data used in this study are accessible in GEO under accession code GSE283199. The remaining data are available within the article, Supplementary Information or Source Data file. Source data are provided with this paper.

# Supplementary material for: NKp46 enhances type 1 innate lymphoid cell proliferation and function and anti-acute myeloid leukemia activity
**Source:** Nat Commun. 2025 Jan 24;16:989. doi: 10.1038/s41467-025-55923-w
**Supplement:** Supplementary file 1 — Supplementary Information

**a**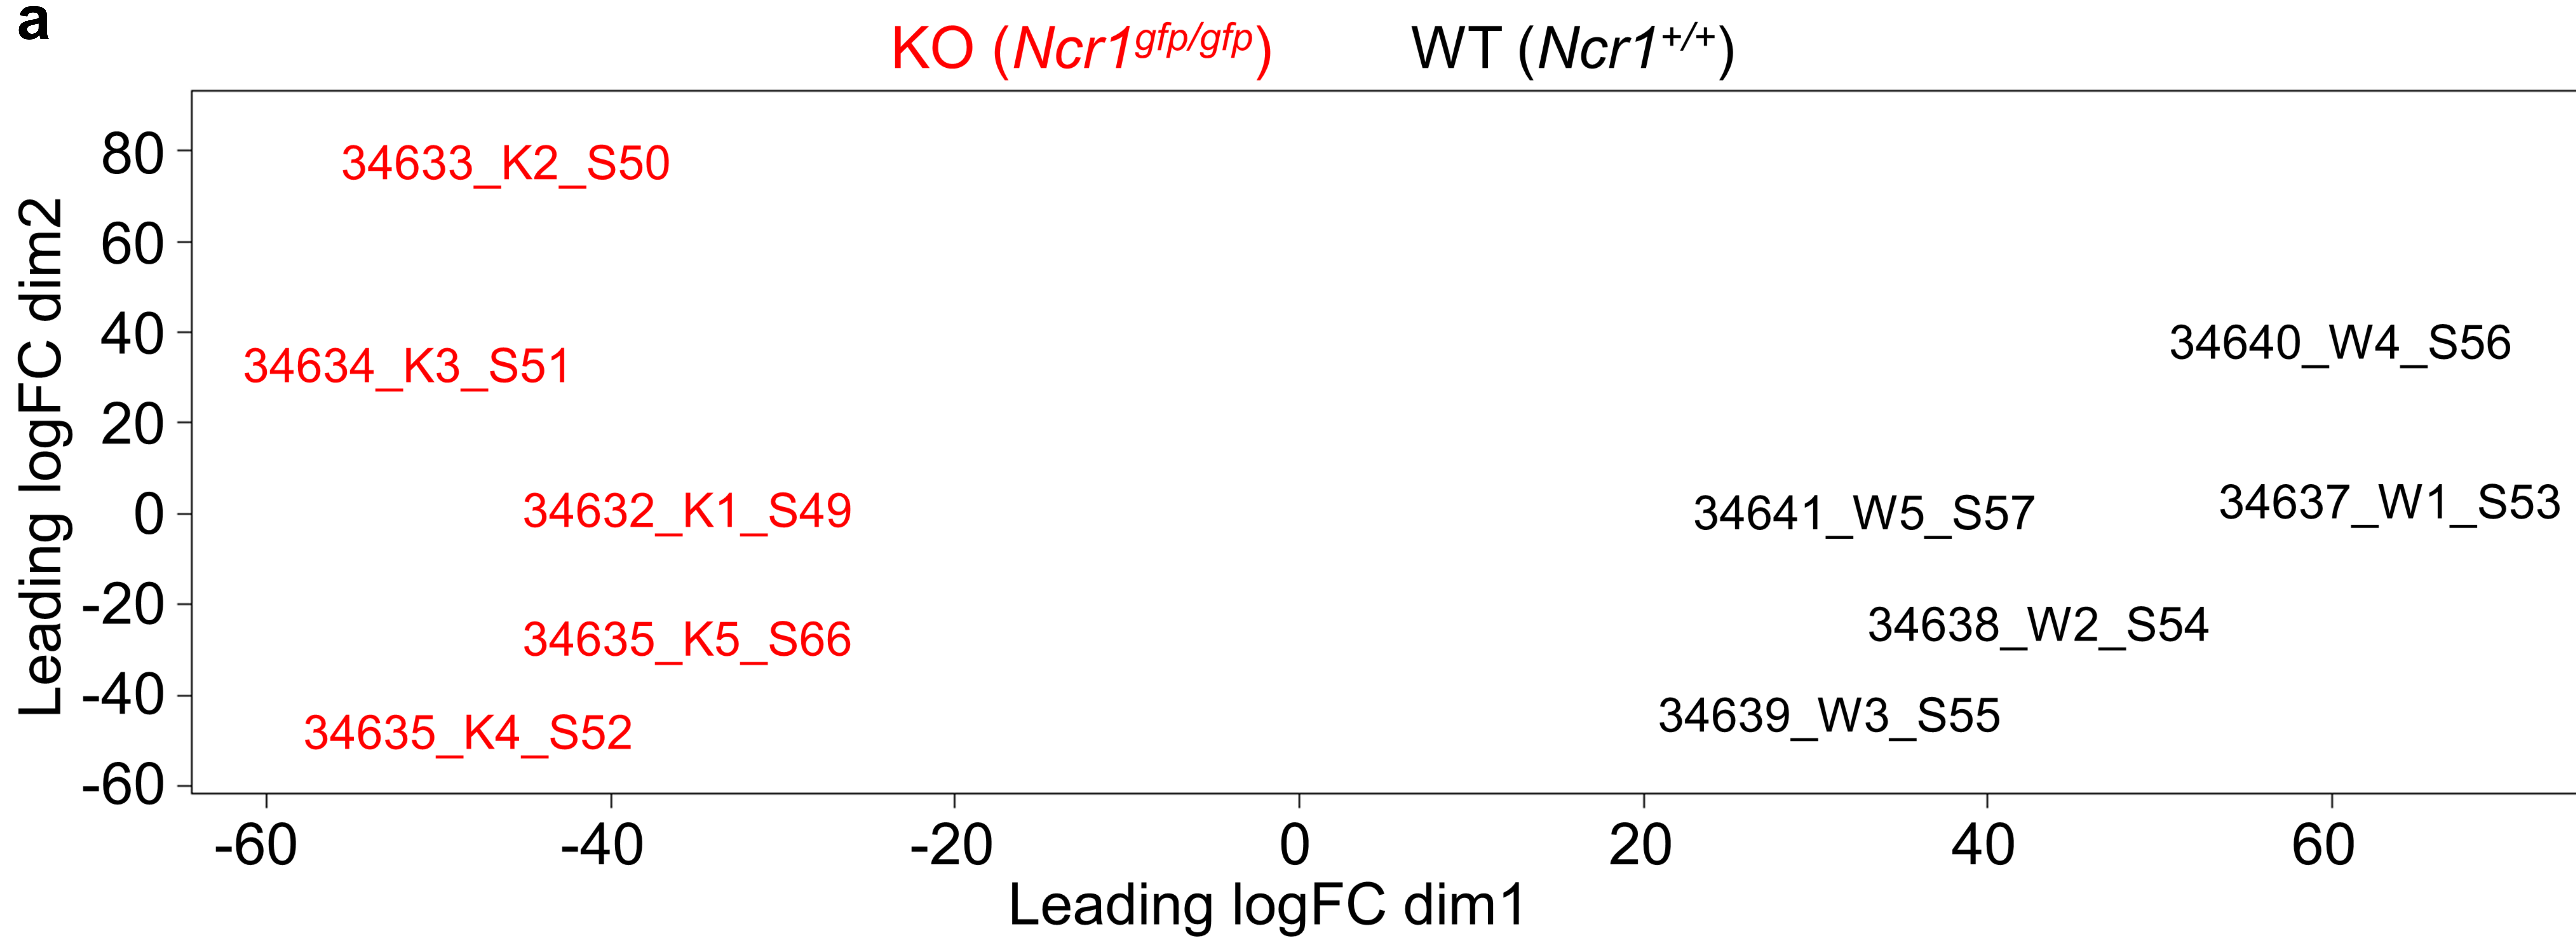**b**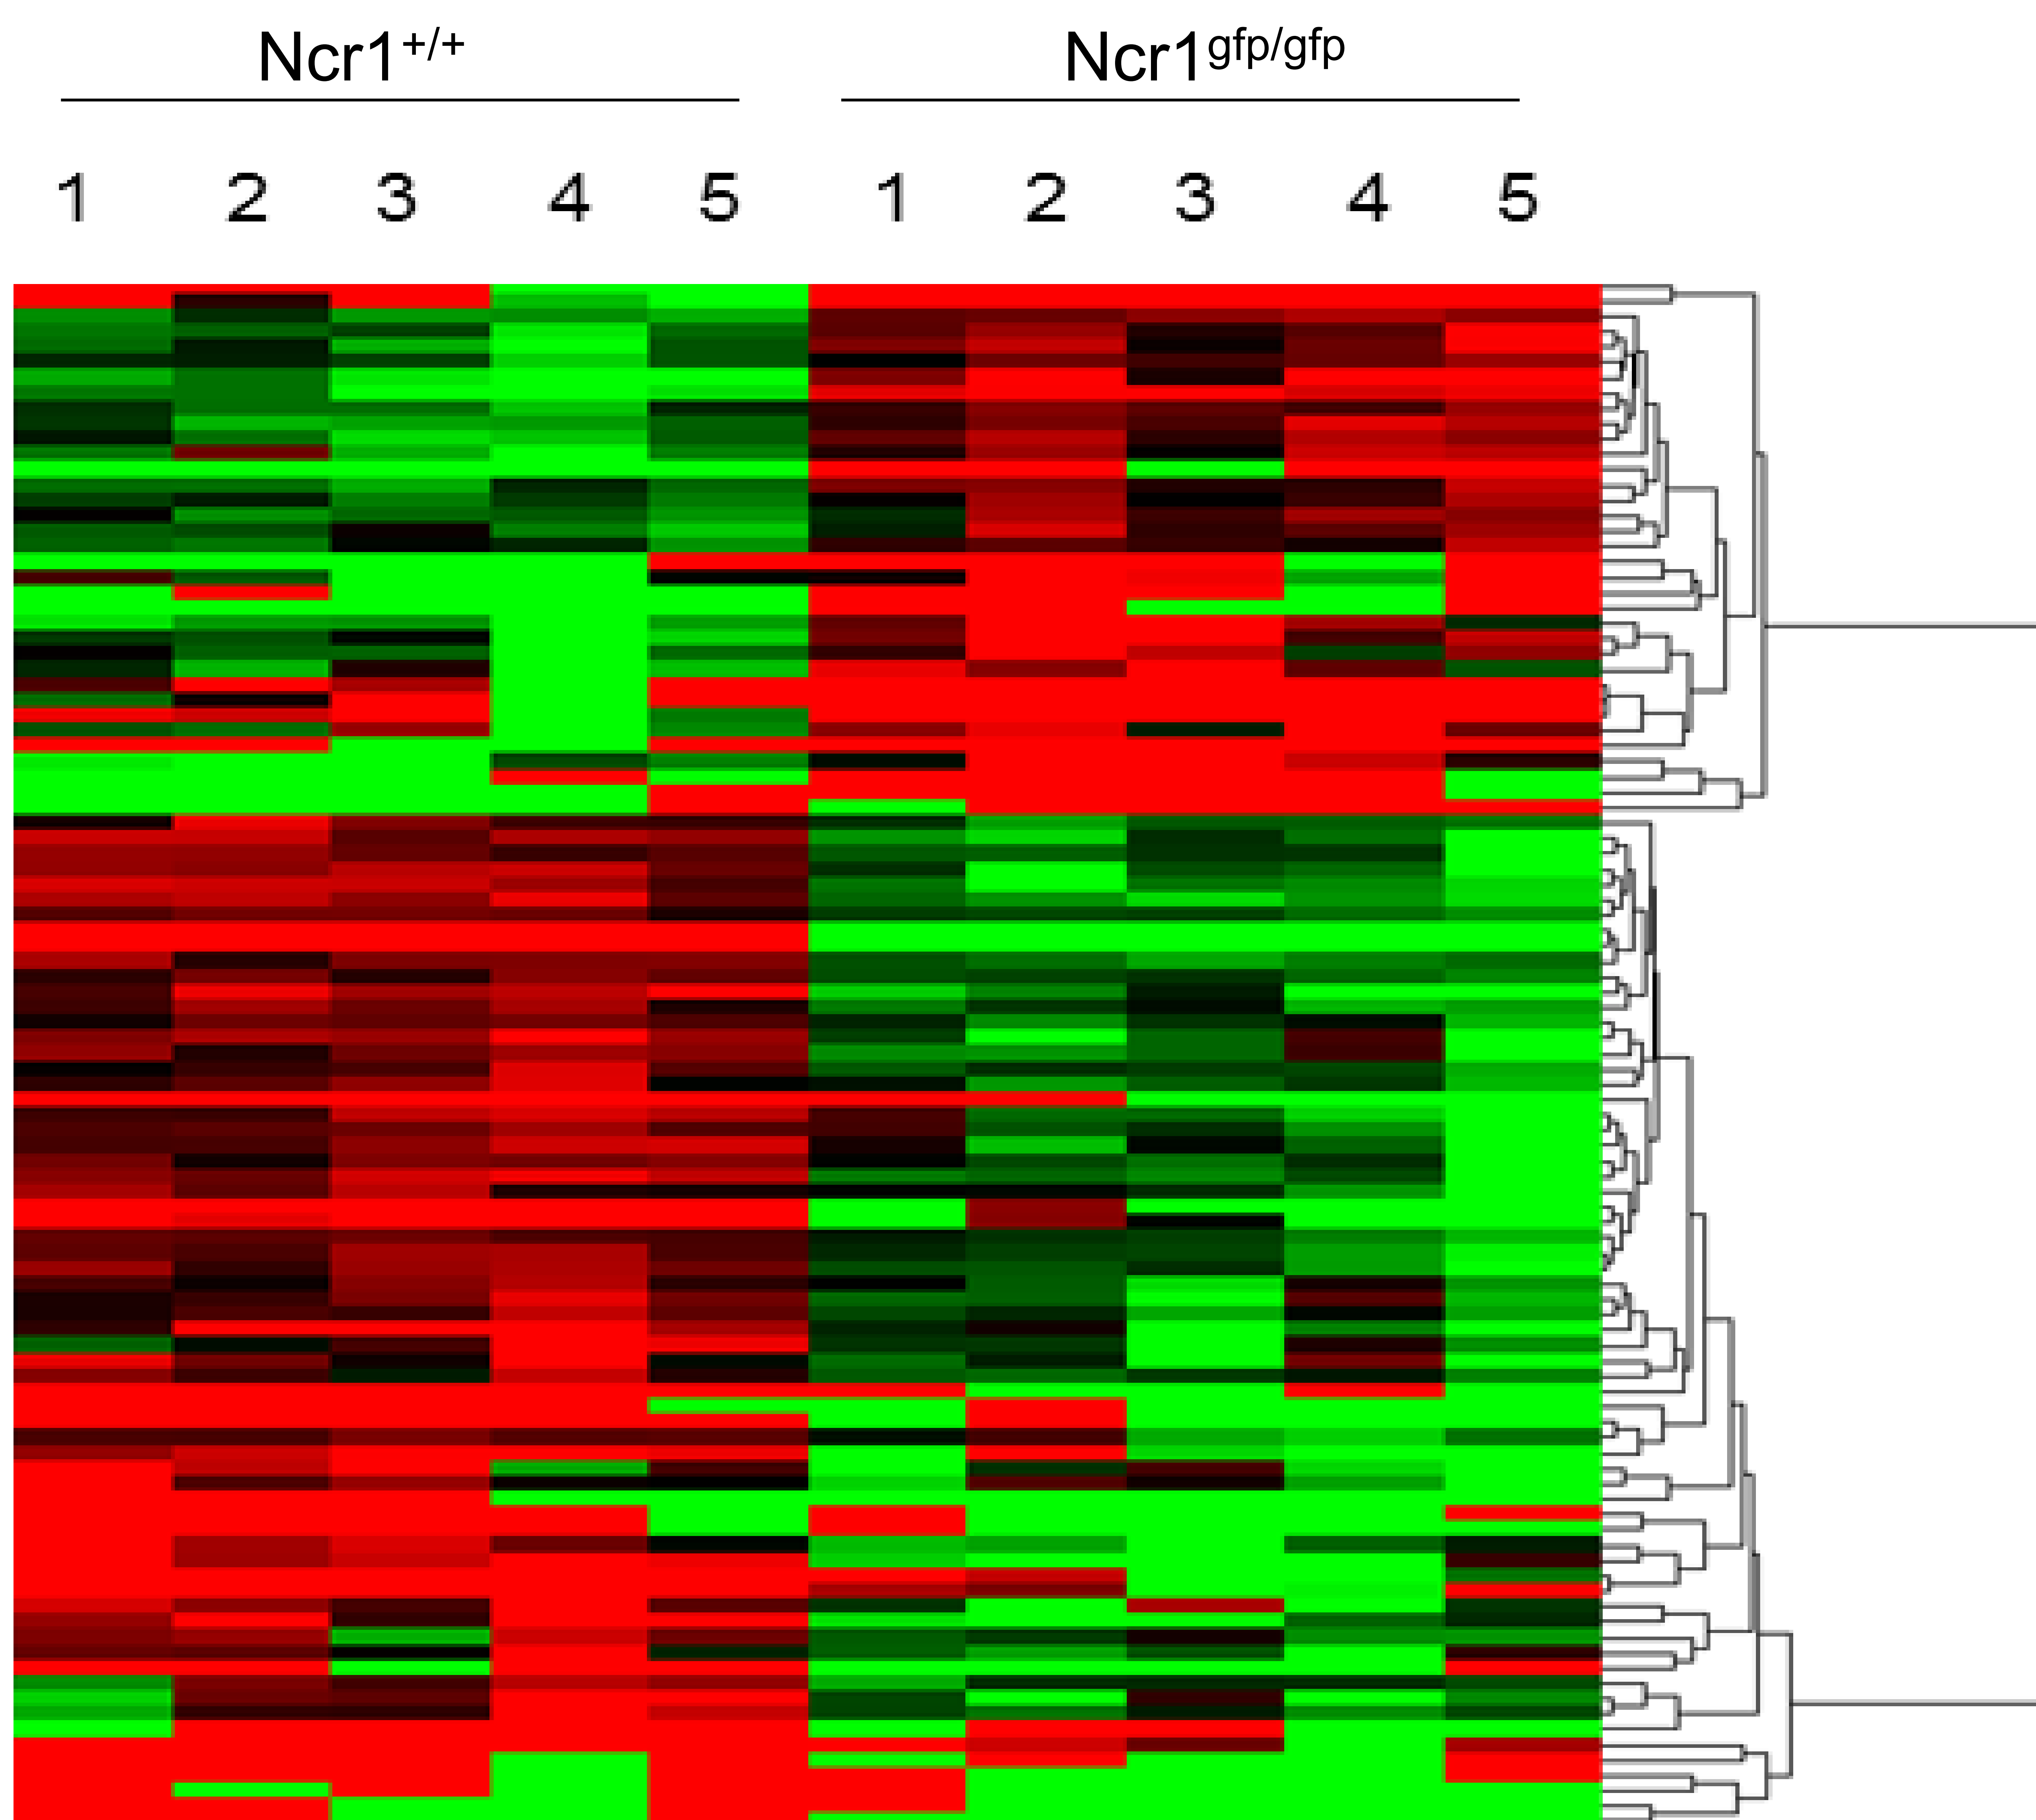

**Supplementary Fig. 1 RNA-seq identifies upregulated and downregulated genes in *Ncr1*<sup>+/+</sup> ILC1s and *Ncr1*<sup>gfp/gfp</sup> ILC1s.** *Ncr1*<sup>+/+</sup> ILC1s and *Ncr1*<sup>gfp/gfp</sup> ILC1s were sorted for RNA-Seq using FACS from the liver of *Ncr1*<sup>+/+</sup> and *Ncr1*<sup>gfp/gfp</sup> mice, respectively. (a) The multidimensional scaling plot shows the separation of *Ncr1*<sup>+/+</sup> ILC1s and *Ncr1*<sup>gfp/gfp</sup> ILC1s samples. The names with letters (W for WT and K for knock-out) and numbers are displayed. (b) Heat map showing differential expression of RNA of 101 genes (n = 5). Genes with a false discovery rate (FDR)-adjusted *P*-value < 0.05 and a fold change (FC) > 1.5 or < 0.7 were considered as significant upregulated and downregulated genes, respectively.

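A multidimensional scaling plot places libraries so that their distances follow the typical log2 fold change between them. Computed with edgeR's plotMDS from the 500 genes with the largest differences between each pair of libraries, the first dimension held 20.4% of the variance and the second 18.9%. On the first dimension, the *Ncr1* gfp/gfp libraries lay between -0.90 and -0.21 and the *Ncr1*+/+ libraries between 0.01 and 1.95, without overlap (two-sided exact permutation test, p = 0.00794, the smallest that 5 libraries against 5 allow). *Ncr1*+/+ replicate 1 was at 1.95, while the other *Ncr1*+/+ libraries were all between 0.01 and 0.08. The difference between the genotypes did not pass the exact permutation test when *Ncr1*+/+ replicate 1 (p = 0.103), *Ncr1* gfp/gfp replicate 1 (p = 0.611) or *Ncr1* gfp/gfp replicate 2 (p = 0.0556) was left out.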

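Of the 84 genes called with edgeR's quasi-likelihood test, 73 had CPM values that did not overlap between the 5 *Ncr1* gfp/gfp and the 5 *Ncr1*+/+ libraries. Over all 11463 tested genes, 356 genes, or 3.11%, had no overlap, where chance alone gives 0.794%.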

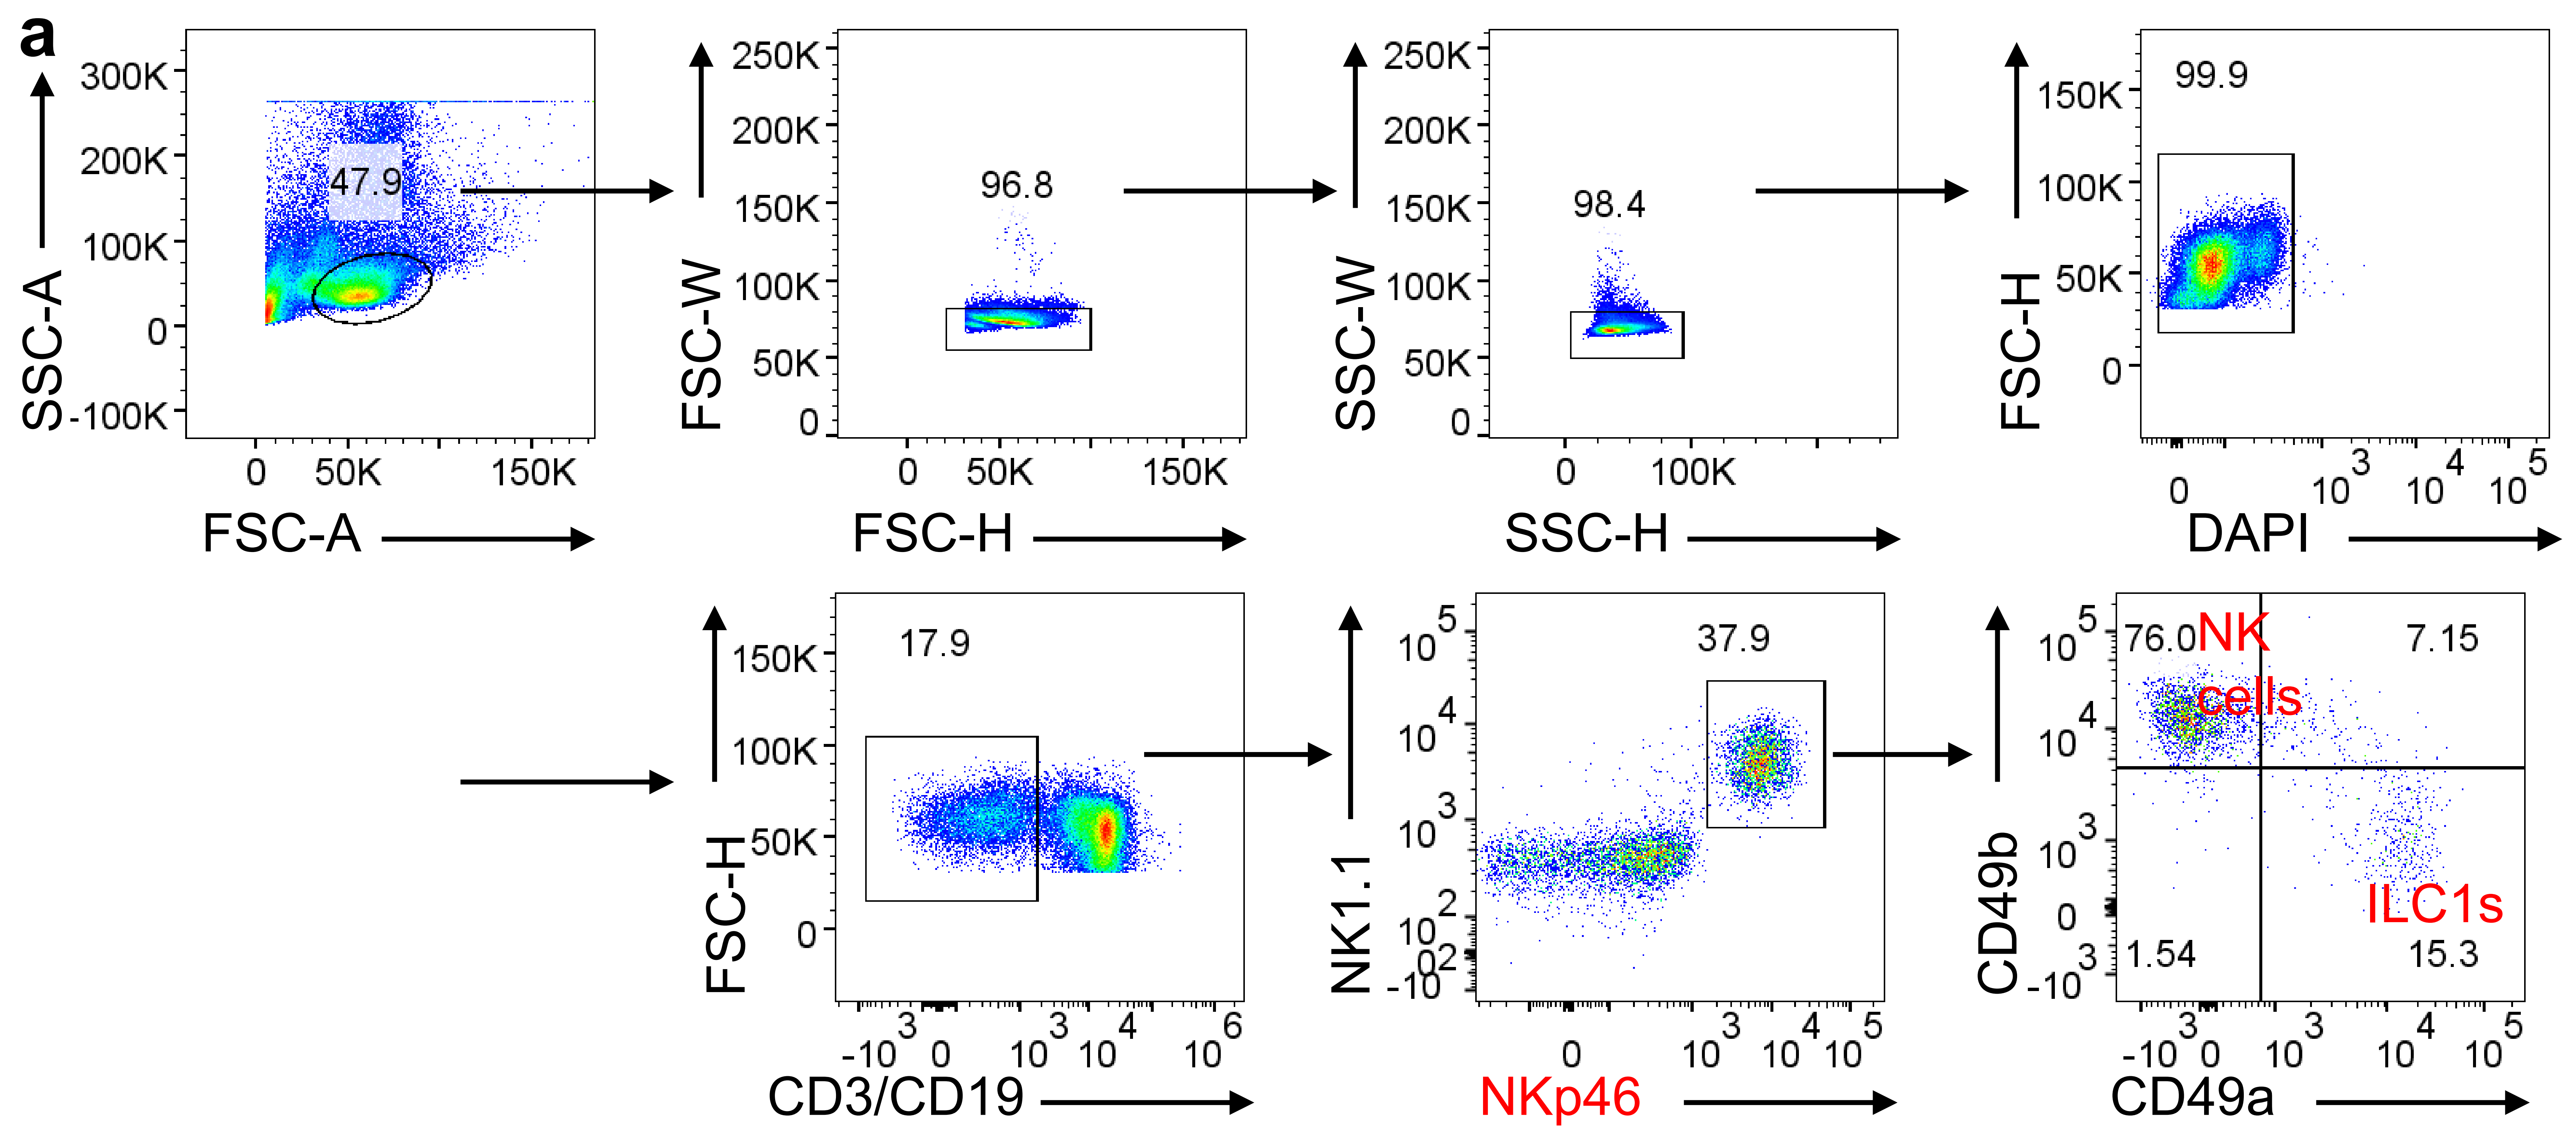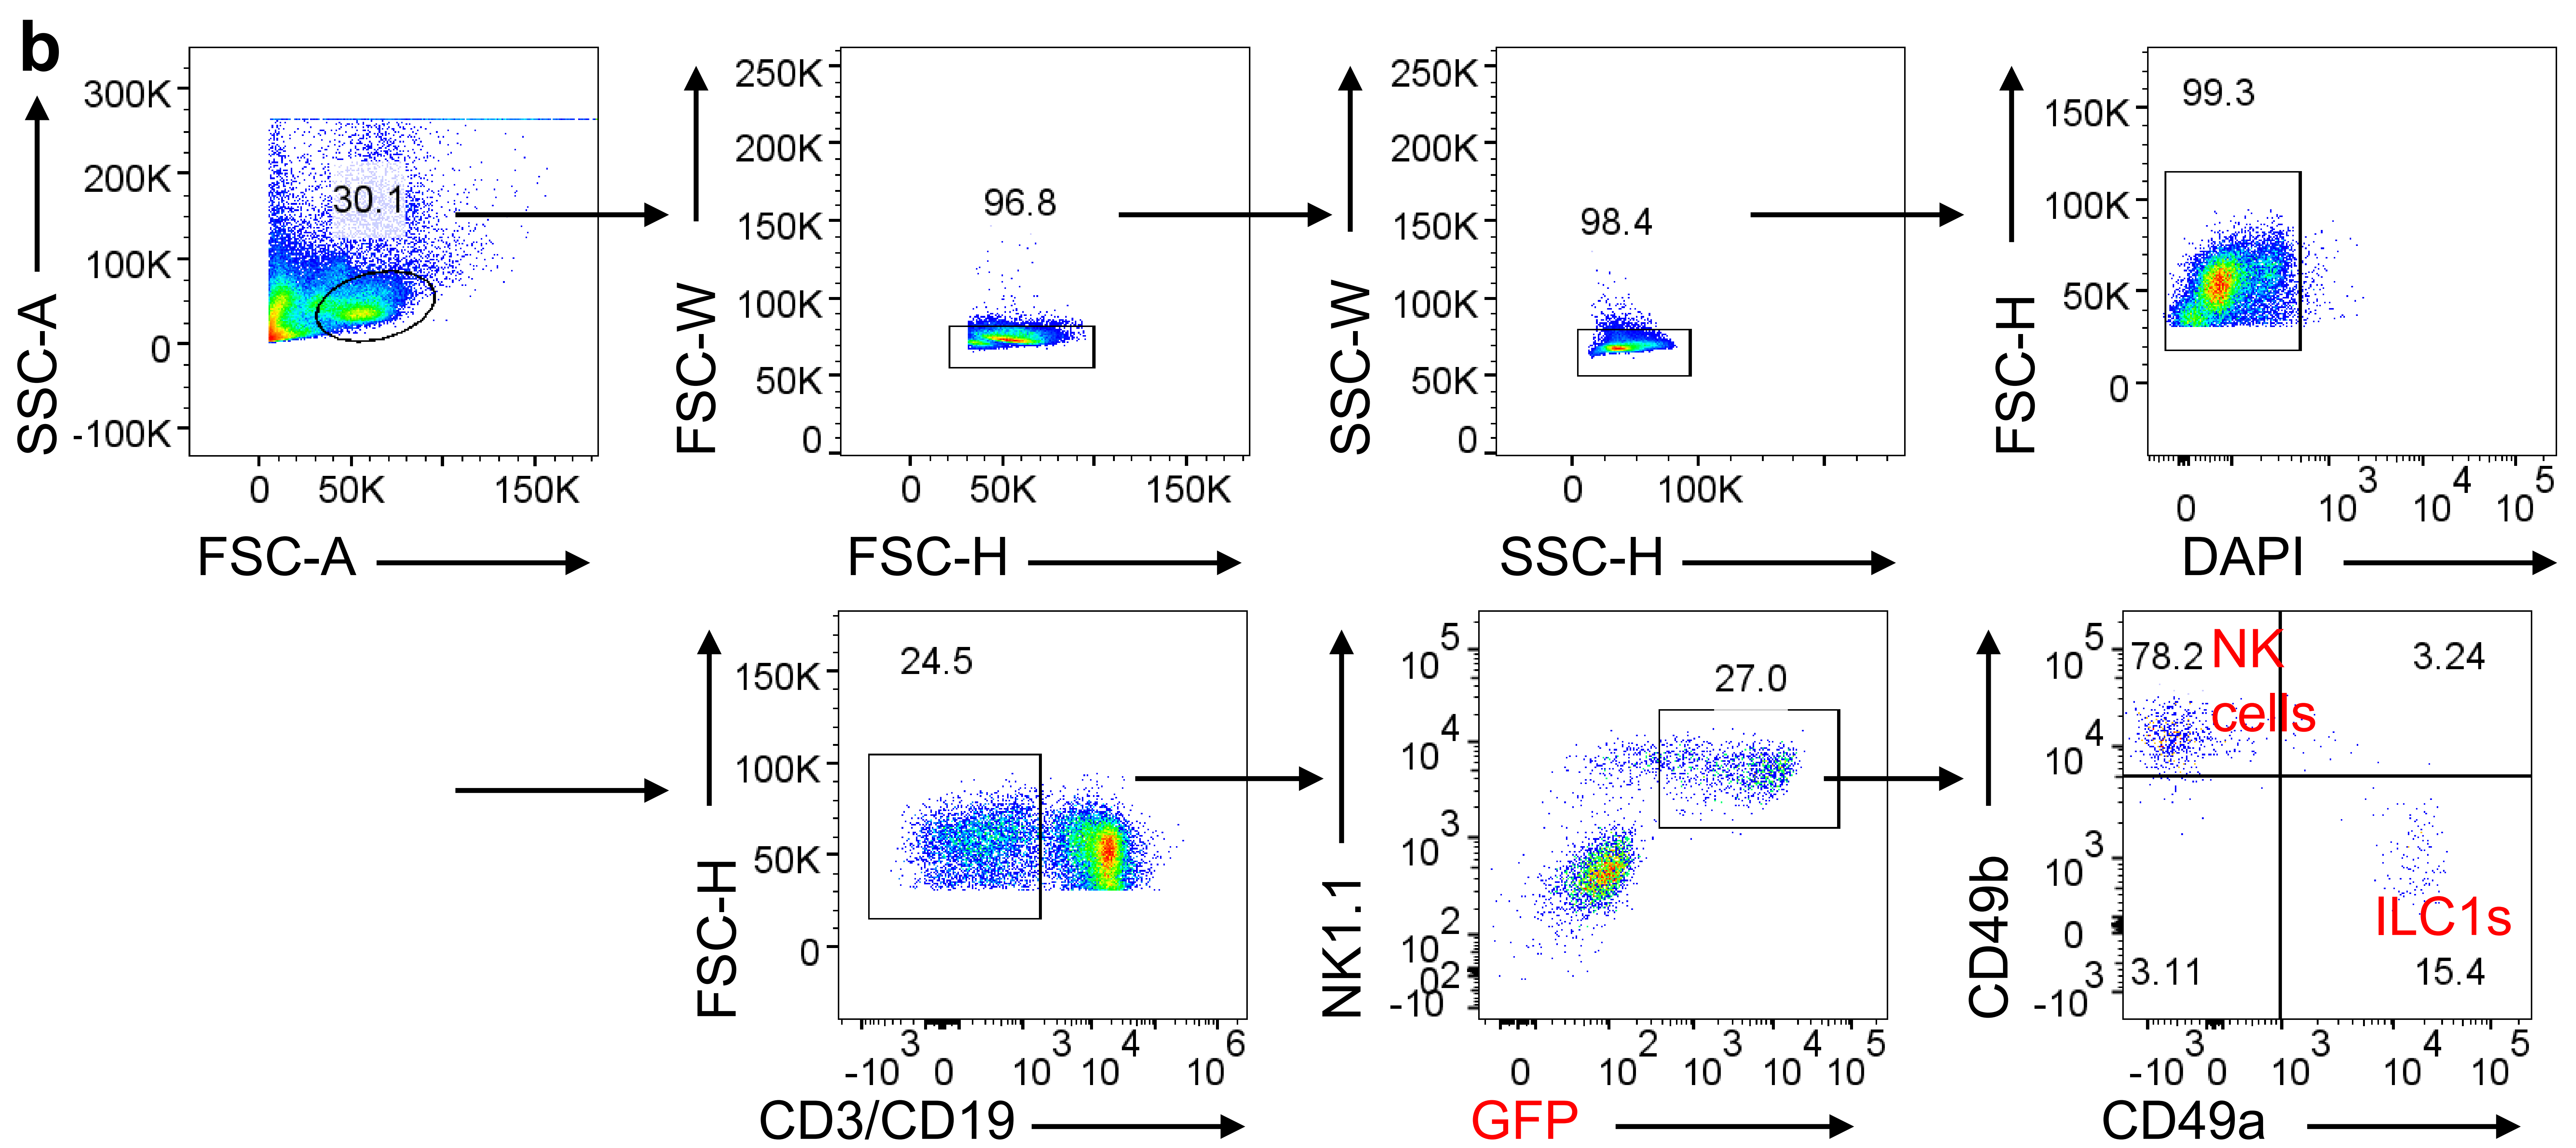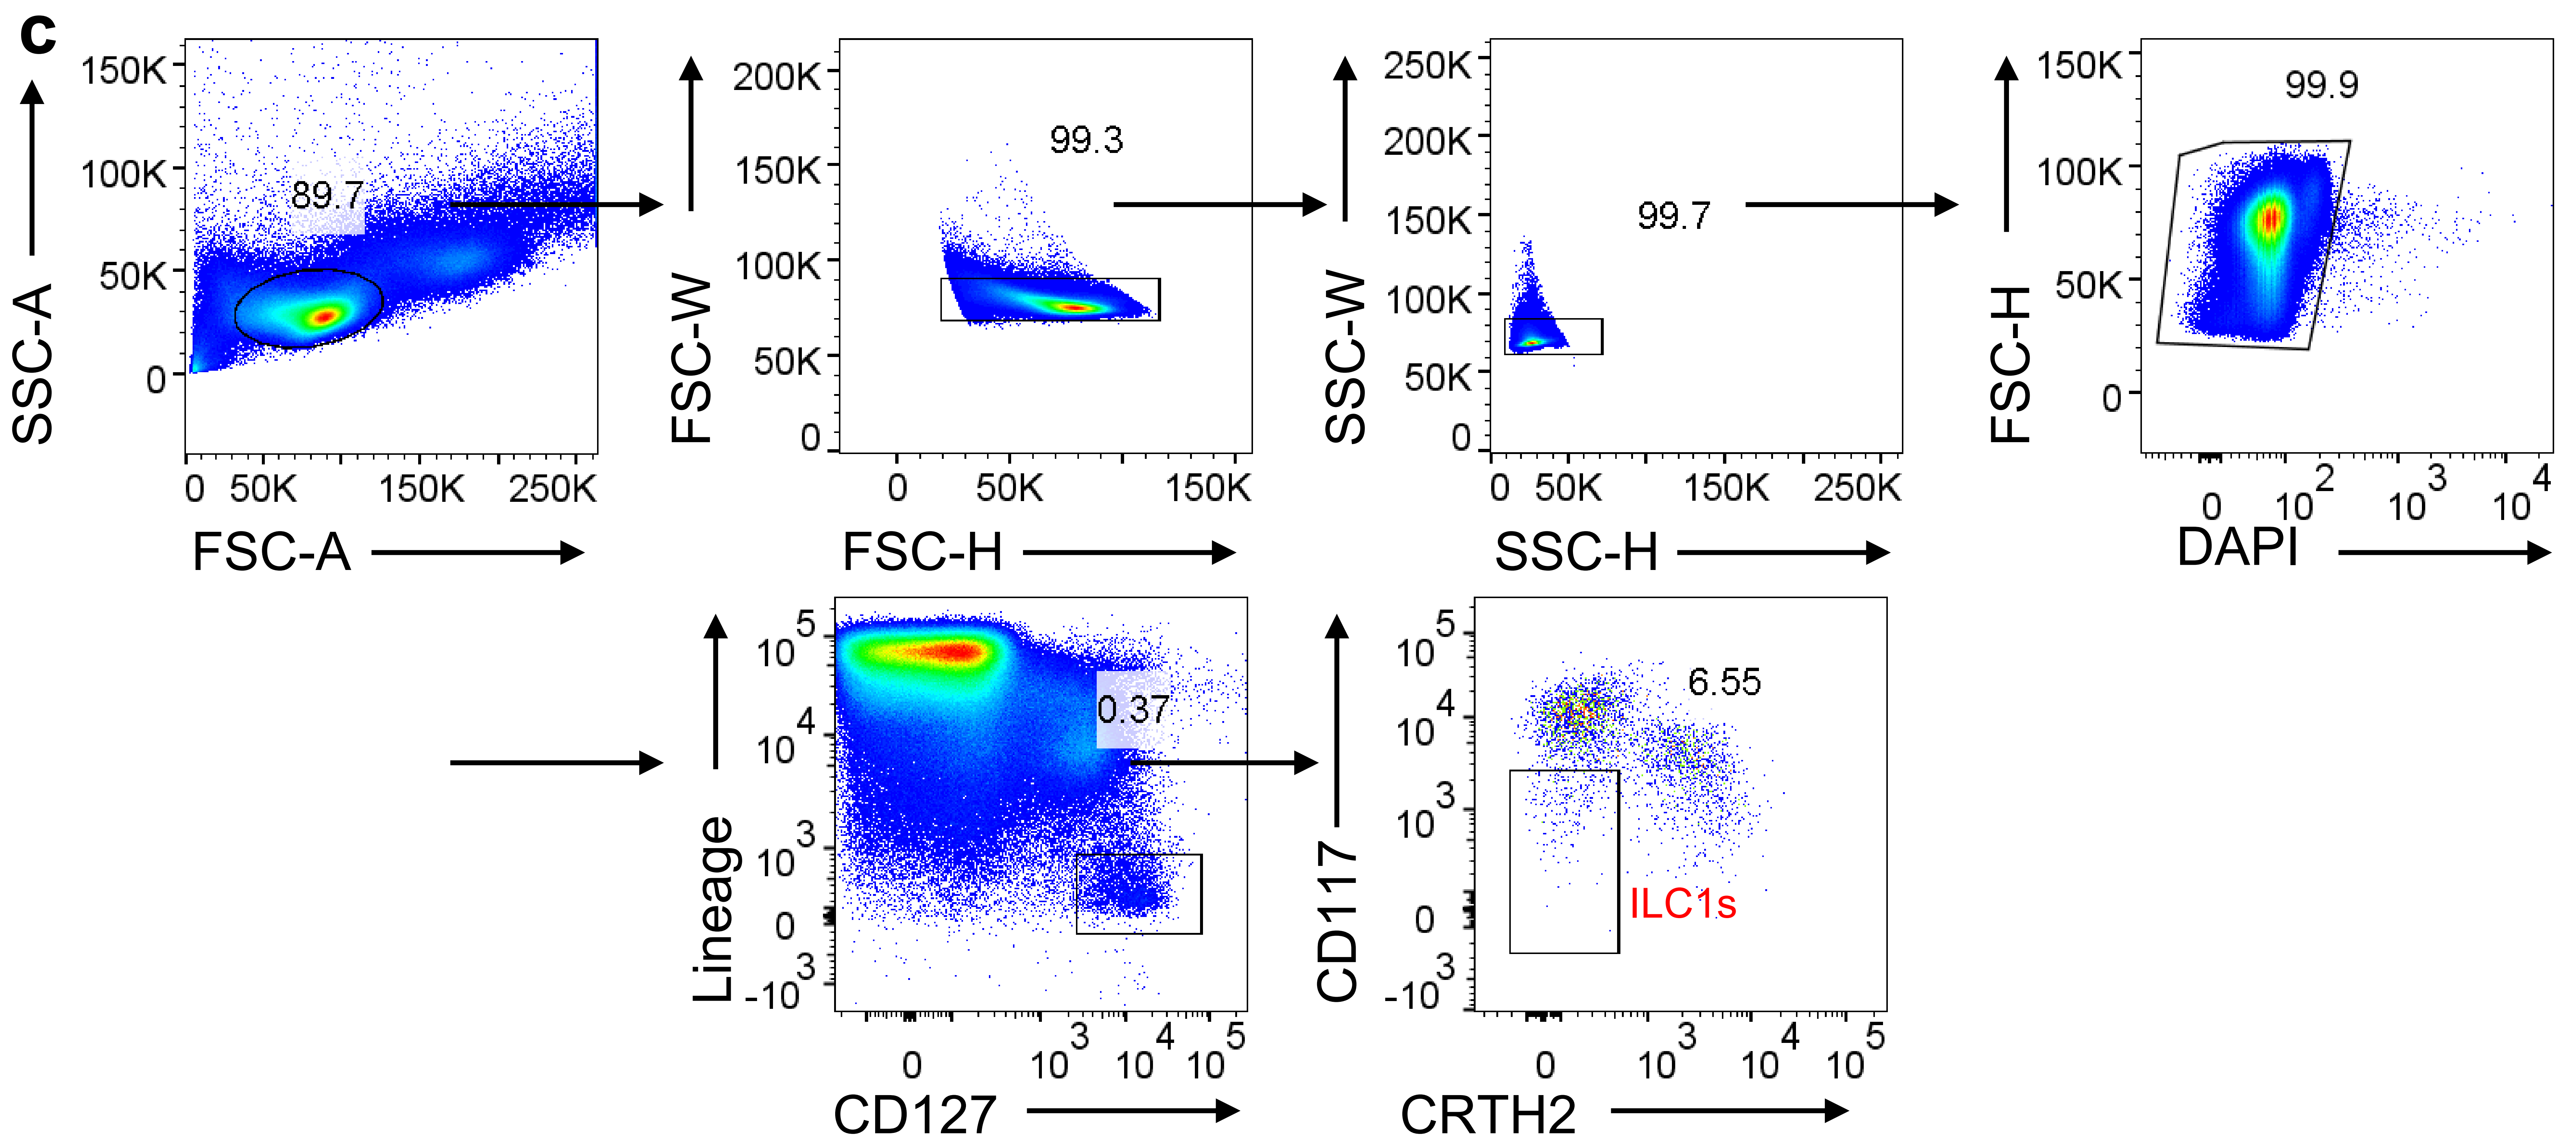

**Supplementary Fig. 2 The gating strategy of ILC1s.** (a) The gating strategy of ILC1s isolated from the liver of *Ncr1*<sup>+/+</sup> mice. (b) The gating strategy of ILC1s isolated from the liver of *Ncr1*<sup>gfp/gfp</sup> mice. (c) The gating strategy of human ILC1s isolated from the peripheral blood mononuclear cells (PBMCs) of healthy donors. The gating panels in (a) and (b) correspond to Fig. 1a–1g, Fig. 2c–2g, Fig. 3a, 3b, 3d, 3e, Fig. 4a–4c, Fig. 5b–5i, Fig. 6b–6g. The gating panel in (c) corresponds to Fig. 7a–7e and Fig. 7i.

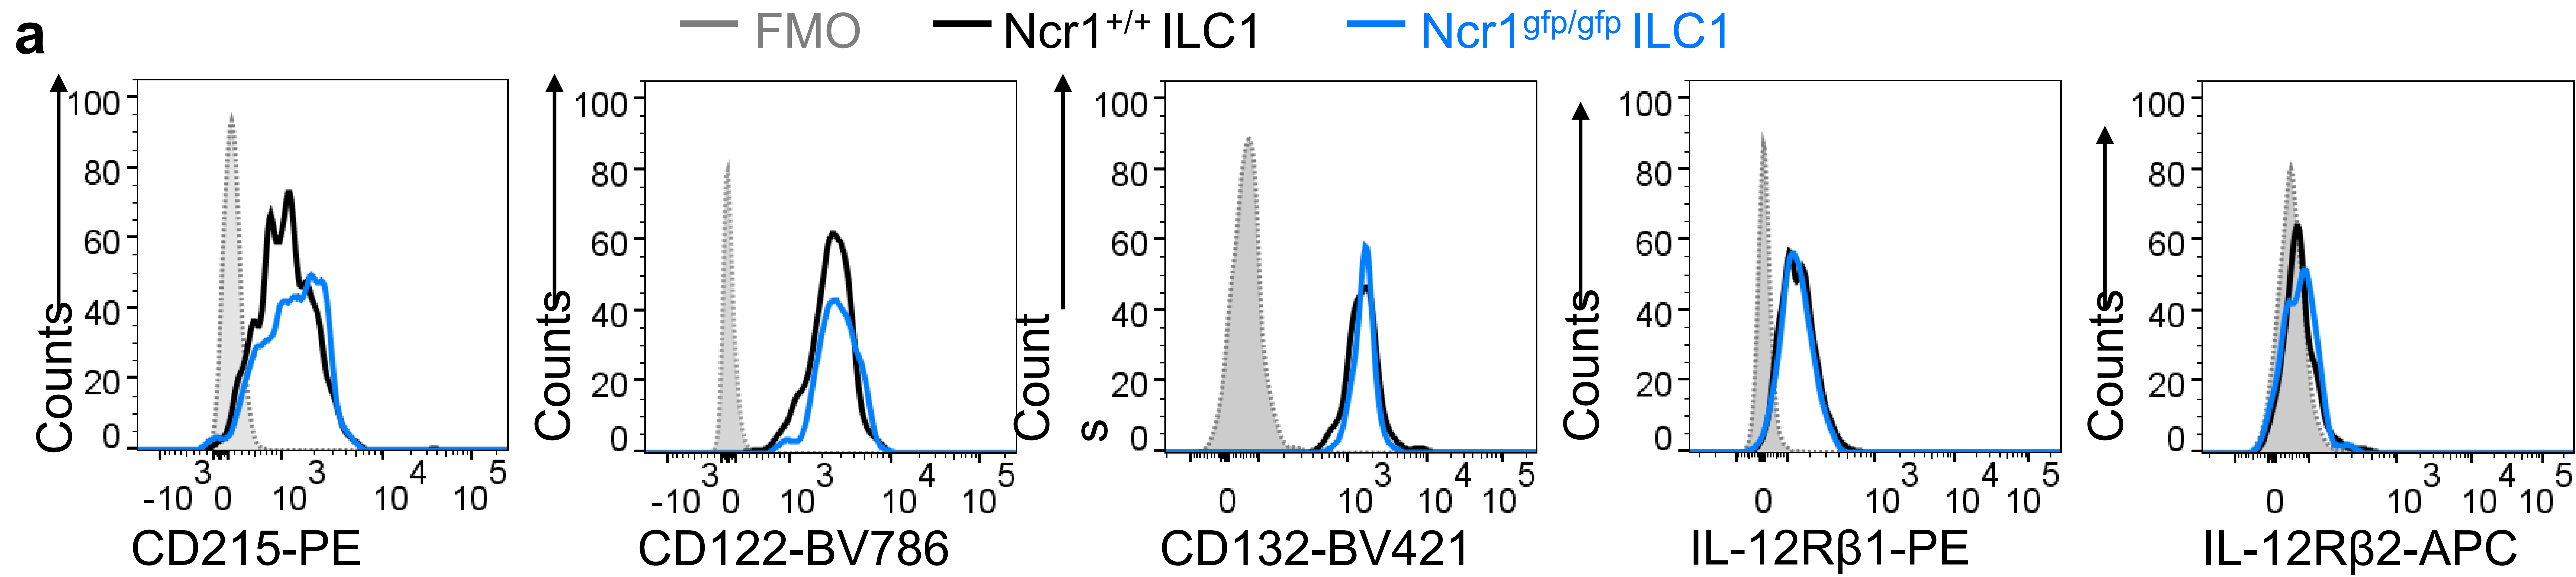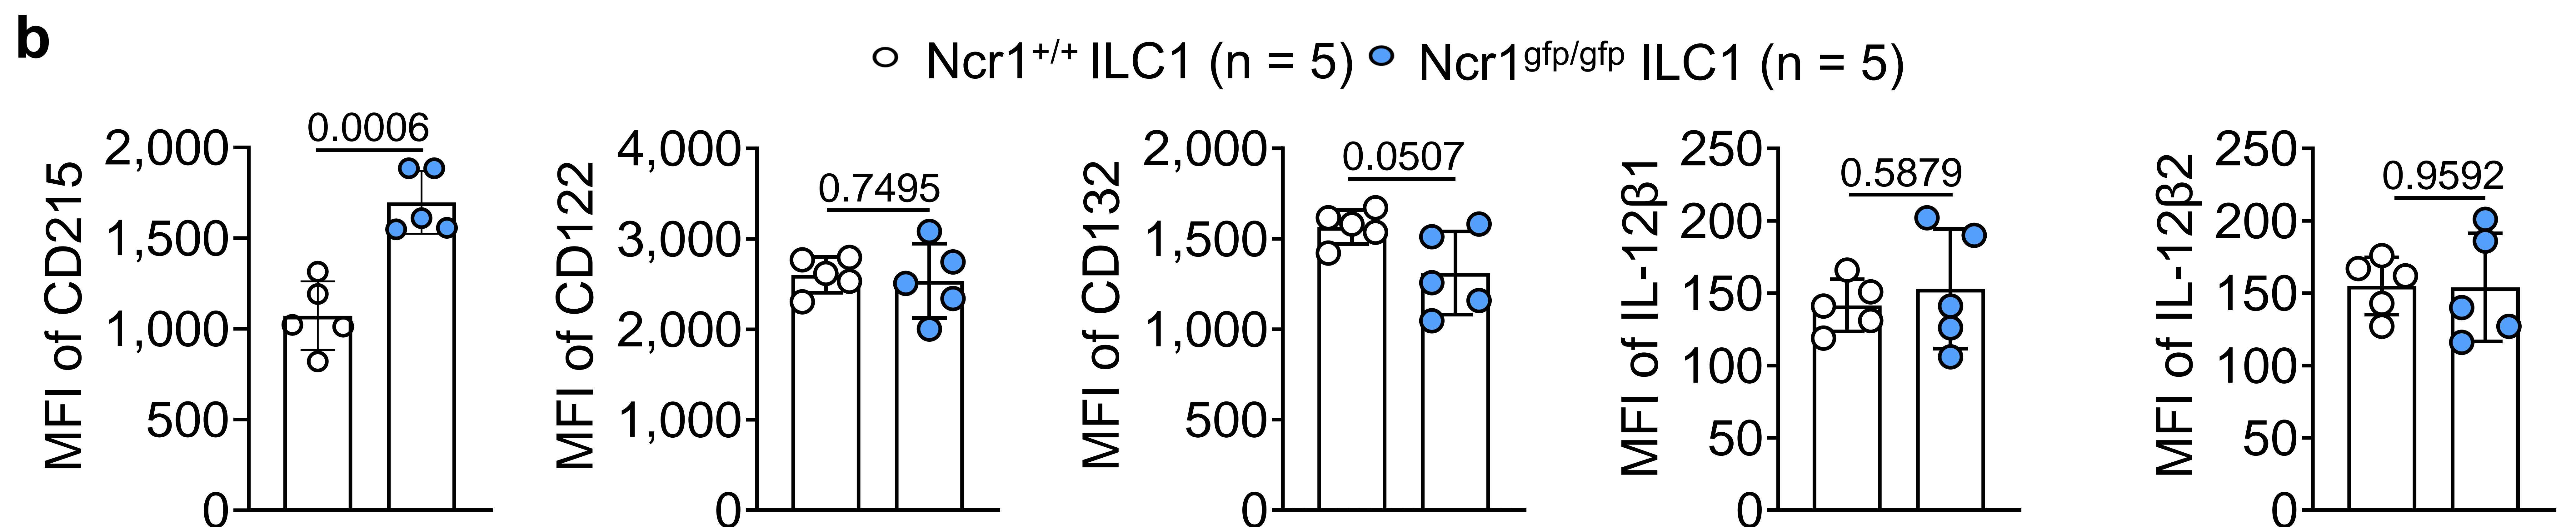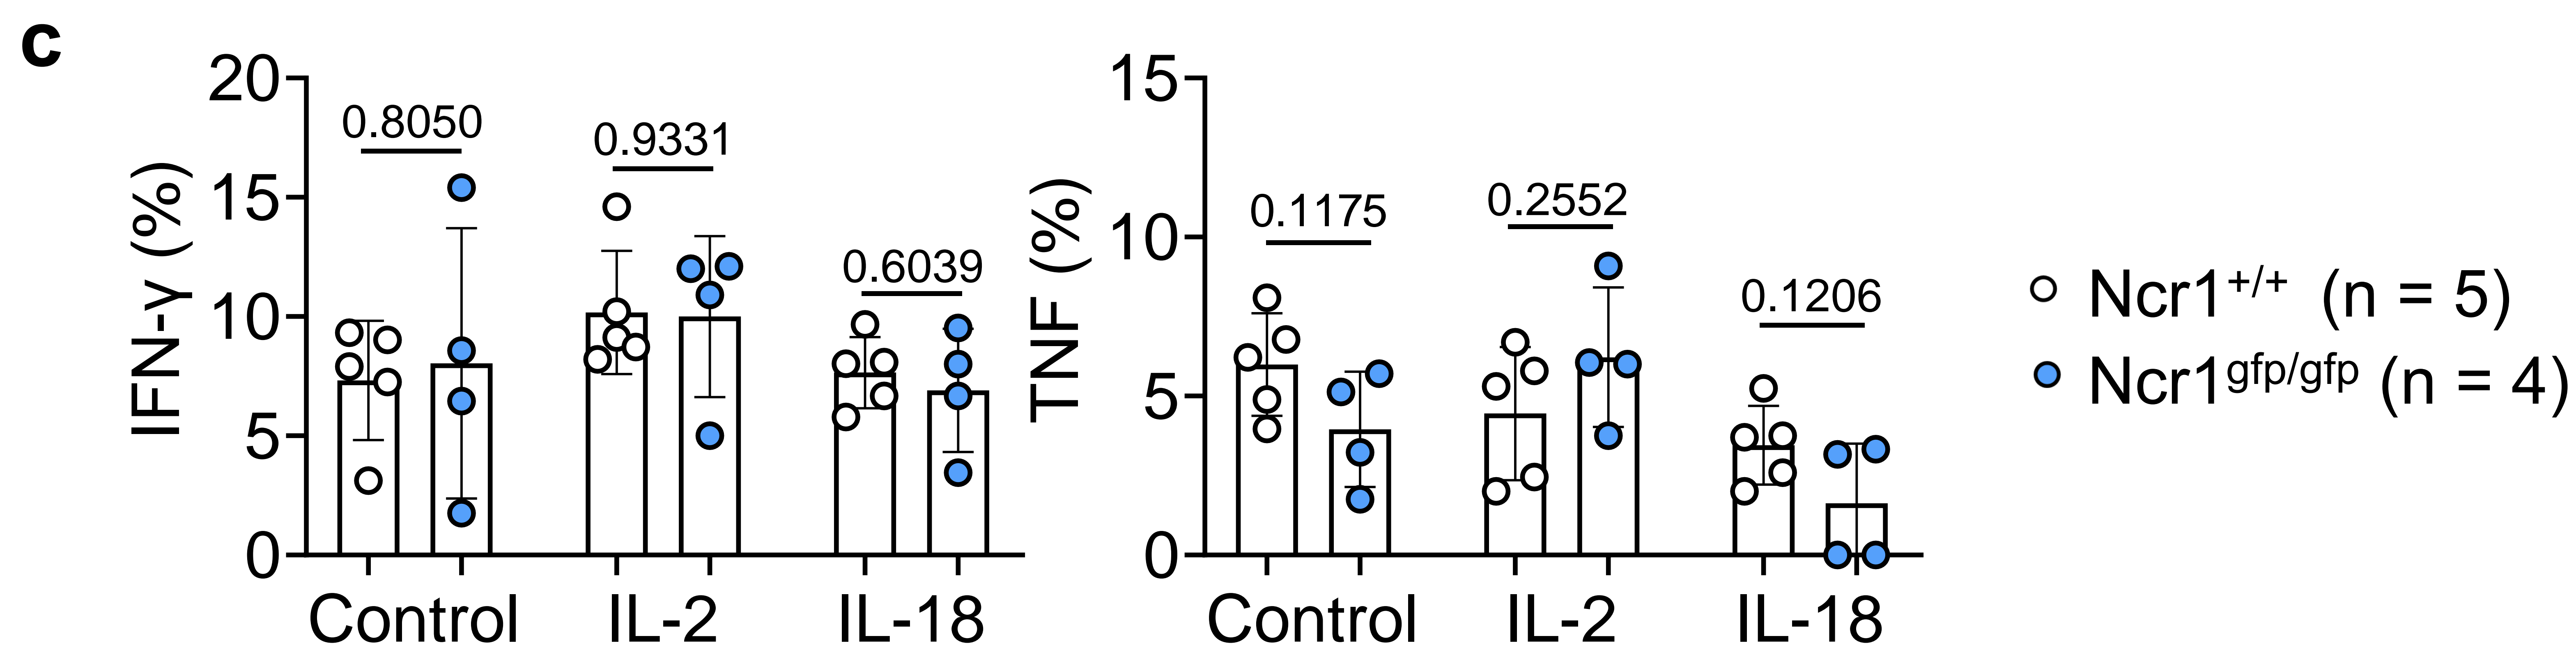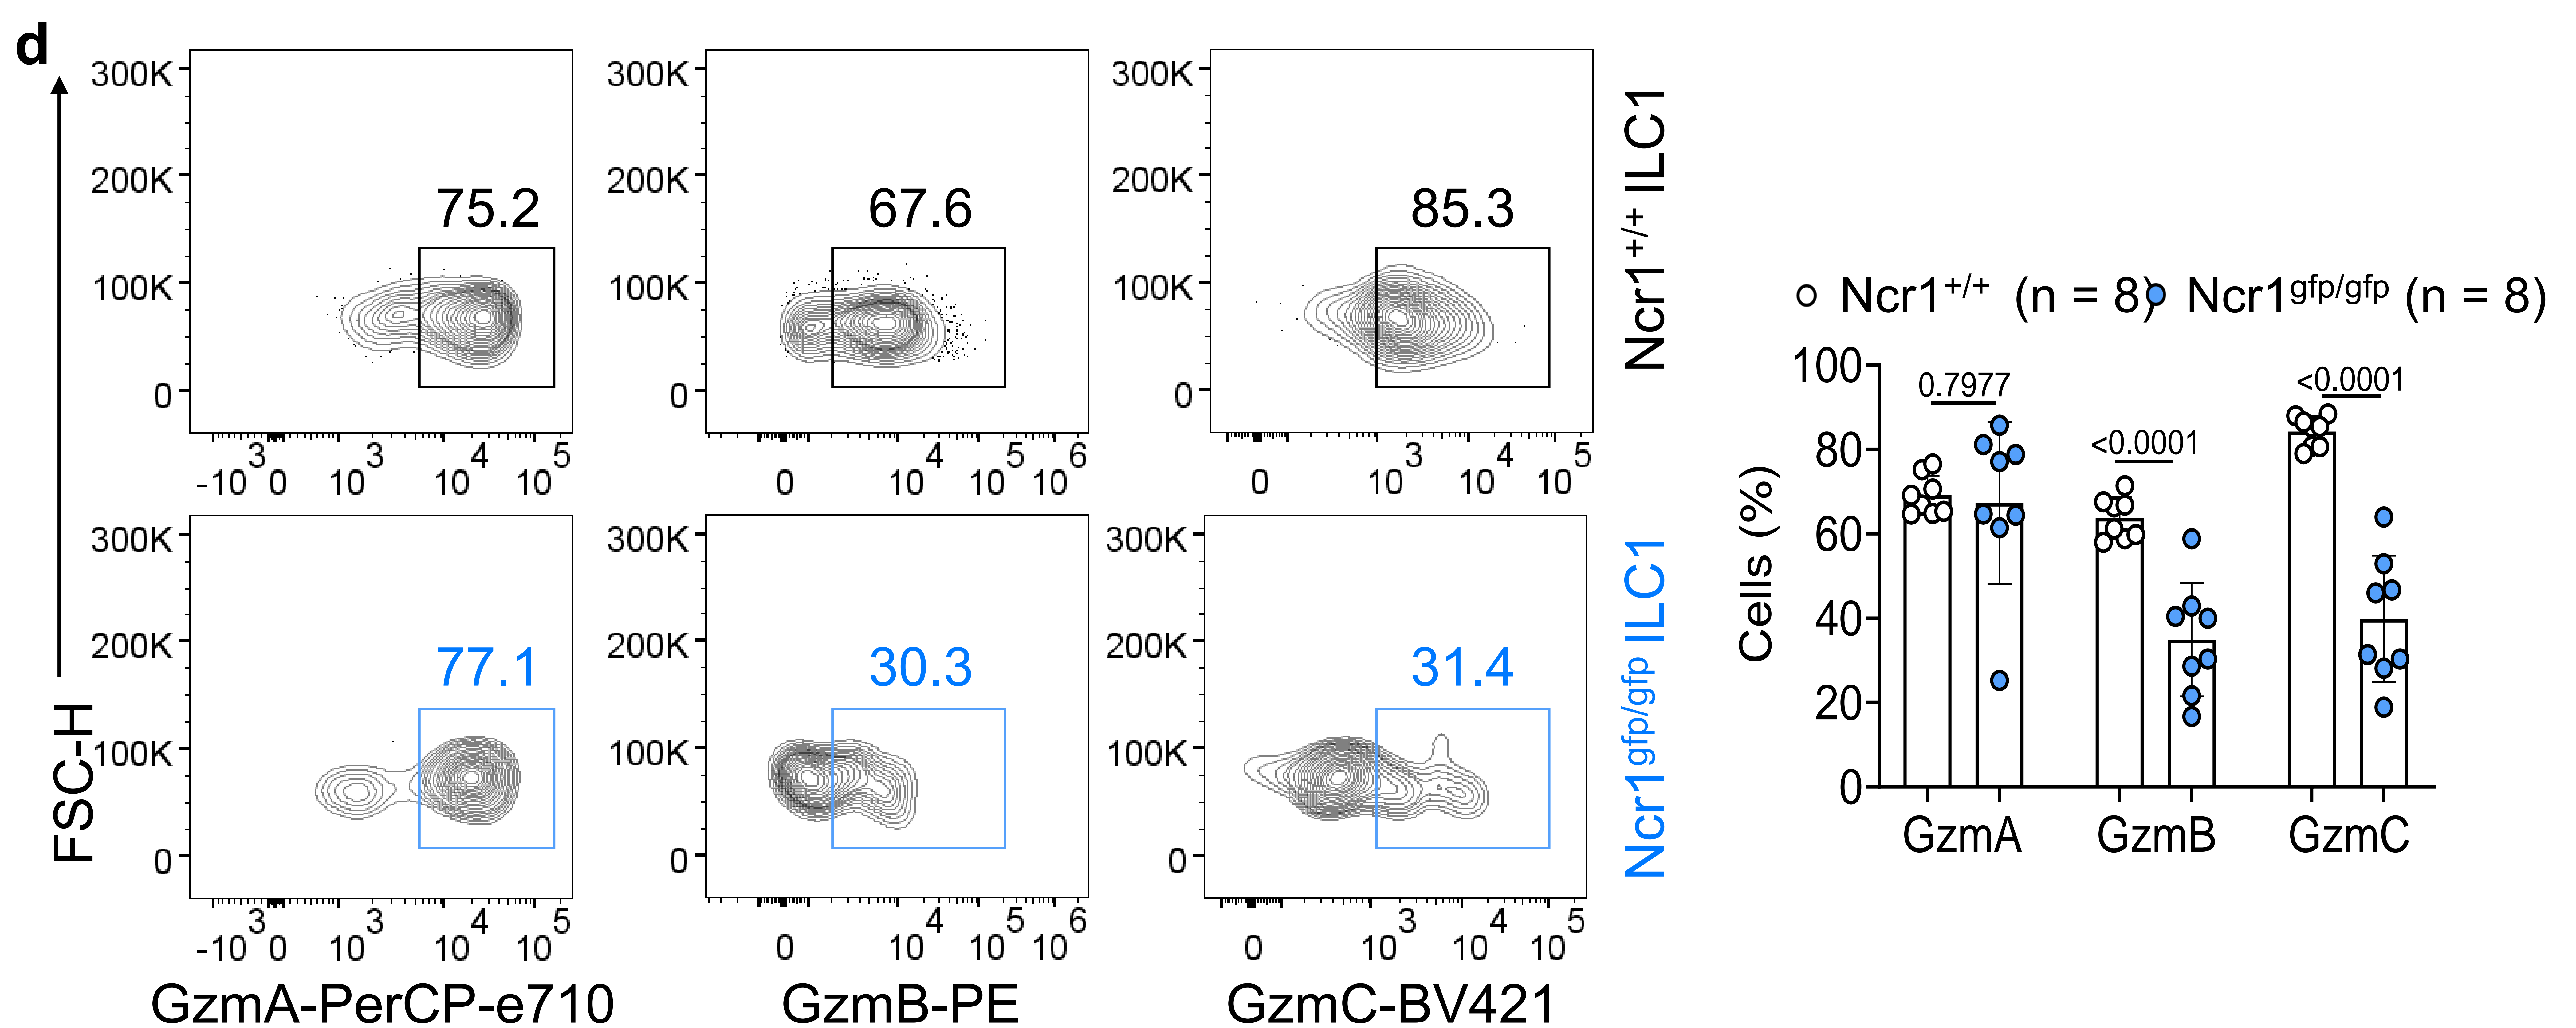

**Supplementary Fig. 3 The expression and function of IL-15 and IL-12 receptors as well as the expression of granzymes in ILC1s.** (a) Representative histograms showing expression of IL-15R $\alpha$  (CD215), CD122, CD132, IL-12R $\beta$ 1, and IL-12R $\beta$ 2 on mouse liver ILC1s. (b) Summary data of (a) (n = 5). (c) *Ncr1*<sup>+/+</sup> ILC1s and *Ncr1*<sup>gfp/gfp</sup> ILC1s isolated from the liver of *Ncr1*<sup>+/+</sup> and *Ncr1*<sup>gfp/gfp</sup> mice, respectively, were cultured with or without IL-2 (1000 IU/ml) or IL-18 (10 ng/ml) for 4 h. Statistics of the IFN- $\gamma$ <sup>+</sup> (left) and TNF<sup>+</sup> (right) of ILC1s (*Ncr1*<sup>+/+</sup> mice: n = 5; *Ncr1*<sup>gfp/gfp</sup> mice n = 4). (d) *Ncr1*<sup>+/+</sup> ILC1s and *Ncr1*<sup>gfp/gfp</sup> ILC1s were isolated from the liver of *Ncr1*<sup>+/+</sup> and *Ncr1*<sup>gfp/gfp</sup> mice. The production of granzymes by untreated ILC1s was checked by flow cytometry. Representative flow dot plots (left) and statistics (right) of the GzmA<sup>+</sup>, GzmB<sup>+</sup>, and GzmC<sup>+</sup> ILC1s (*Ncr1*<sup>+/+</sup> mice: n = 8; *Ncr1*<sup>gfp/gfp</sup> mice n = 8). Data are presented as mean  $\pm$  s.d.; *P* values were calculated by two-tailed Student's *t* test (b, c, and d). NS, not significant. Source data are provided as a Source Data file.

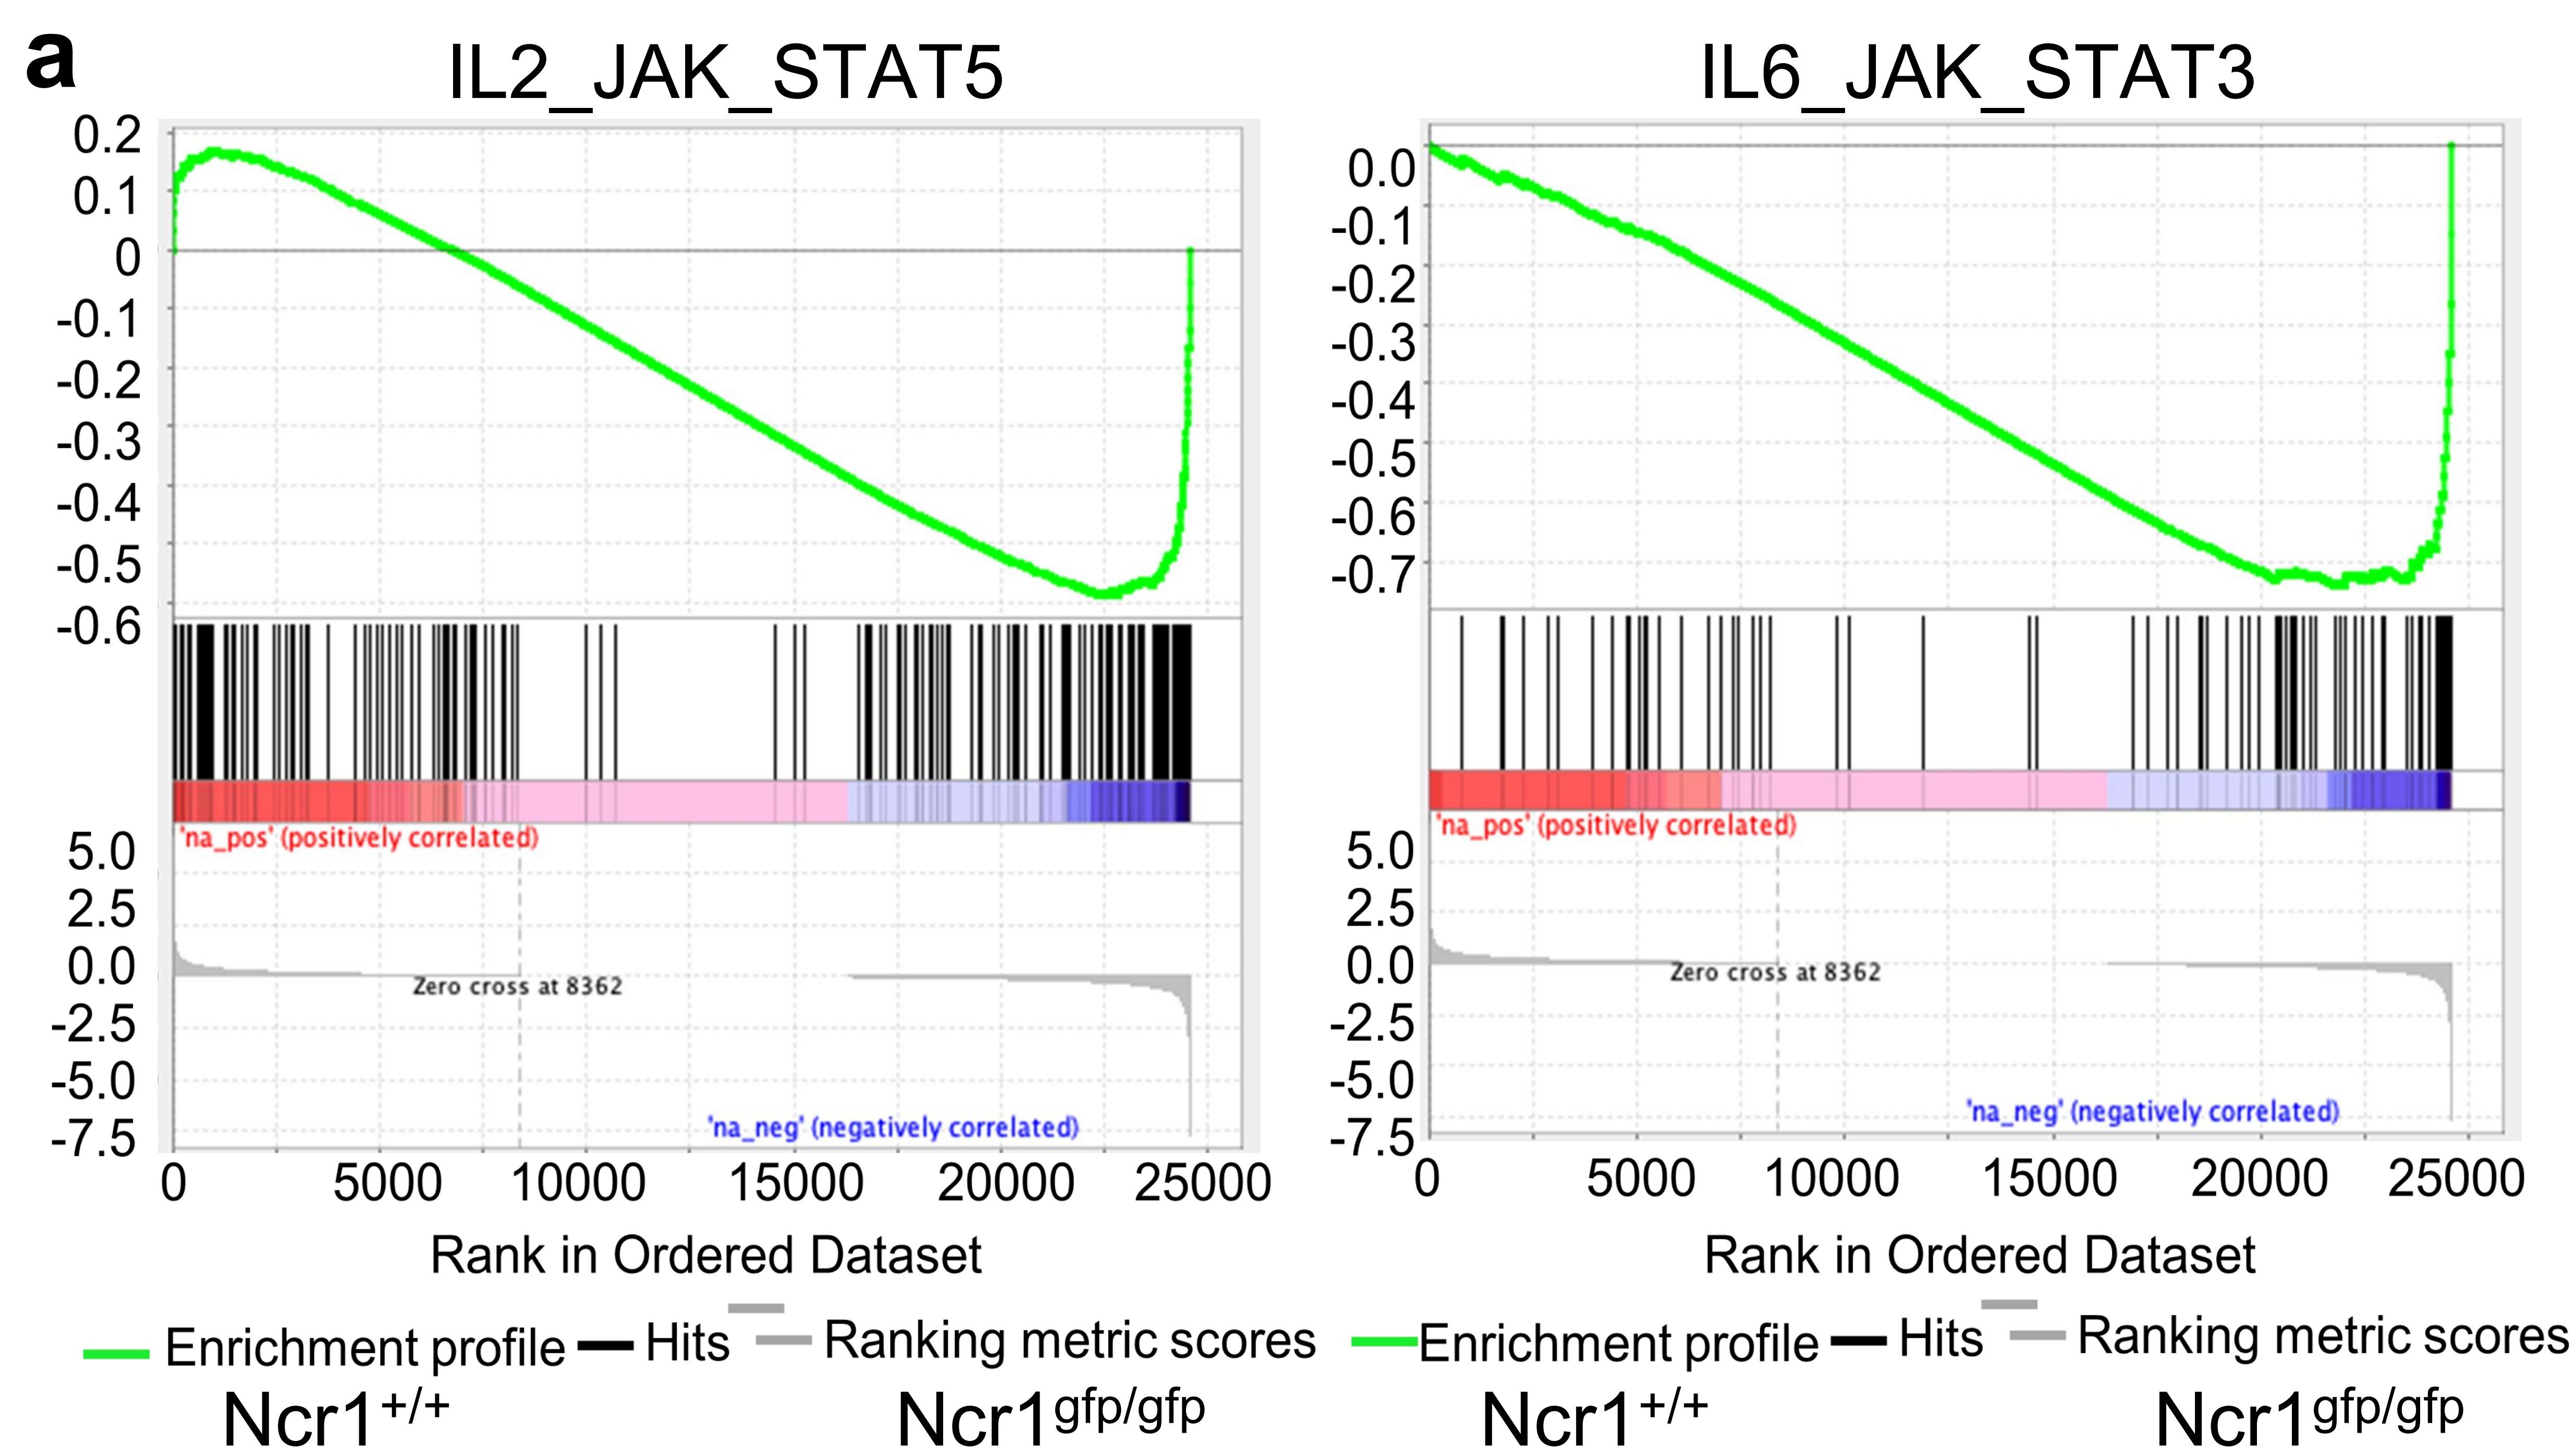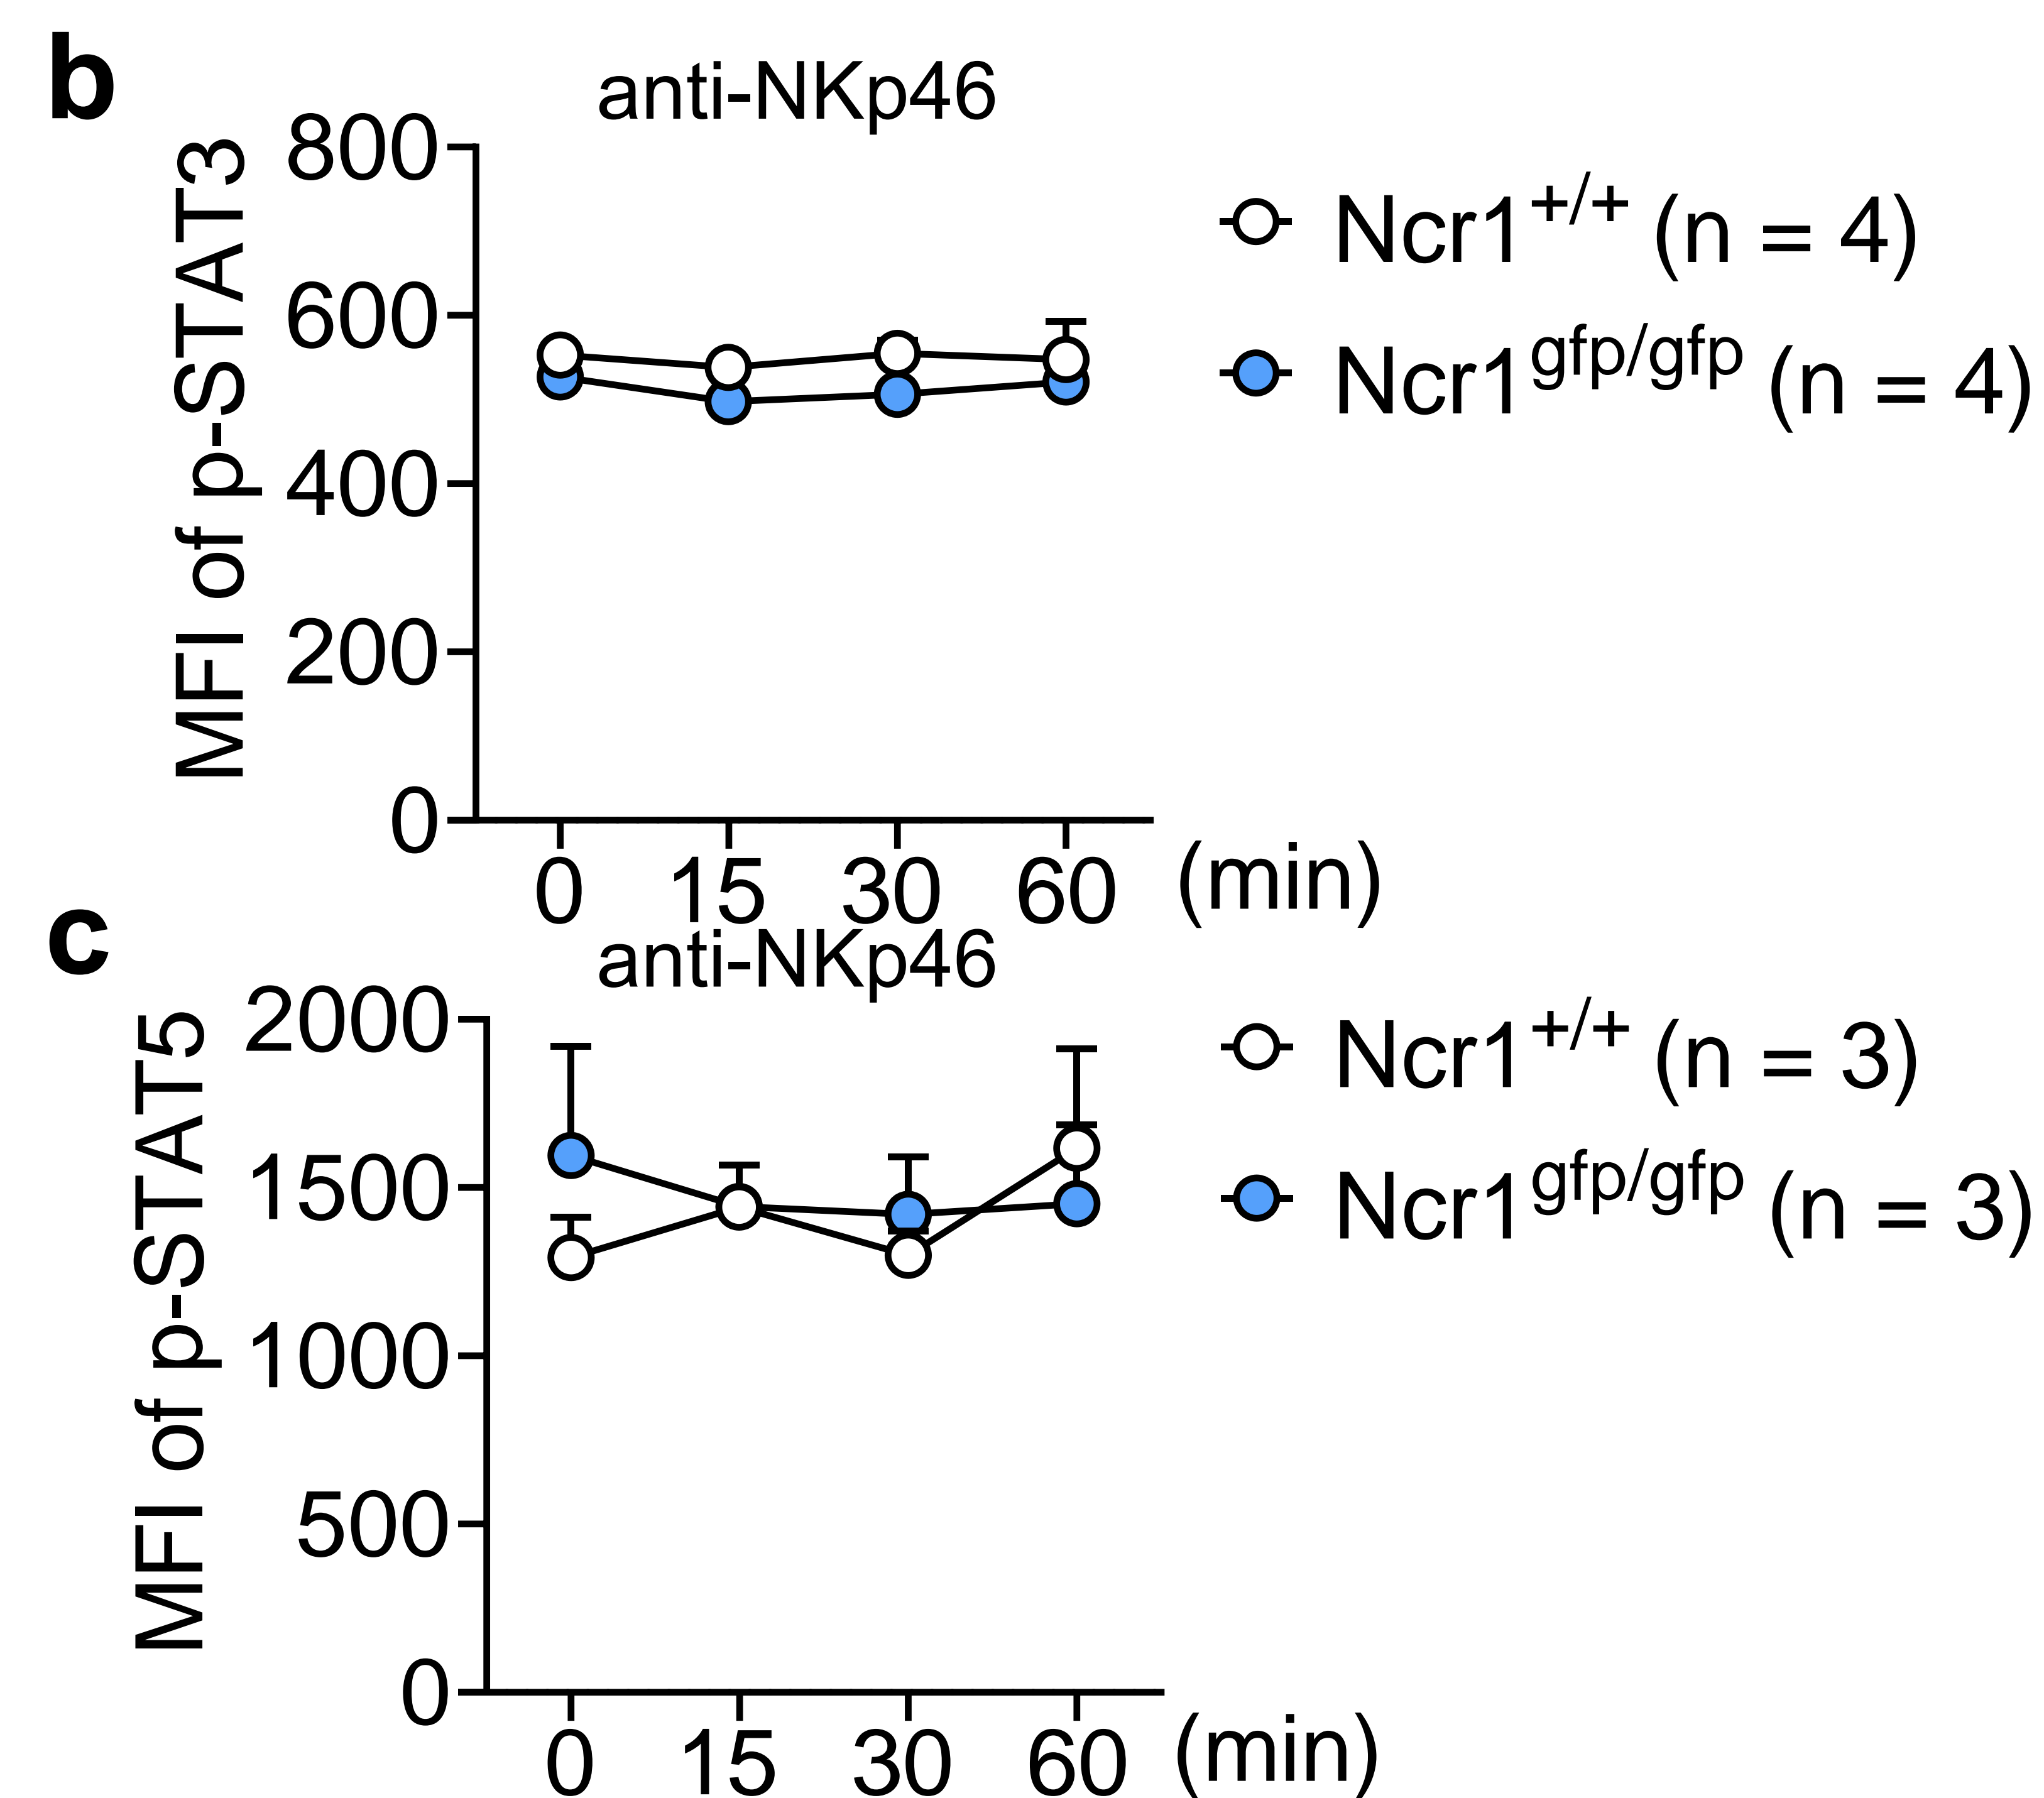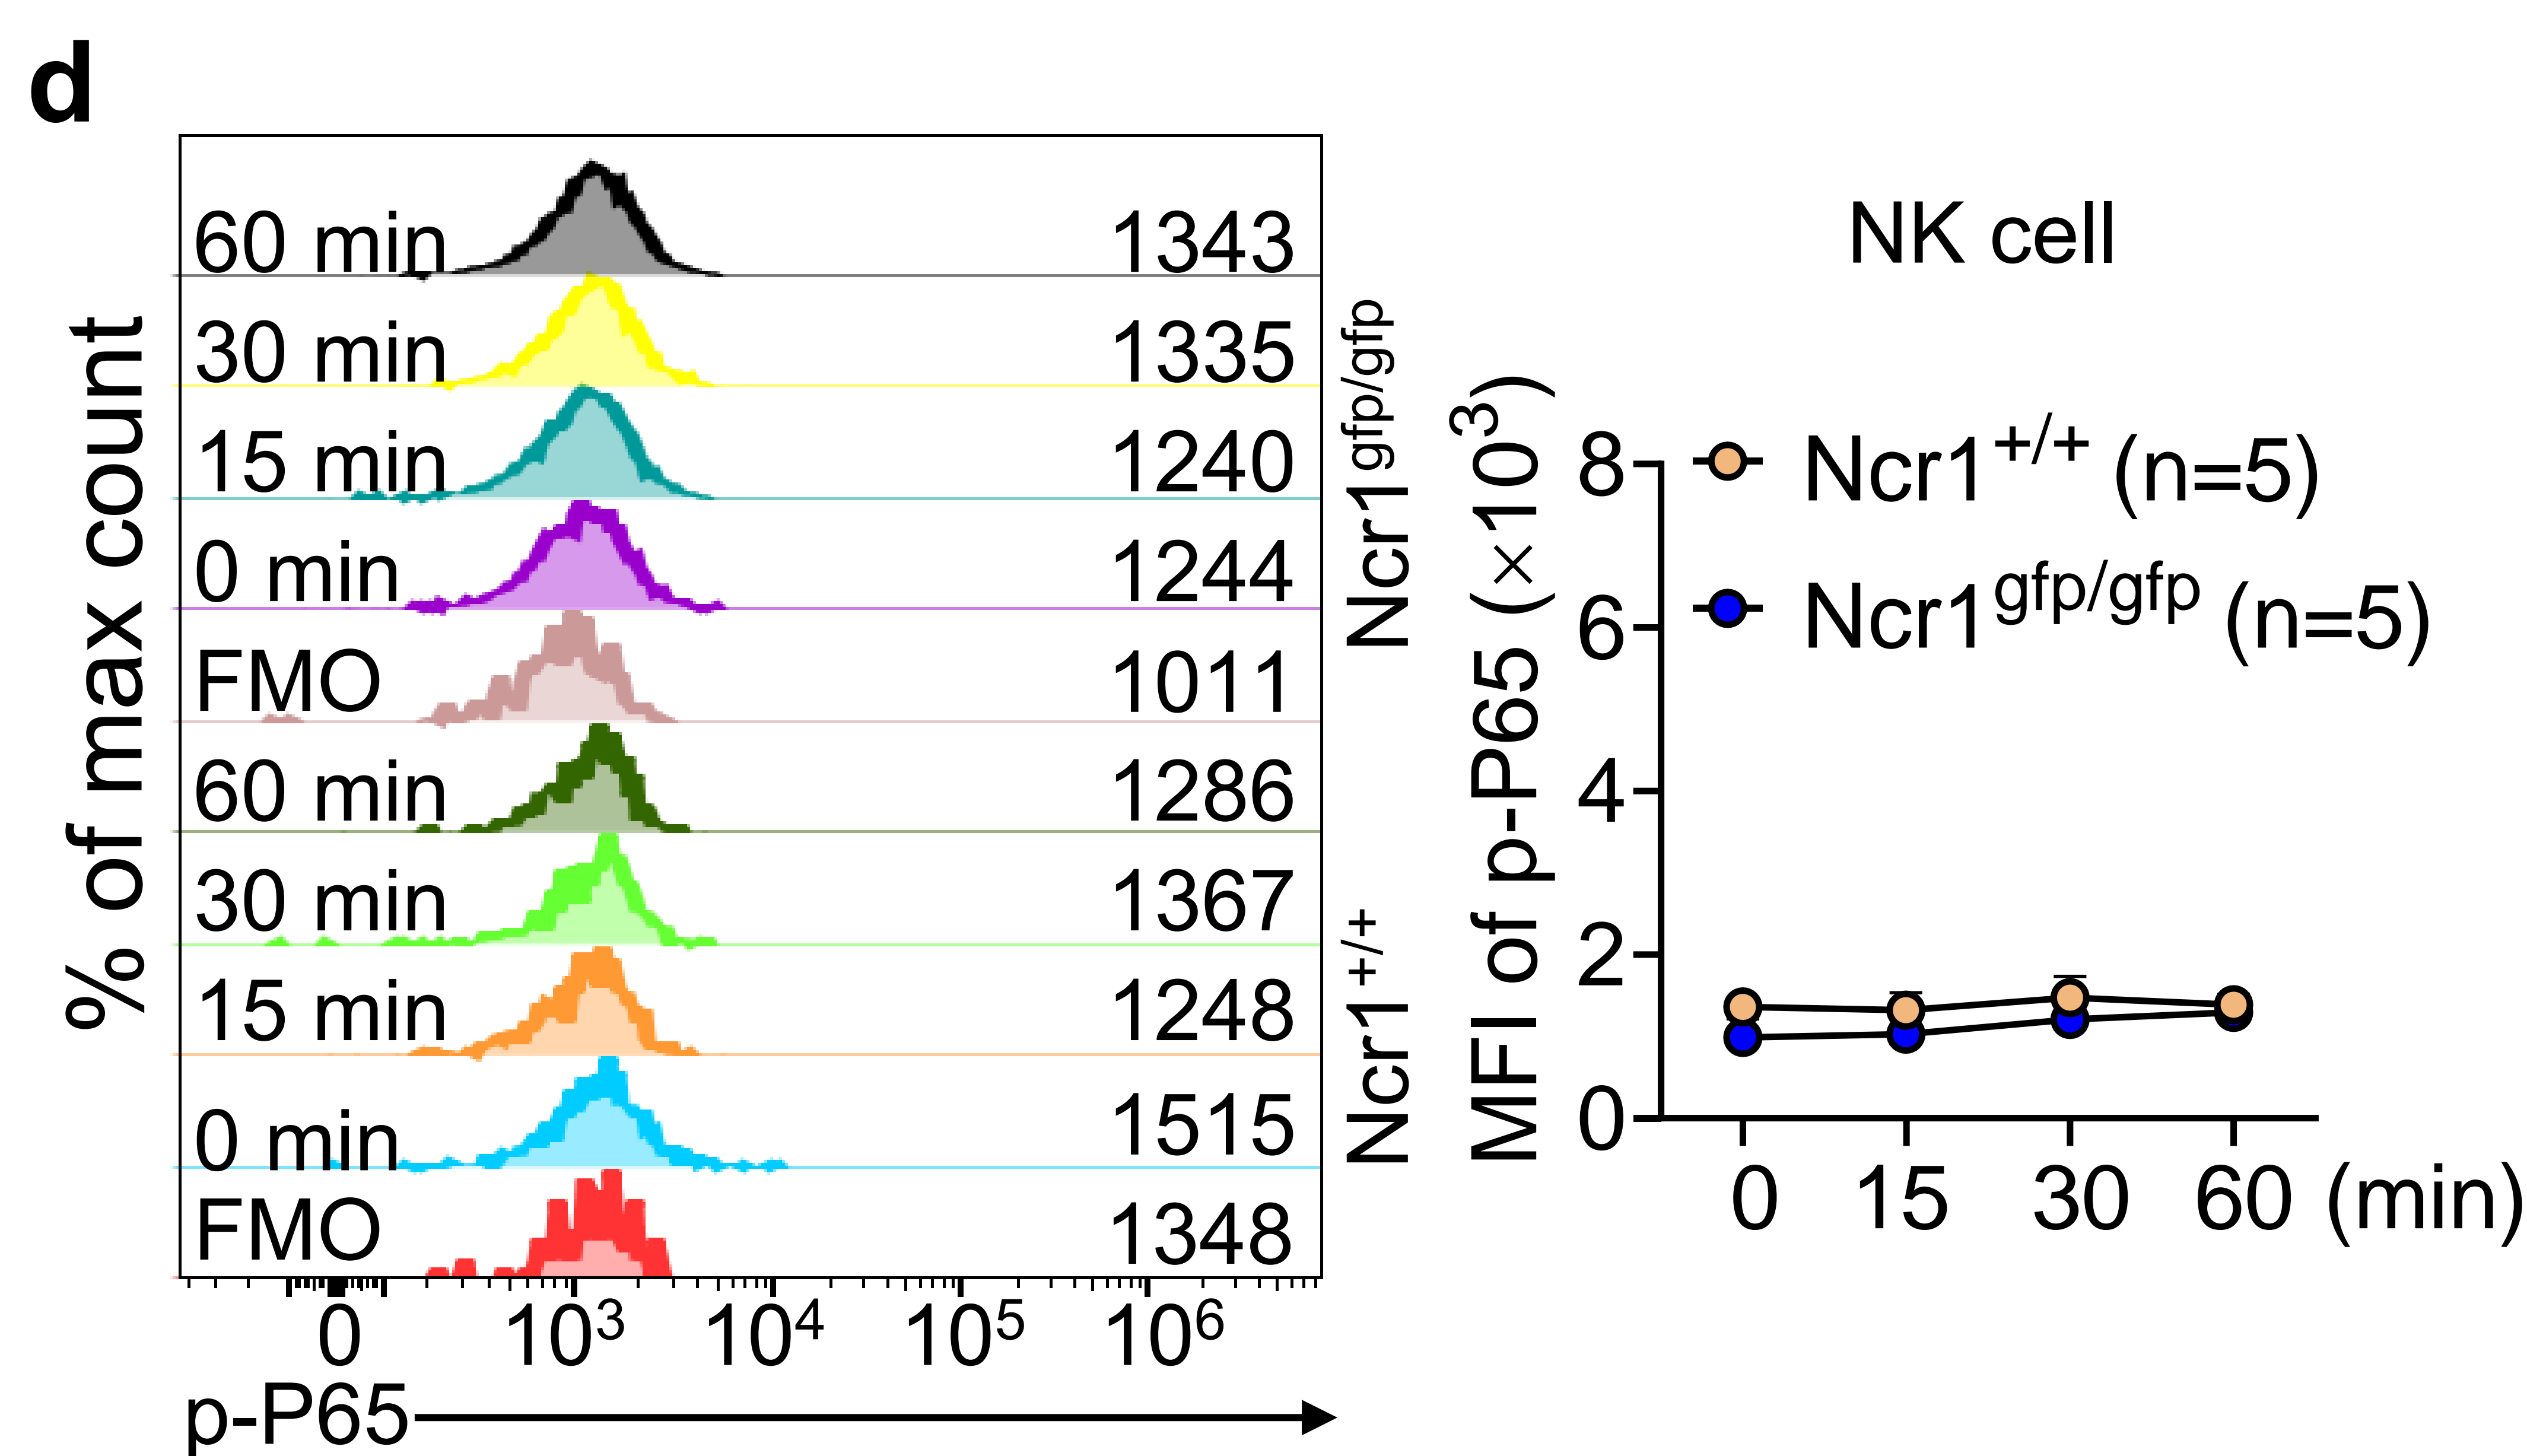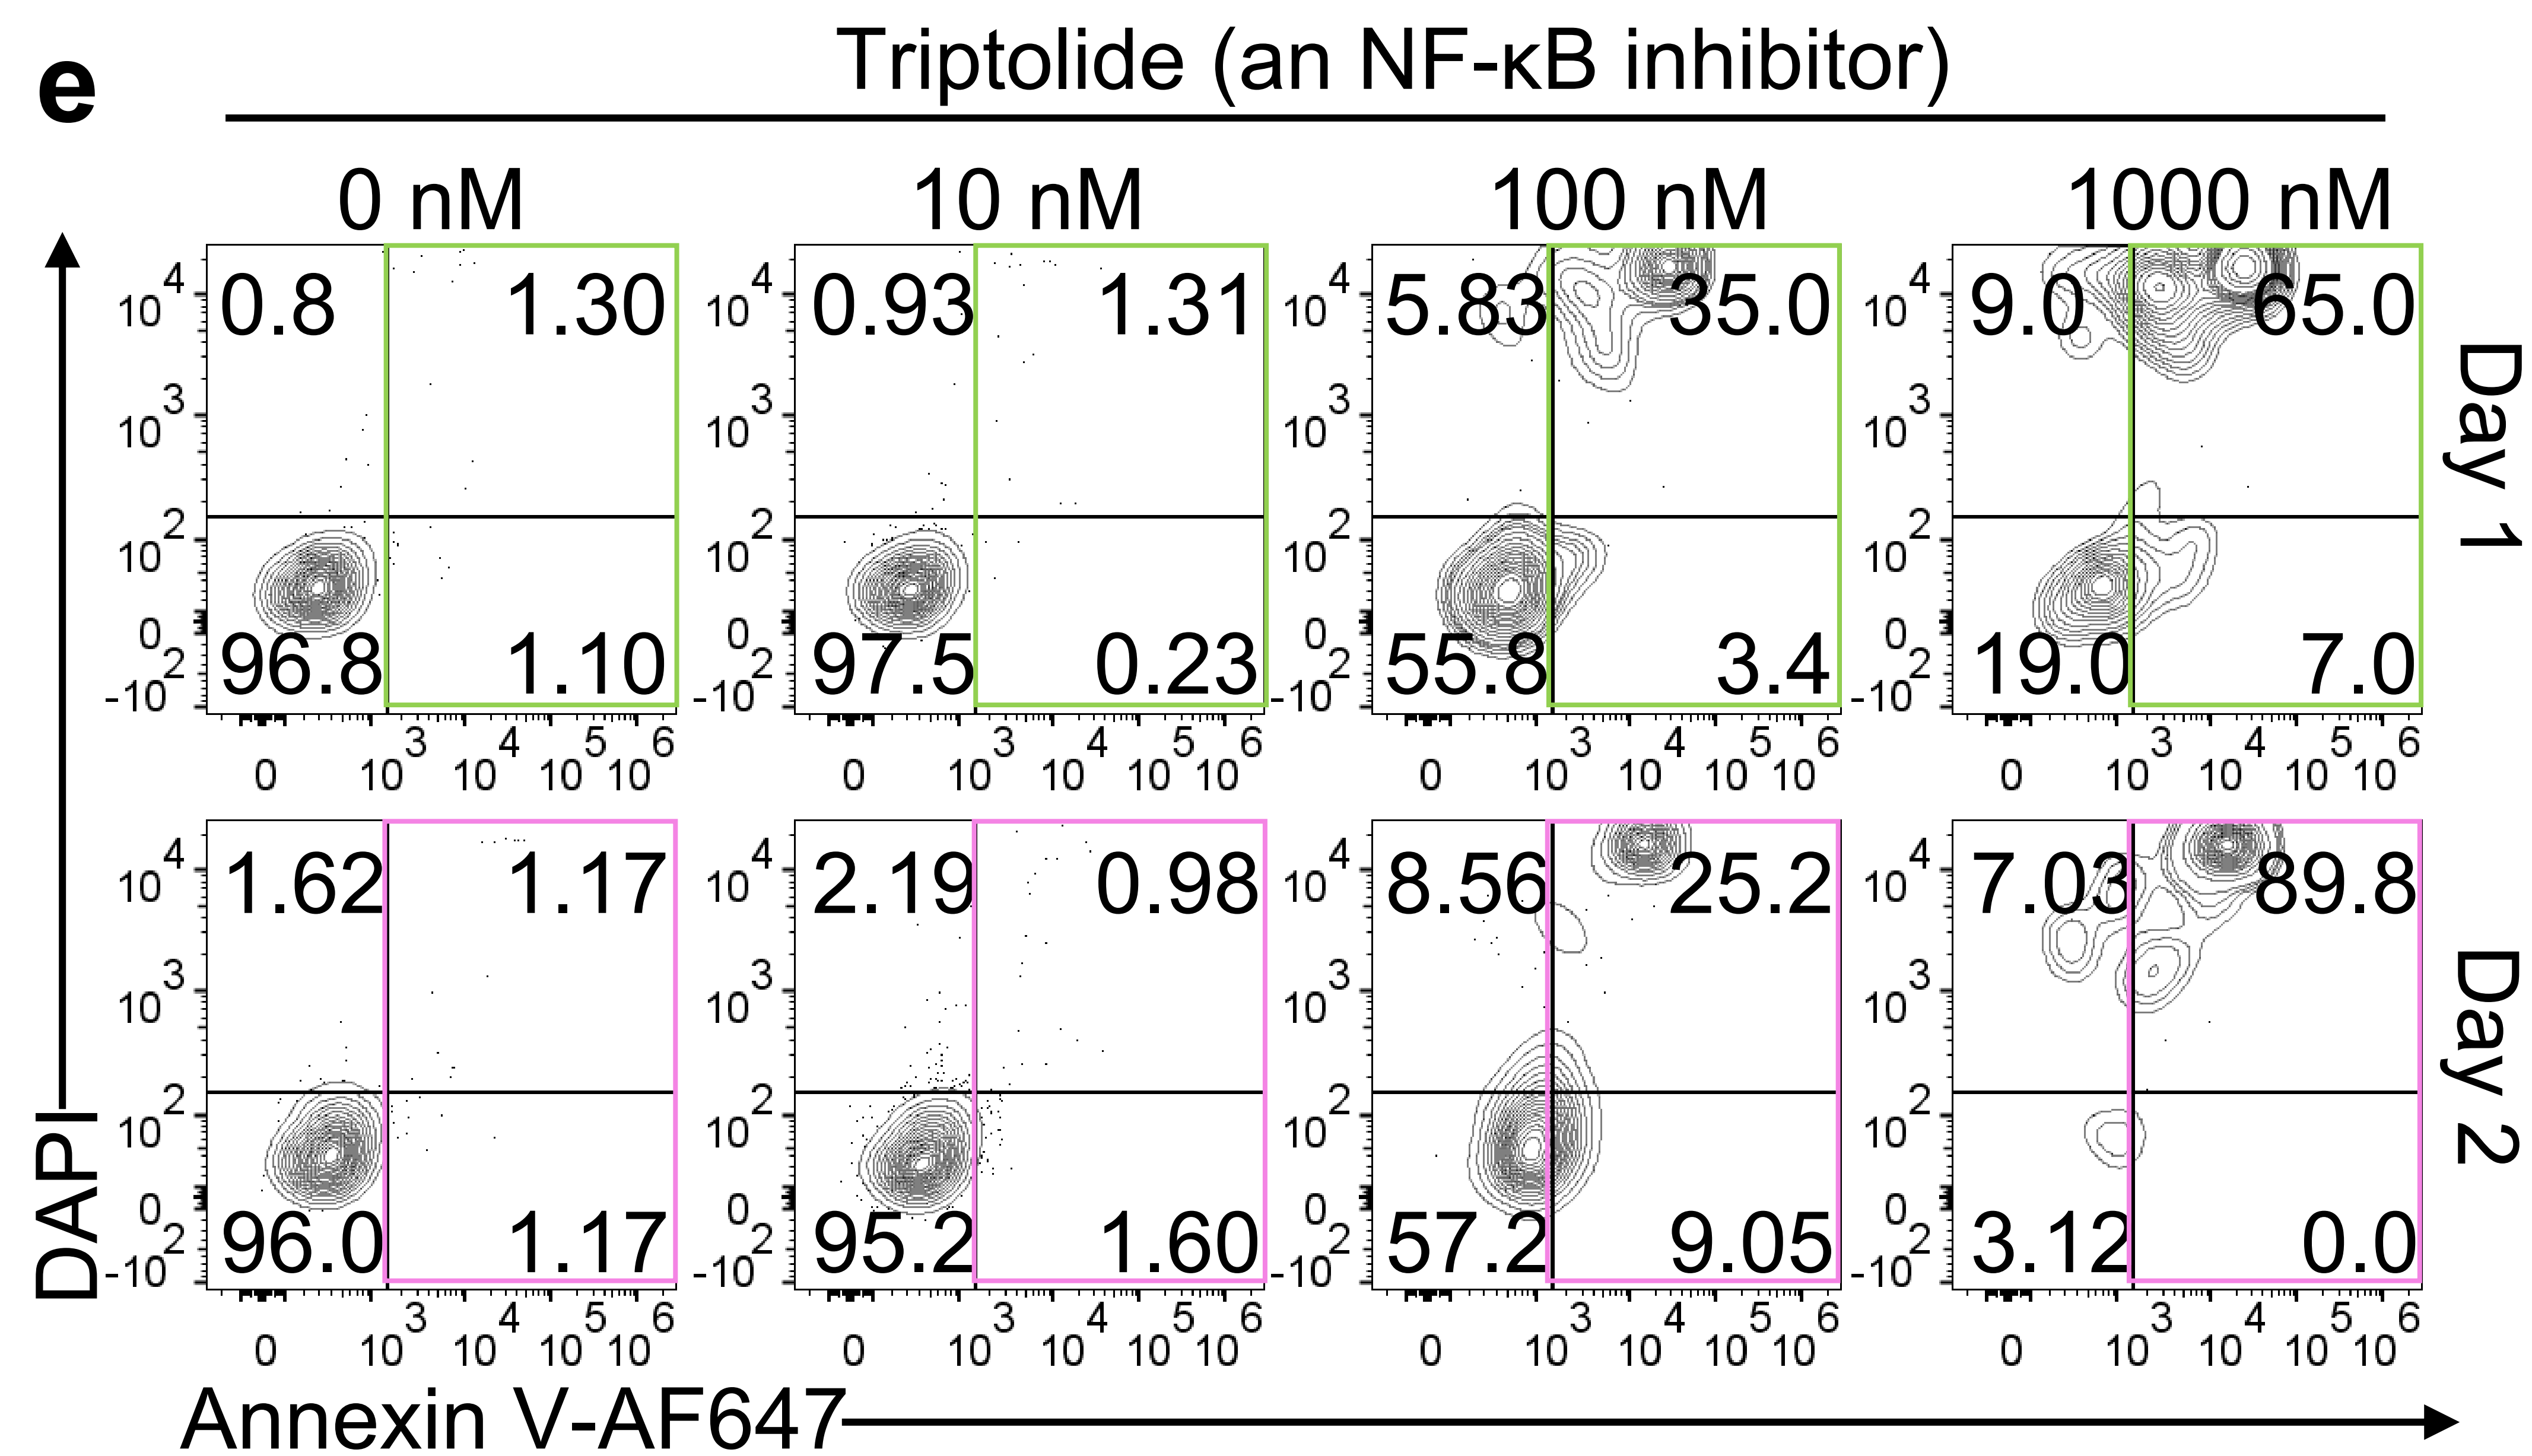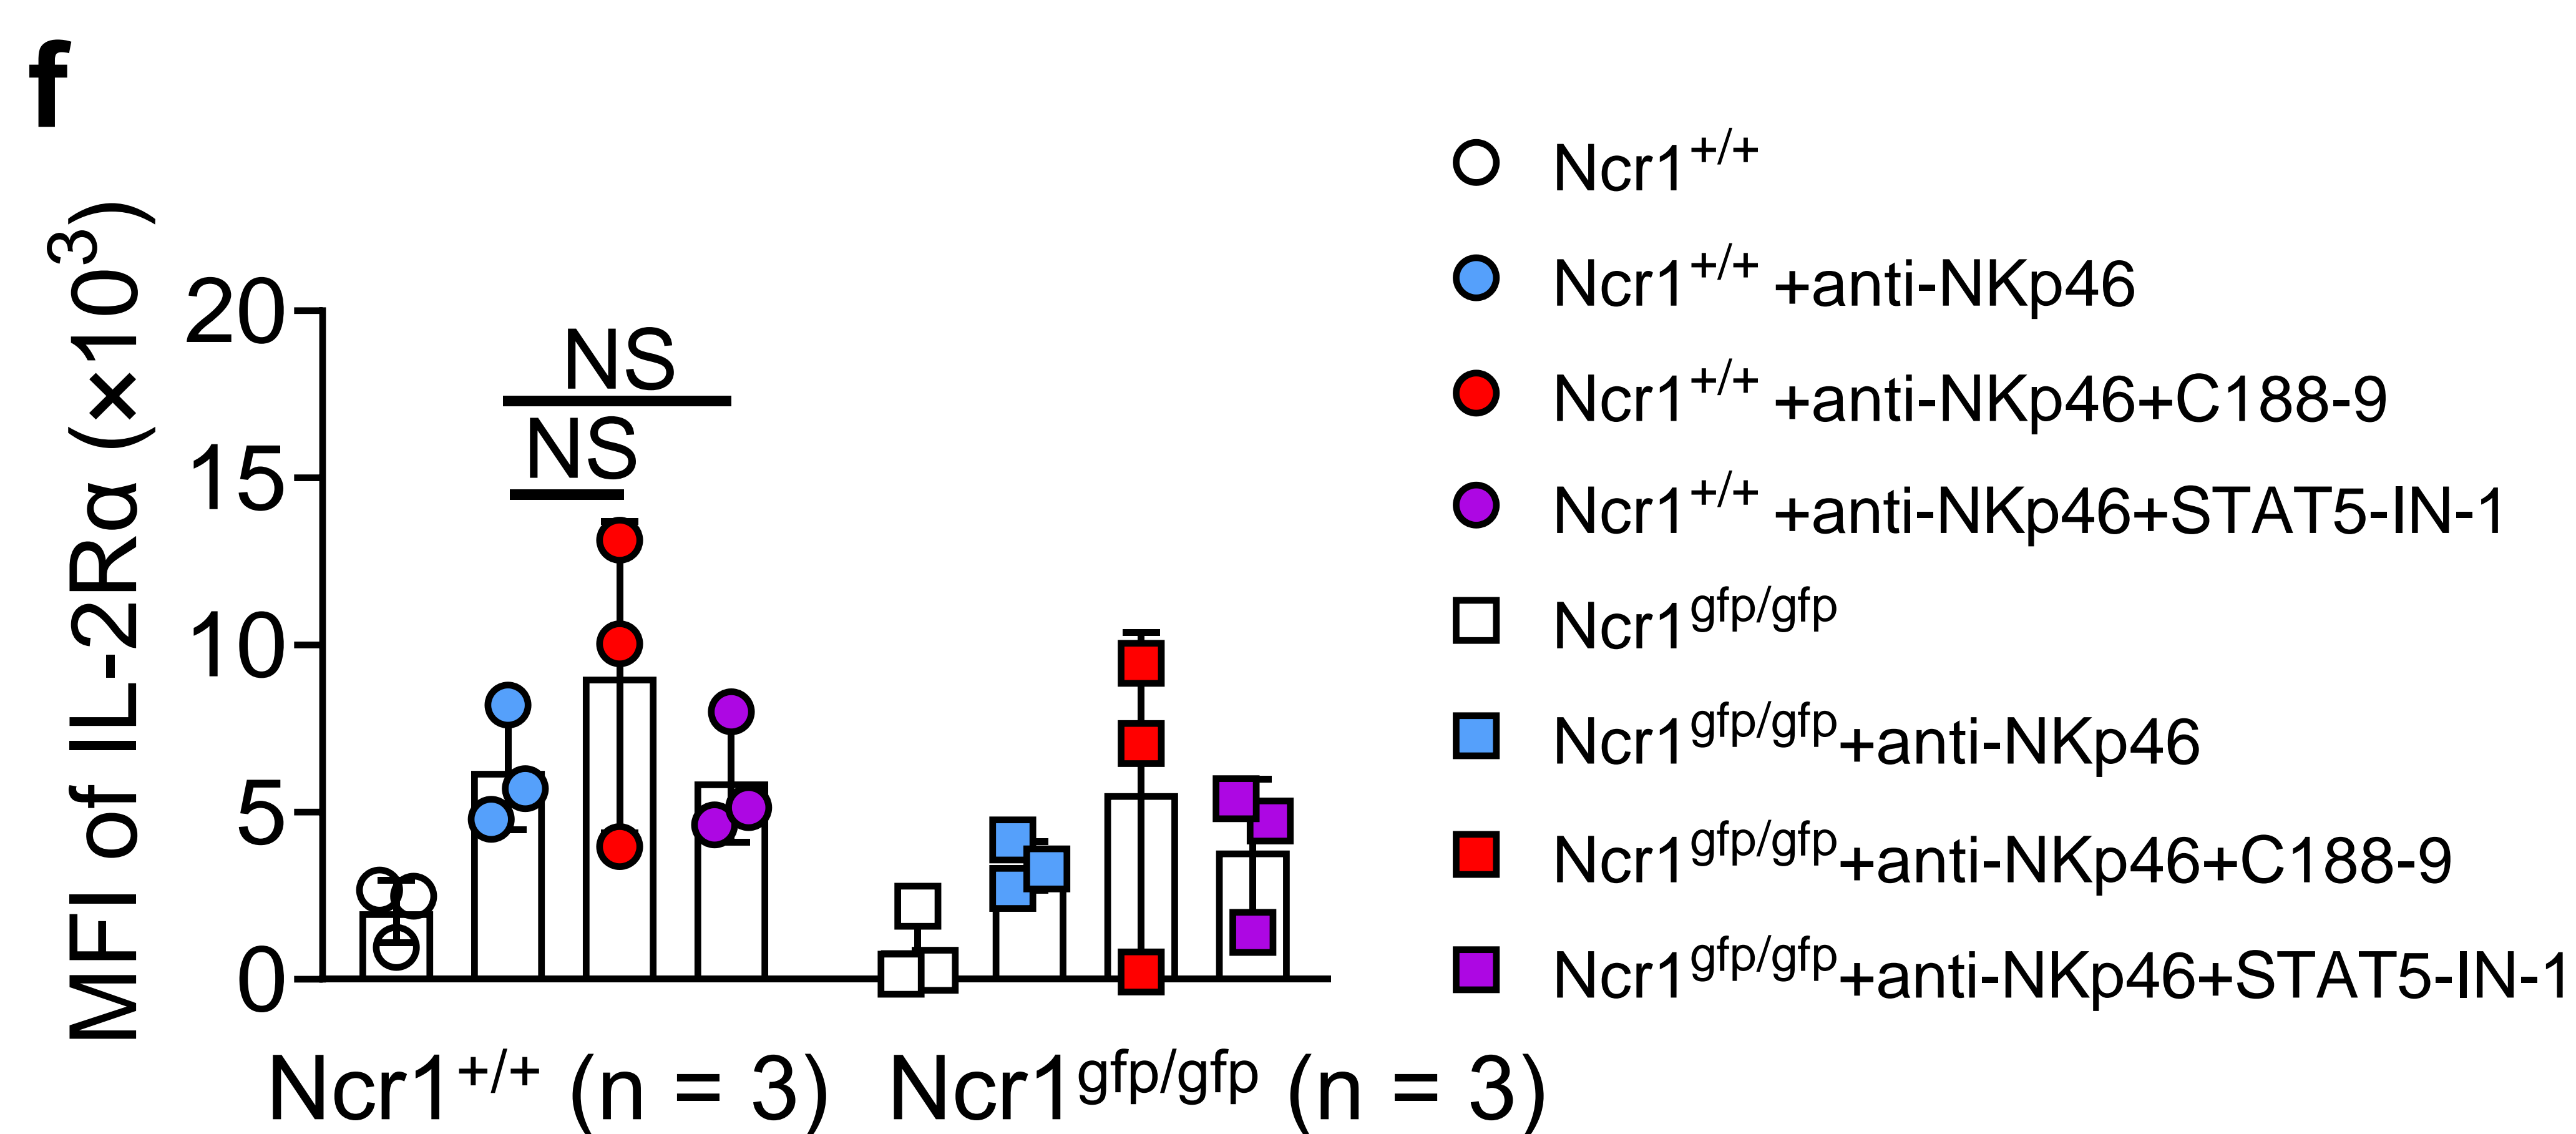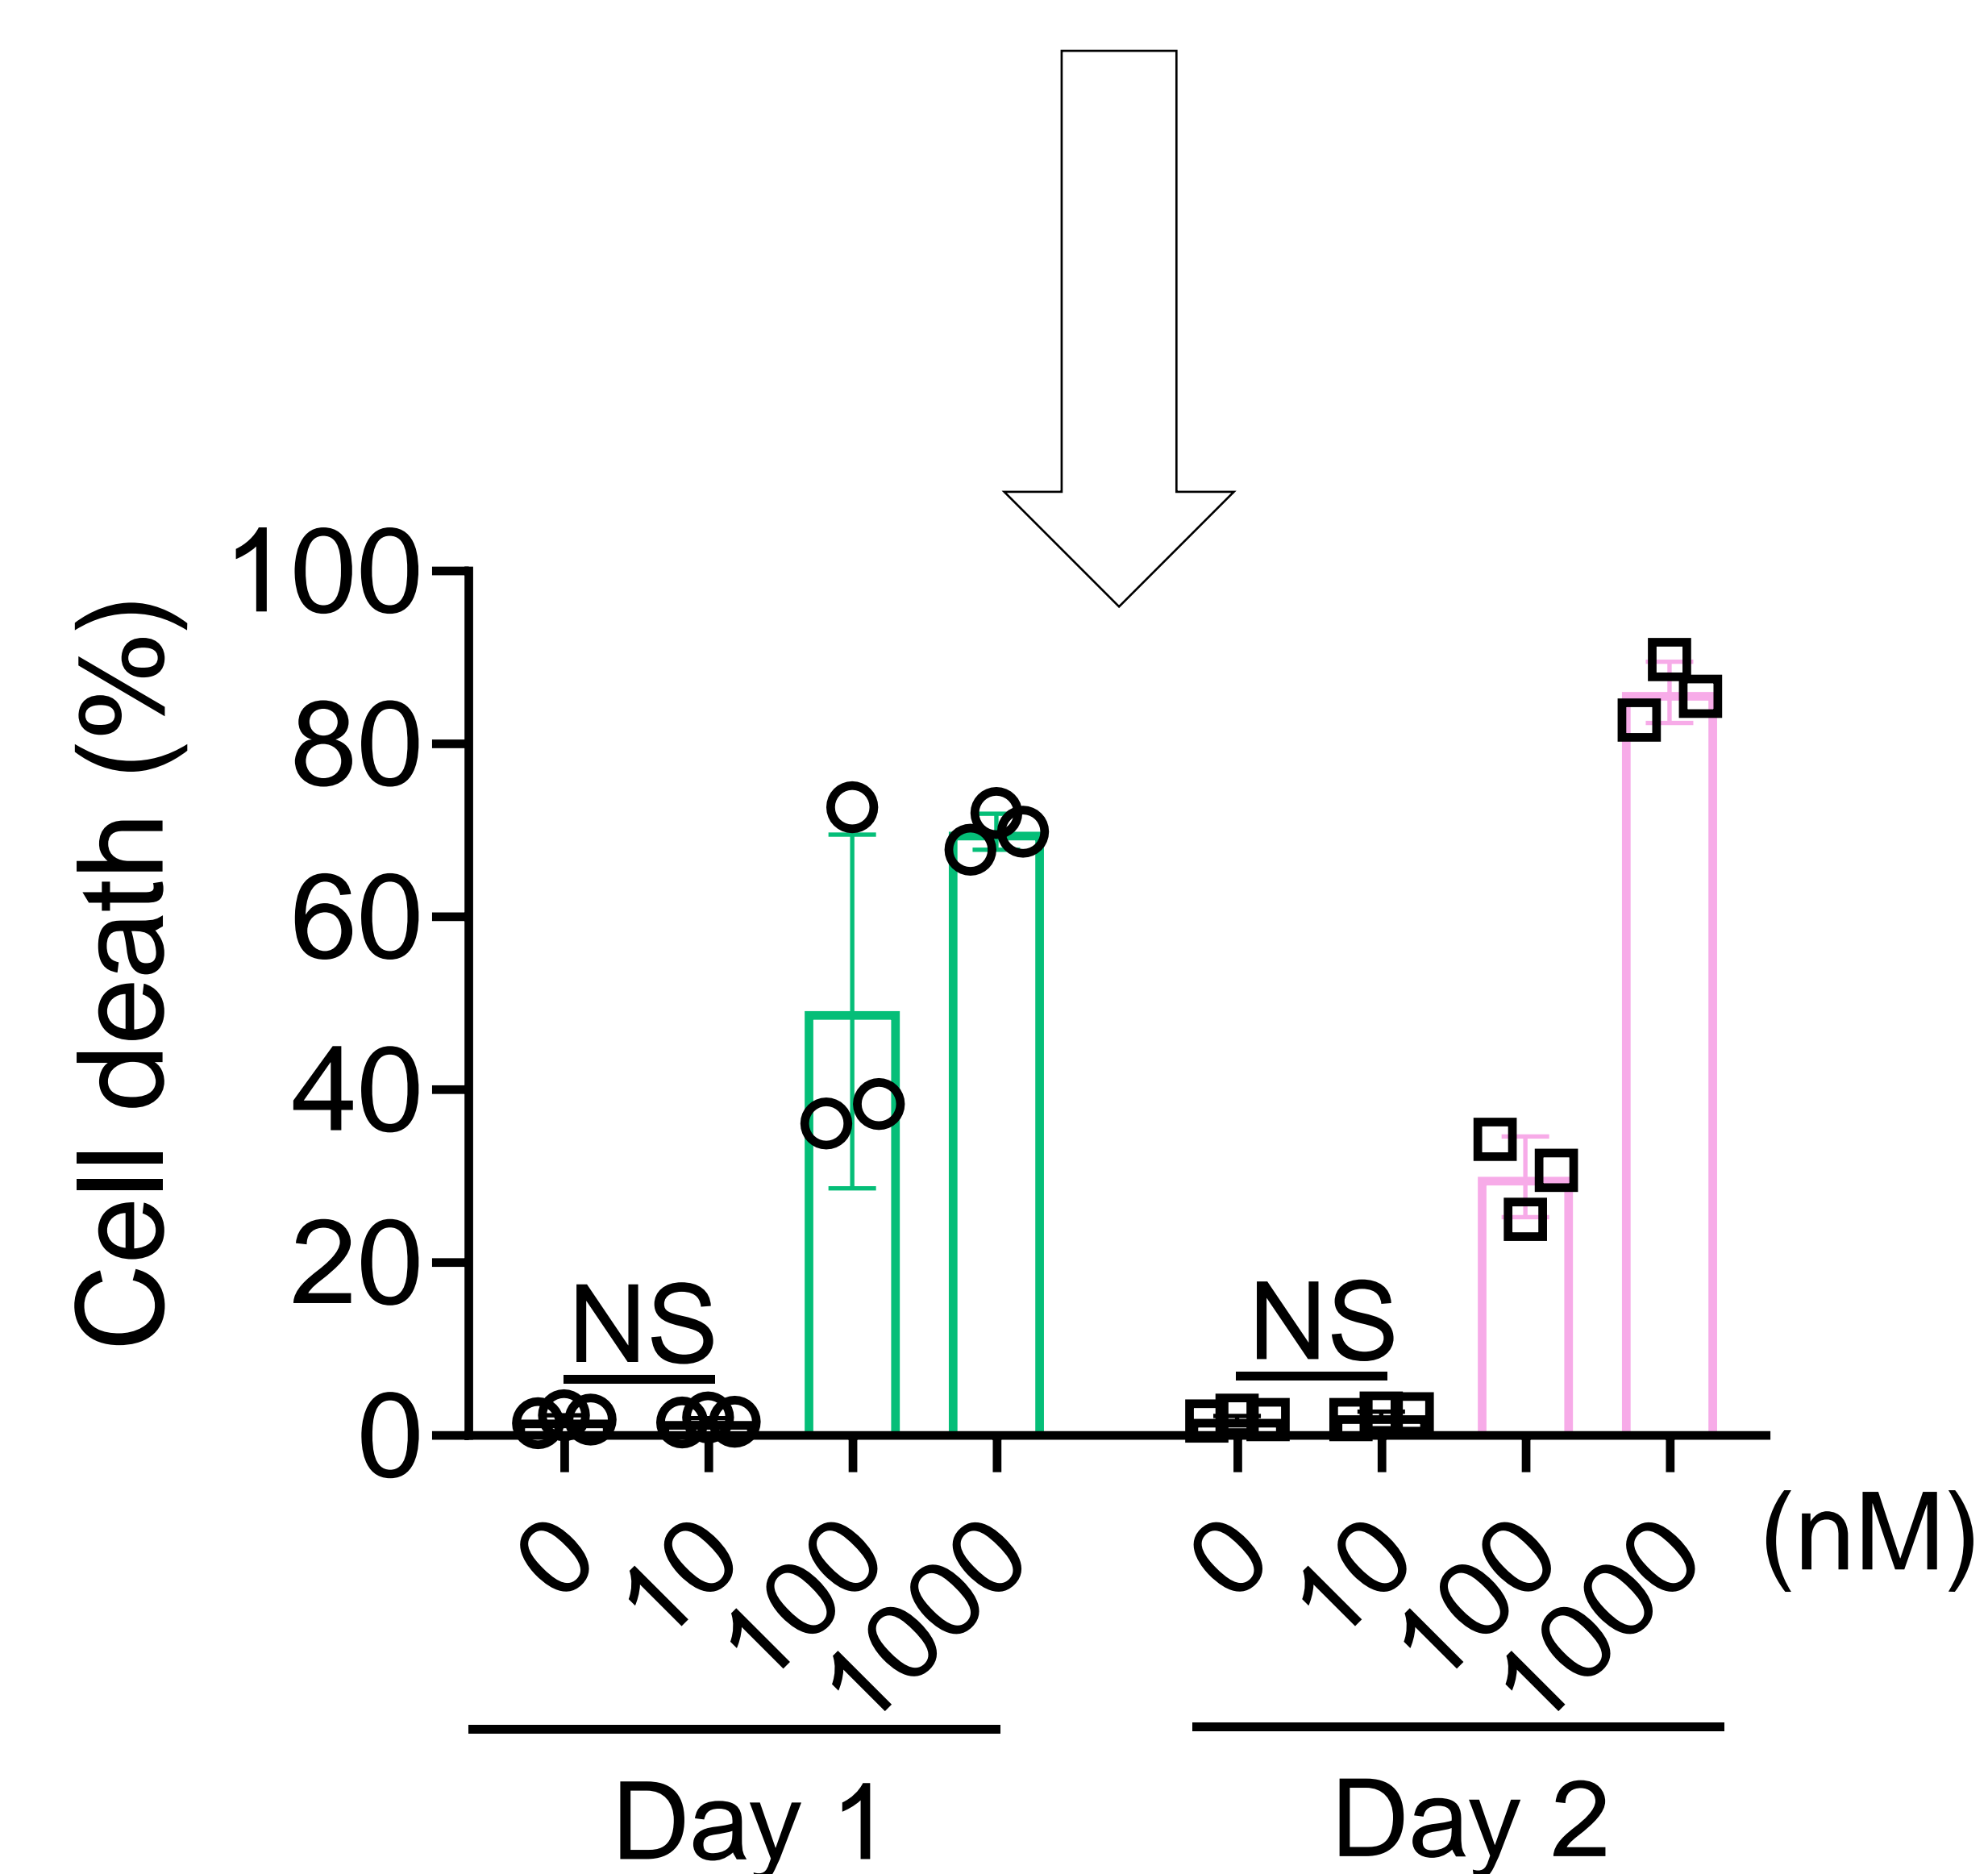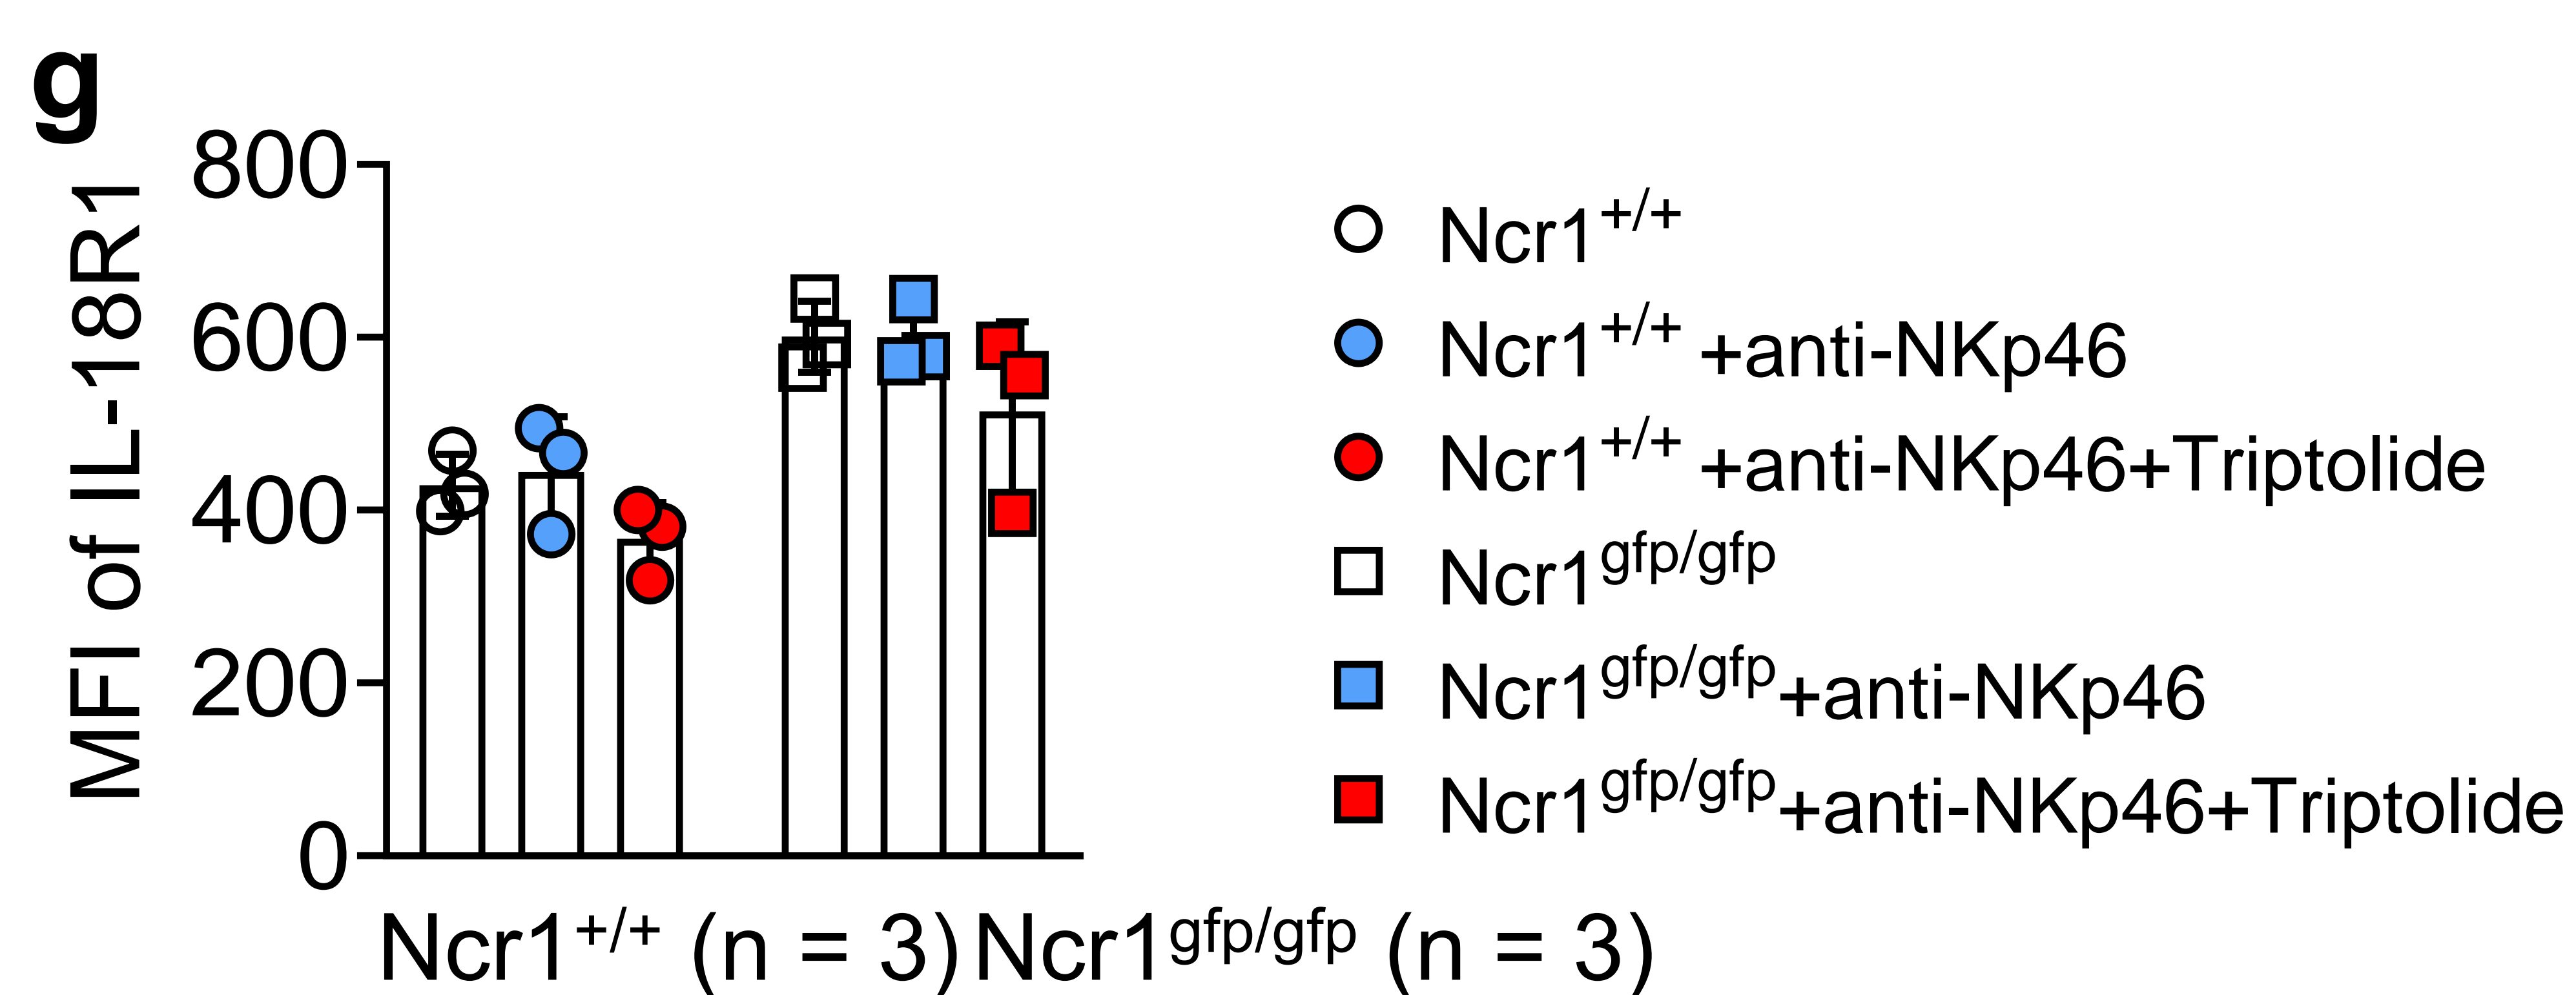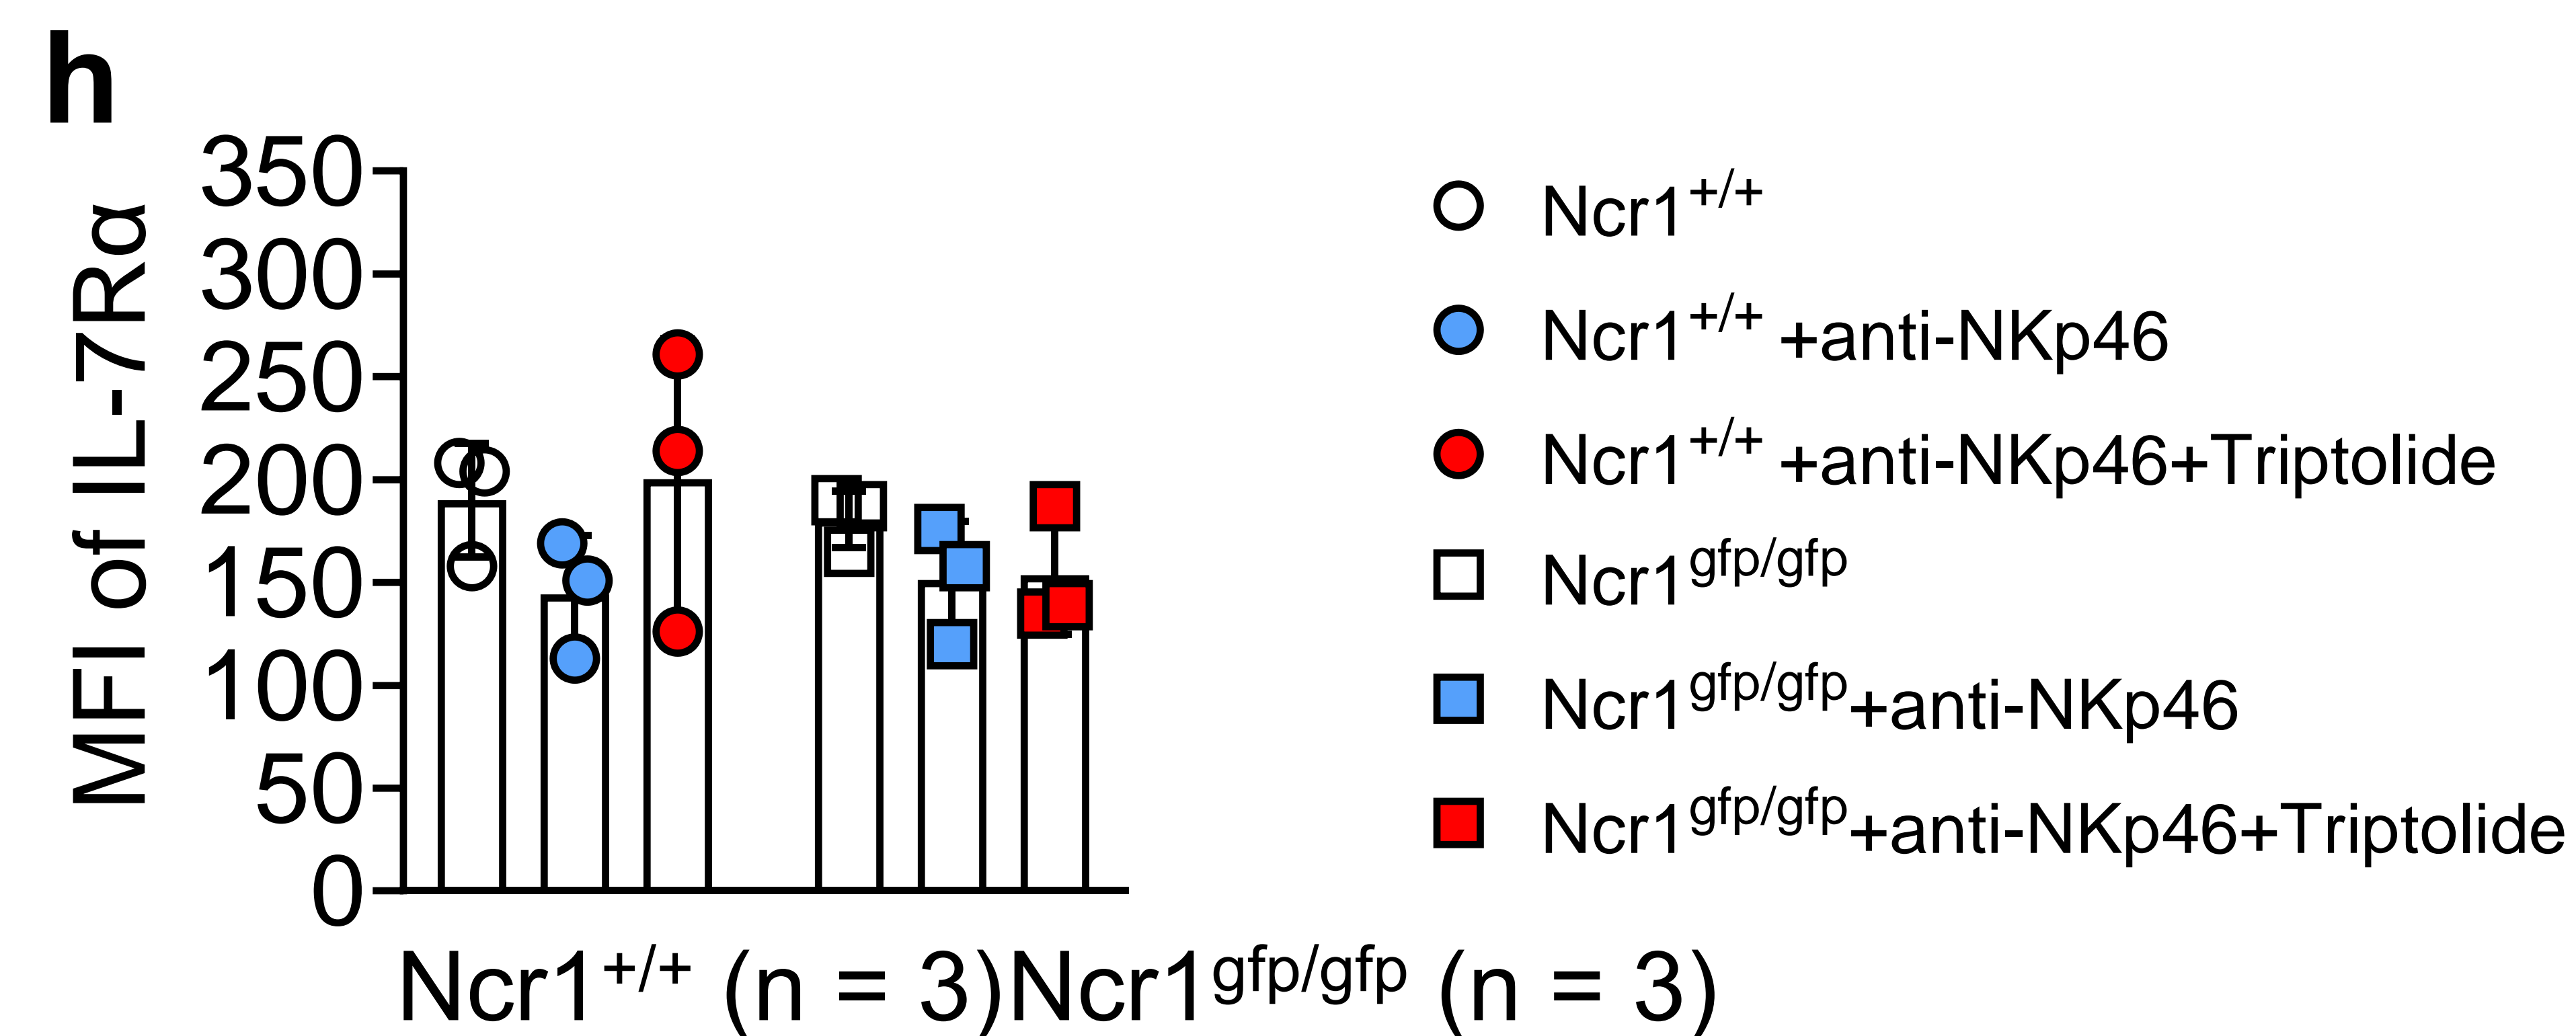

**Supplementary Fig. 4 Engagement of anti-NKp46 antibody fails to induce activation of the JAK/STAT3/5 signaling pathway and expression of IL-18R1 and IL-7R $\alpha$  in mouse ILC1s.** (a) *Ncr1*<sup>+/+</sup> ILC1s and *Ncr1*<sup>gfp/gfp</sup> ILC1s were sorted for RNA-seq from the liver of *Ncr1*<sup>+/+</sup> mice and *Ncr1*<sup>gfp/gfp</sup> mice, respectively, using FACS. Gene set enrichment analysis (GSEA) plots show enrichment of the indicated target genes in the JAK-STAT5 (left) and JAK-STAT3 (right) signaling pathways in ILC1s. The X-axis shows the rank orders (*Ncr1*<sup>gfp/gfp</sup> ILC1s vs. *Ncr1*<sup>+/+</sup> ILC1s) of all the target genes (n = 5). (b and c) *Ncr1*<sup>+/+</sup> ILC1s and *Ncr1*<sup>gfp/gfp</sup> ILC1s were treated with or without anti-NKp46 antibody (5  $\mu$ g/ml) for indicated times. The phosphorylation of STAT3 and STAT5 was measured by flow cytometry. Quantification of p-STAT3 (b) and p-STAT5 (c) mean fluorescence intensity (MFI) in *Ncr1*<sup>+/+</sup> ILC1s and *Ncr1*<sup>gfp/gfp</sup> ILC1s at the indicated time points (b: n = 4; c: n = 3). (d) Representative histograms (left) and statistics (right) of the level of p-P65 on mouse liver NK cells (n = 5). (e) ILC1s isolated from the liver of mice were treated with various doses of Triptolide for indicated days. Representative histograms (top) and quantification (bottom) of the percentage of ILC1 cell death (n = 3). (f) *Ncr1*<sup>+/+</sup> ILC1s and *Ncr1*<sup>gfp/gfp</sup> ILC1s were treated with anti-NKp46 antibody (5  $\mu$ g/ml) in the presence or absence of STAT3 inhibitor (10 nM, C188-9) or STAT5 inhibitor (10 nM, STAT5-IN-1) for 3 days. Quantification of IL-2R $\alpha$  MFI on *Ncr1*<sup>+/+</sup> ILC1s and *Ncr1*<sup>gfp/gfp</sup> ILC1s (n = 3). (g and h) *Ncr1*<sup>+/+</sup> ILC1s and *Ncr1*<sup>gfp/gfp</sup> ILC1s were treated with anti-NKp46 antibody (5  $\mu$ g/ml) in the presence or absence of Triptolide (10 nM) for 3 days. Quantification of IL-18R1 (g) and IL-7R $\alpha$  (h) MFI on *Ncr1*<sup>+/+</sup> ILC1s and *Ncr1*<sup>gfp/gfp</sup> ILC1s are shown (n = 3). Data are presented as mean  $\pm$  s.d.; *P* values were calculated by one-way ANOVA models with adjustments (e and f). NS, not significant. Source data are provided as a Source Data file.

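Of the 60 tested genes of the IL-6/JAK/STAT3 list, 49 were lower in *Ncr1* gfp/gfp ILC1s, and of the 80 tested genes of the IL-2/STAT5 list, 57 were lower. No member of either list was called higher, but some were higher at an adjusted p-value under 0.05, below the fold change for a call (edgeR's quasi-likelihood test). These were *Fgl2* in the IL-6/JAK/STAT3 list, with a log2 fold change of 0.24, and 3 genes in the IL-2/STAT5 list. The latter were *Swap70*, *Gzmb* and *Ahnak*, at 0.41, 0.55 and 0.19. The called members of the IL-6/JAK/STAT3 list were *Il2ra*, *Il18r1*, *Socs3*, *Itgb3* and *Fos*. Those of the IL-2/STAT5 list were *Il2ra*, *Il18r1*, *Pim2*, *Furin*, *Socs3*, *Capg* and *Odc1*. *Socs3*, an inhibitor of cytokine signaling that STAT3 induces, had 16.9 ± 3.10 CPM in *Ncr1* gfp/gfp and 28.8 ± 4.51 CPM in *Ncr1*+/+ ILC1s (SD, n = 5 each), a log2 fold change of -0.76 (standard error 0.14, adjusted p = 0.00404, edgeR's quasi-likelihood test). *Fos* had a log2 fold change of -1.21 (adjusted p = 0.0377 in edgeR's quasi-likelihood test), but its values overlapped between the genotypes and it lost its call under several alternatives. The values of *Itgb3* overlapped as well. *Itgb3* and *Odc1* each lost their call in 3 of the 10 fits that left out a library. Their largest adjusted p-values in these fits were 0.0546 and 0.0601 (edgeR's quasi-likelihood test). The transcripts of the transcription factors themselves differed less, with log2 fold changes of -0.07 for *Stat3*, -0.18 for *Stat5a* and -0.09 for *Stat5b* and adjusted p-values of 0.641, 0.477 and 0.767 (edgeR's quasi-likelihood test).

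Adjusted over each list alone, 14 genes of the IL-6/JAK/STAT3 list and 26 of the IL-2/STAT5 list had a p-value under 0.05, against 9 and 15 over all tested genes. These counts hold genes of both directions. In the tests that use the variation between libraries, the p-values of the 2 lists were 0.00216 and 0.00328 with camera and 0.000257 and 0.000548 with fry.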

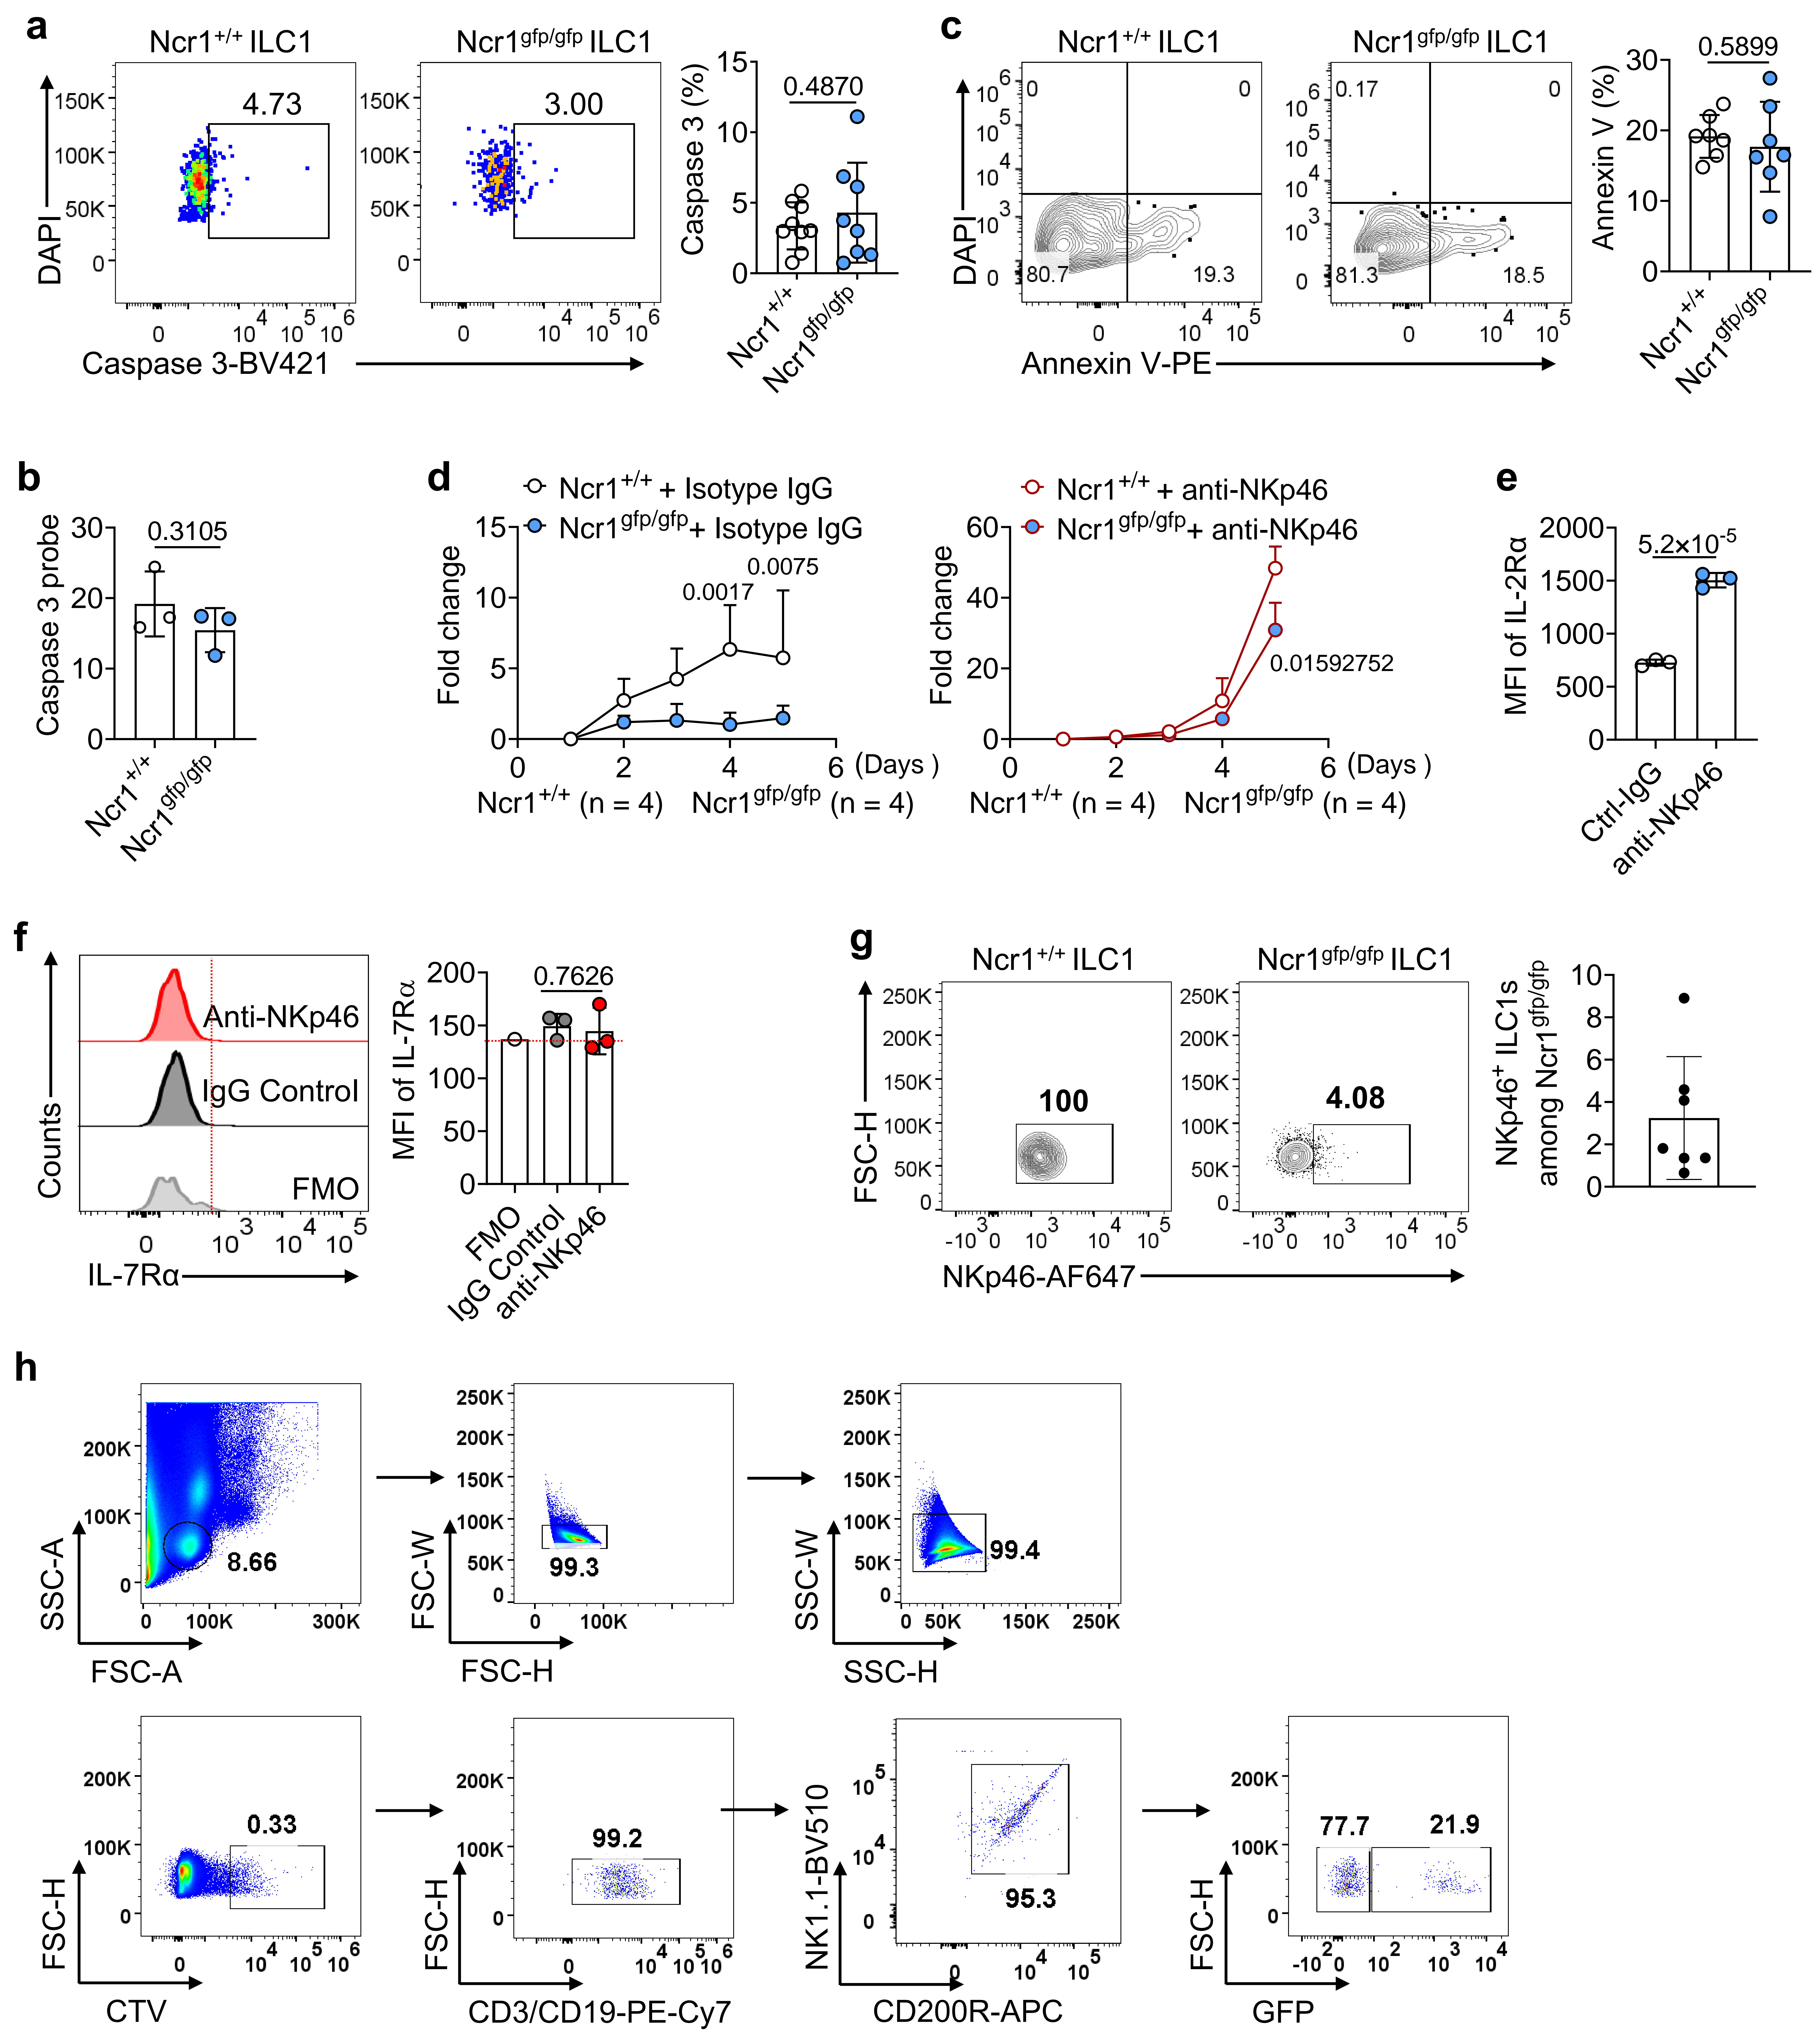

**Supplementary Fig. 5 NKp46 is not essential for ILC1 survival.** (a) The percentages of Caspase 3<sup>+</sup> ILC1s in the liver of *Ncr1*<sup>+/+</sup> and *Ncr1*<sup>gfp/gfp</sup> mice were measured by flow cytometry (*Ncr1*<sup>+/+</sup> mice: n = 9; *Ncr1*<sup>gfp/gfp</sup> mice: n = 8). (b) The caspase activity of ILC1s in the liver of *Ncr1*<sup>+/+</sup> and *Ncr1*<sup>gfp/gfp</sup> mice was measured by flow cytometry (n = 3). (c) Statistics of annexin<sup>+</sup> ILC1s isolated from the livers of mice (n = 7). (d) *Ncr1*<sup>+/+</sup> ILC1s and *Ncr1*<sup>gfp/gfp</sup> ILC1s sorted from the liver of *Ncr1*<sup>+/+</sup> and *Ncr1*<sup>gfp/gfp</sup> mice, respectively, were cultured without (left) or with anti-NKp46 antibody (right; 5 µg/ml) in the presence of IL-2 (1000 IU/ml) and IL-7 (100 ng/ml) for 5 days. Statistics of the fold change in the number of ILC1s (*Ncr1*<sup>+/+</sup> mice: n = 4; *Ncr1*<sup>gfp/gfp</sup> mice: n = 4). (e) Statistics of MFI of IL-2Rα on the liver ILC1s of *Ncr1*<sup>+/+</sup> mice treated with or without anti-NKp46 (n = 3). (f) Representative histogram (left) and statistics of (right) IL-7Rα (n = 3). (g) Representative of the expression of NKp46 on the *Ncr1*<sup>gfp/gfp</sup> positive cells isolated from the *Ncr1*<sup>gfp/gfp</sup> mice (n = 7). (h) *Ncr1*<sup>+/+</sup> (GFP negative) or *Ncr1*<sup>gfp/gfp</sup> (GFP positive) ILC1s were sorted from the liver of mice, mixed at a ratio of 1:1, and then *i.v.* injected into *Rag2*<sup>-/-</sup>*γC*<sup>-/-</sup> mice. The gating strategy of ILC1s in the liver of *Rag2*<sup>-/-</sup>*γC*<sup>-/-</sup> mice is shown. Data are presented as mean ± s.d.; *P* values were calculated by two-tailed Student's *t* test (a, b, c, e, and f) or linear mixed models with adjustments (d). NS, not significant. Source data are provided as a Source Data file.

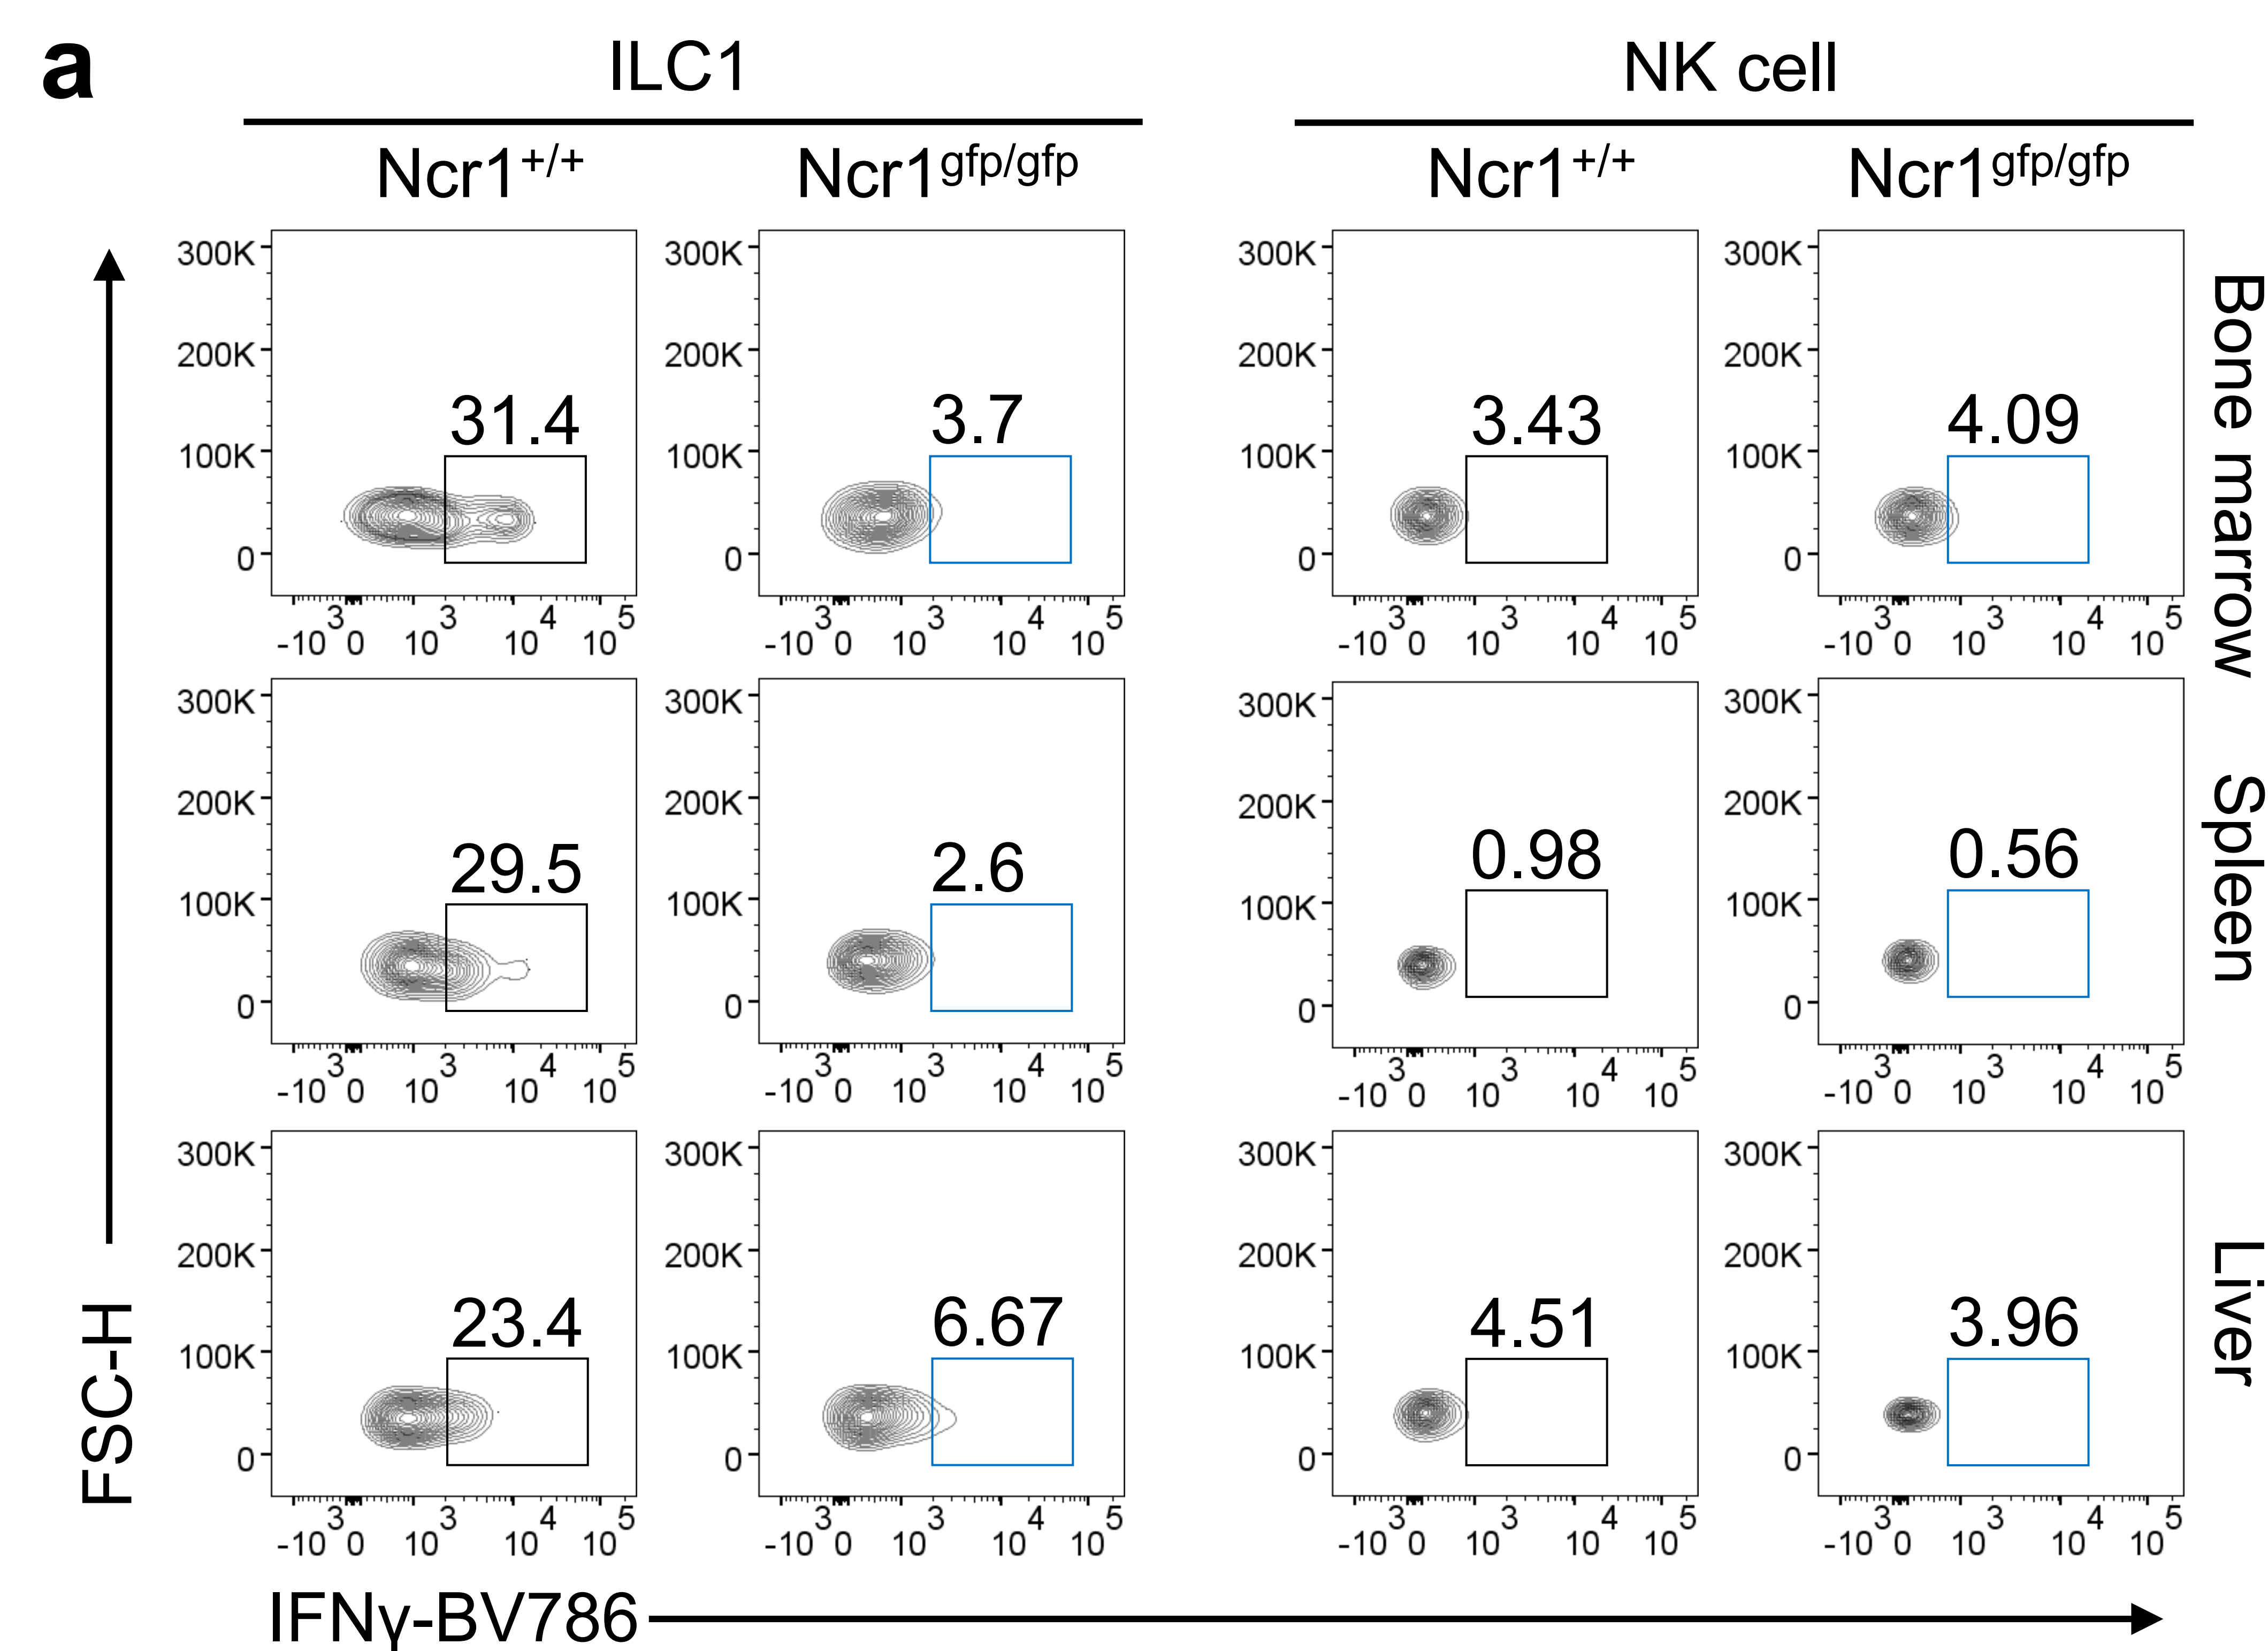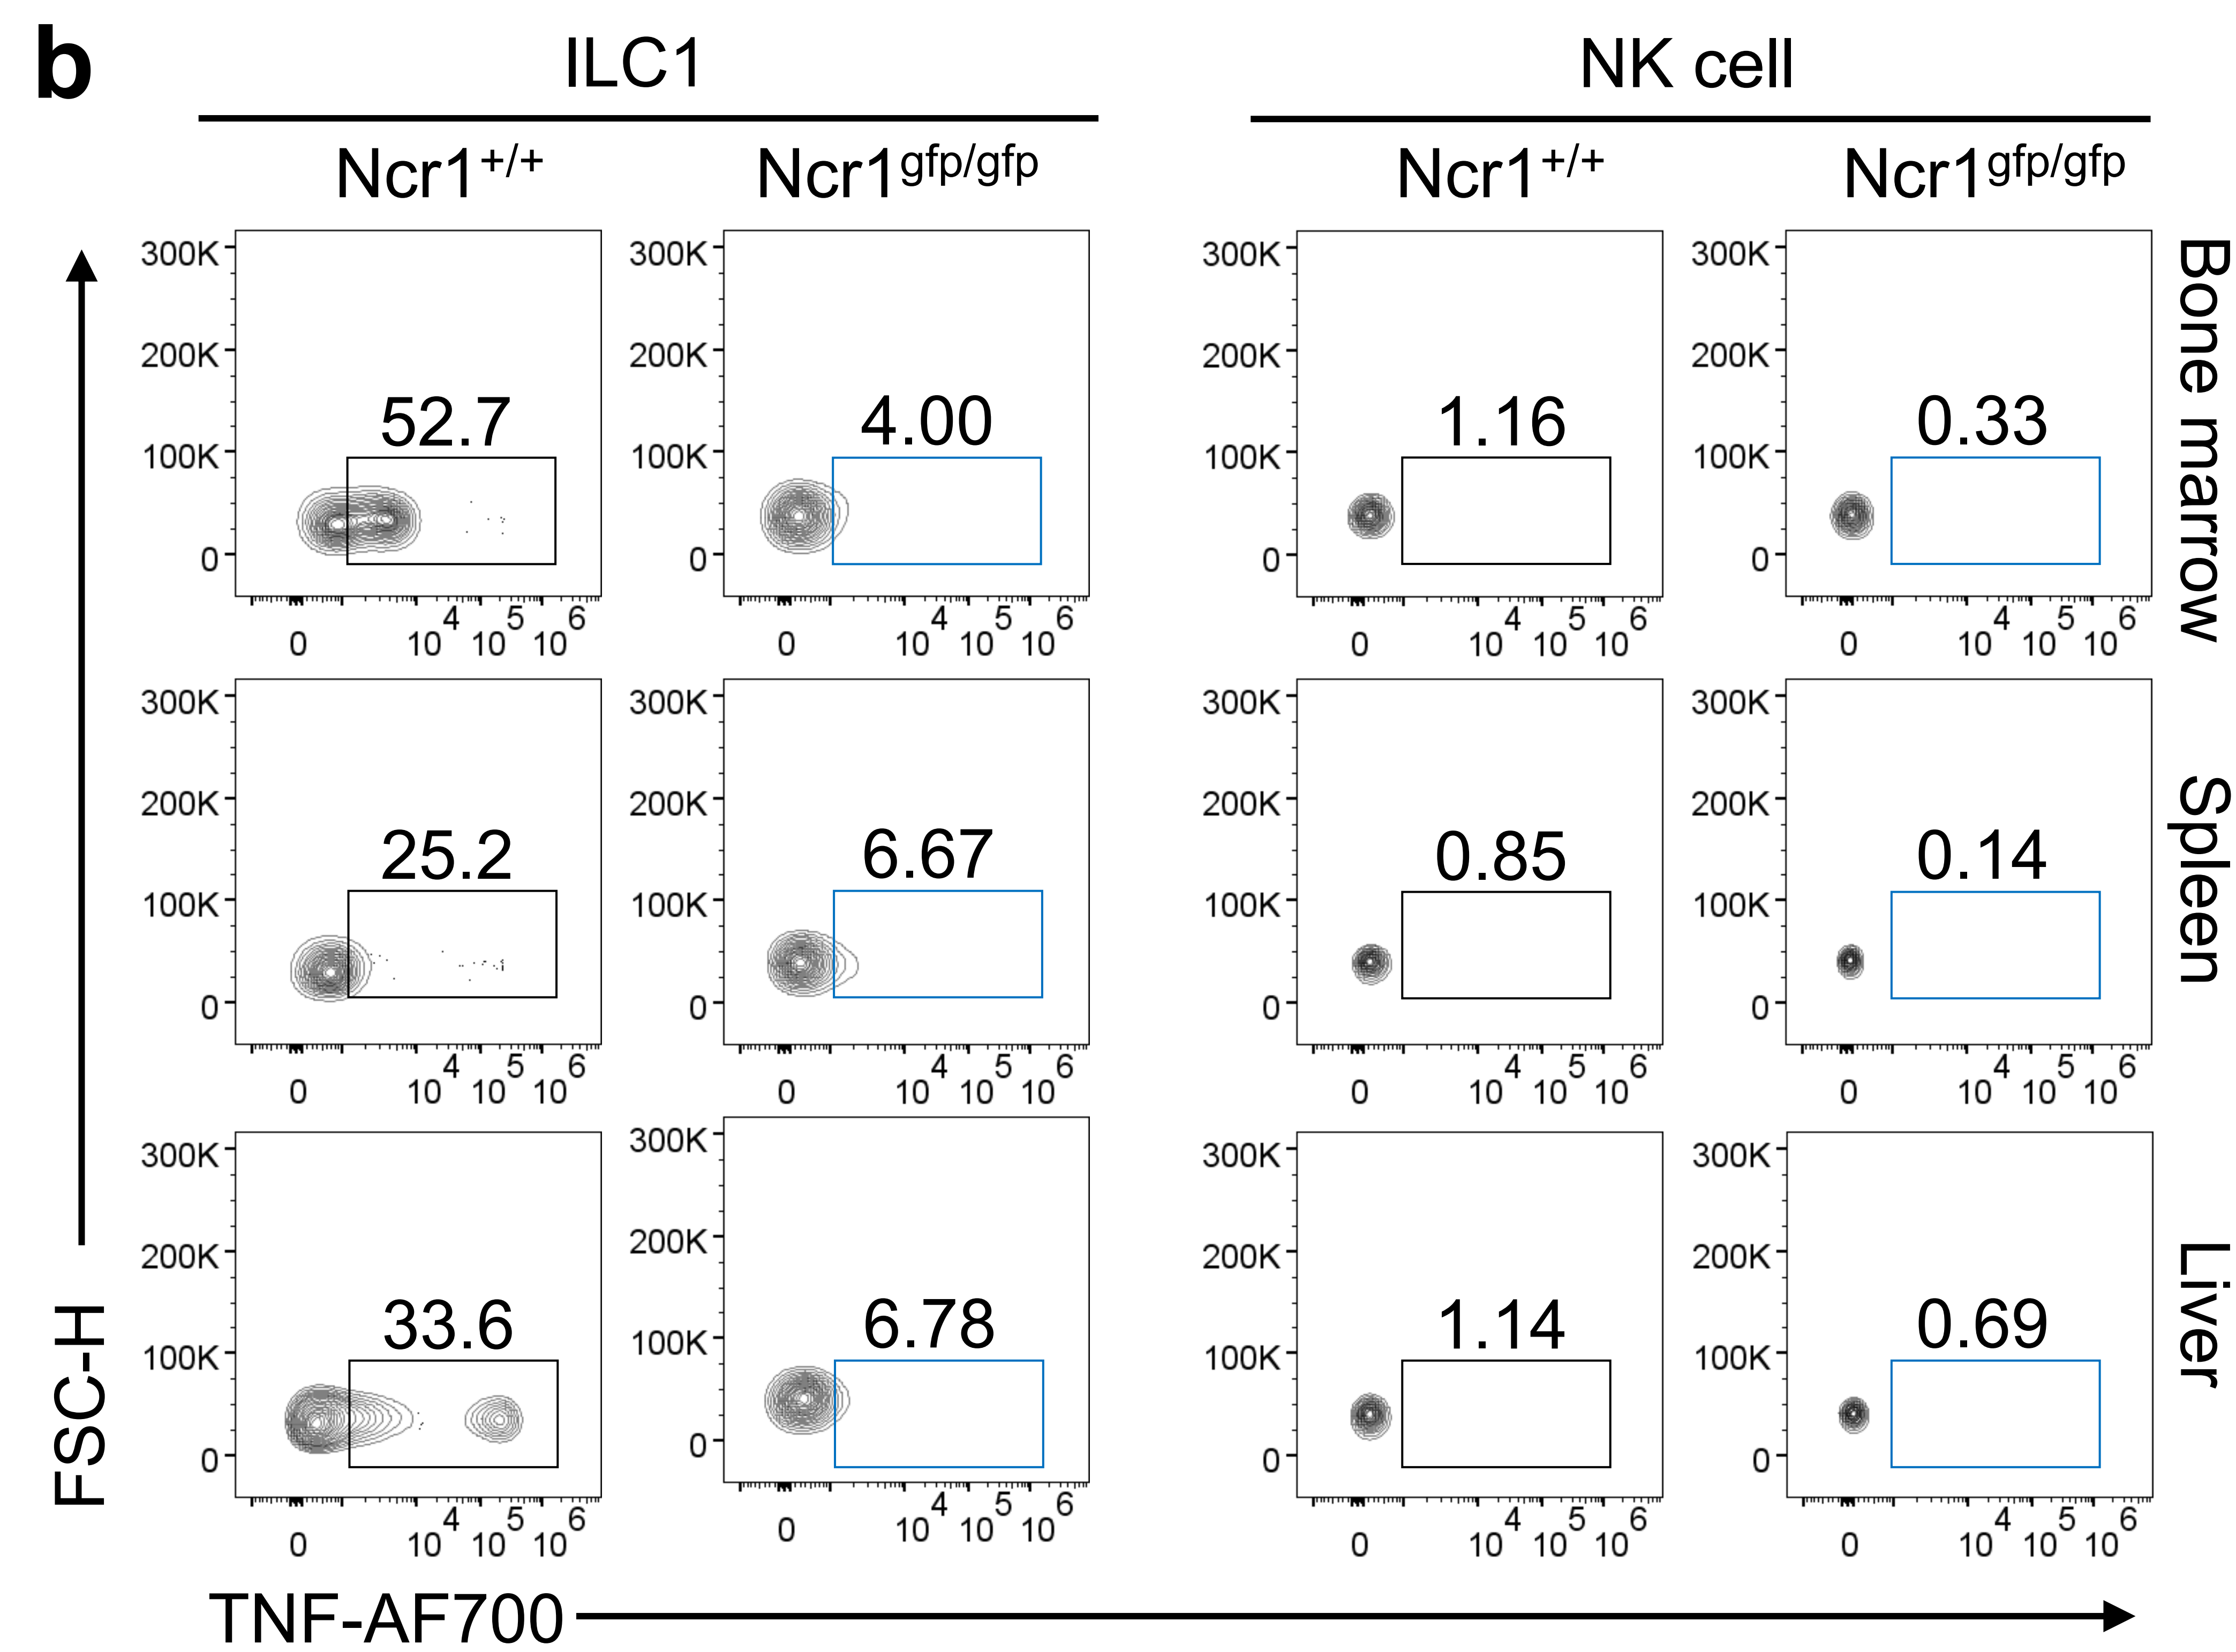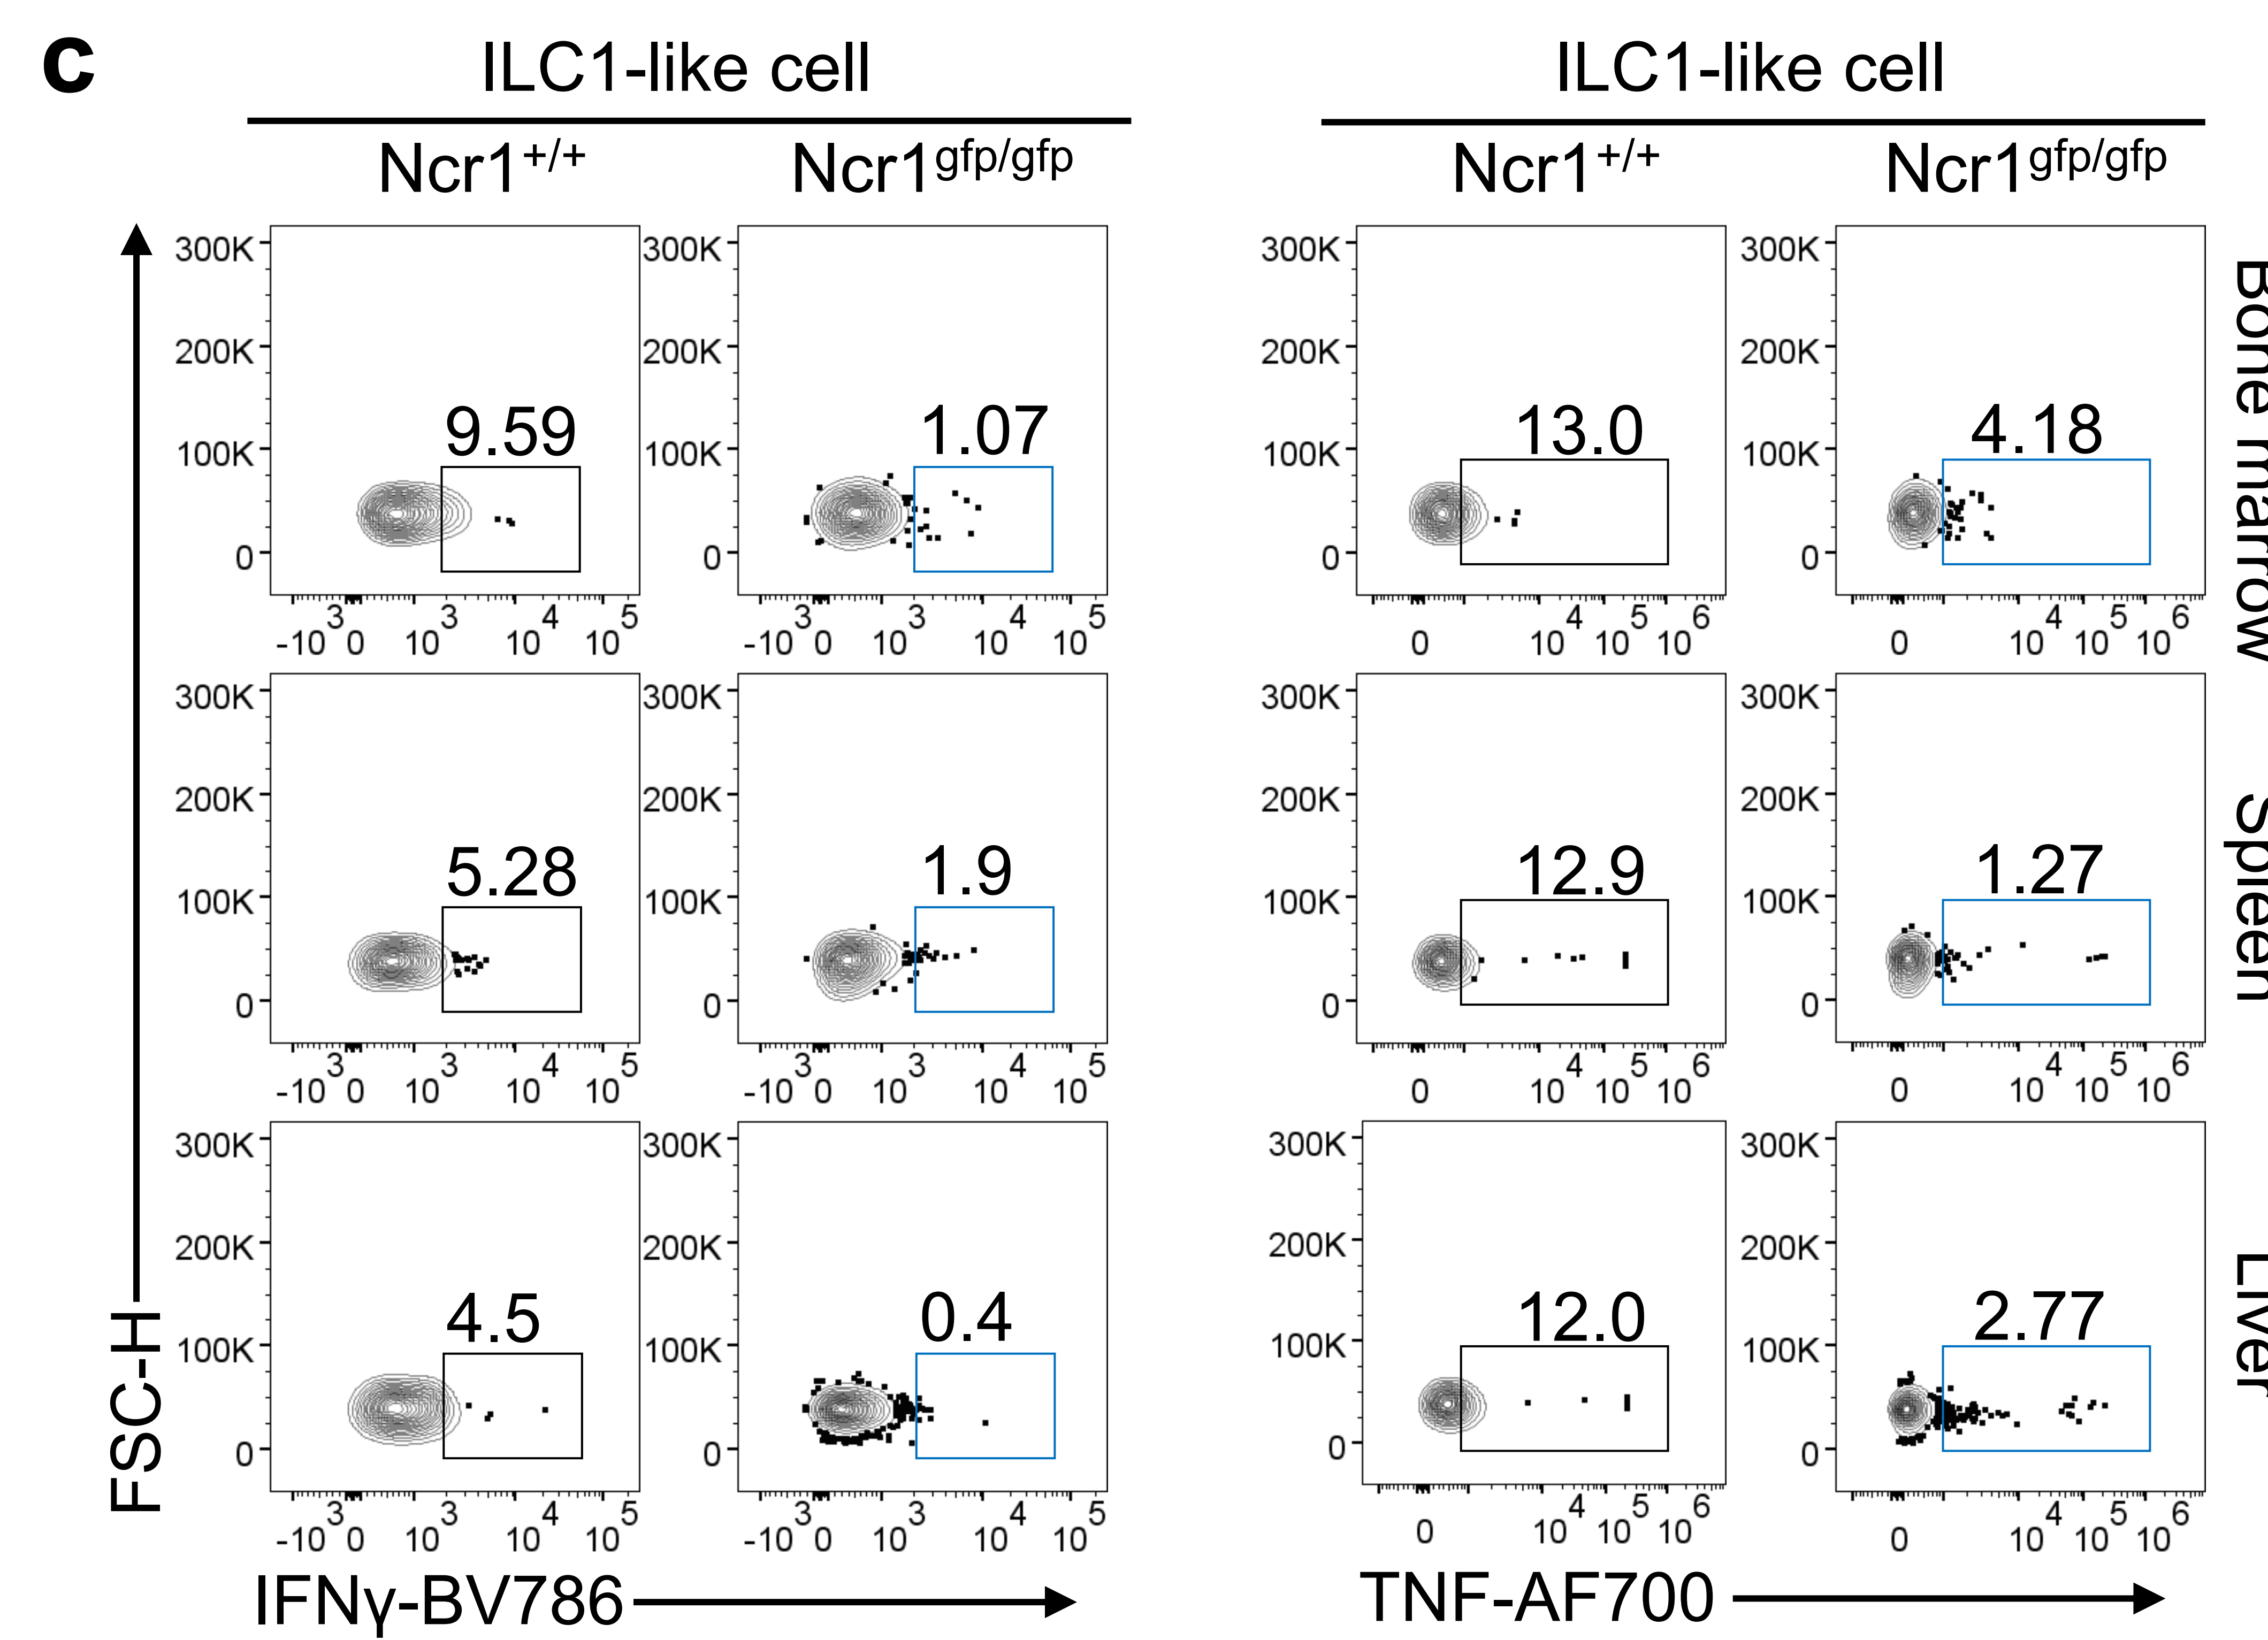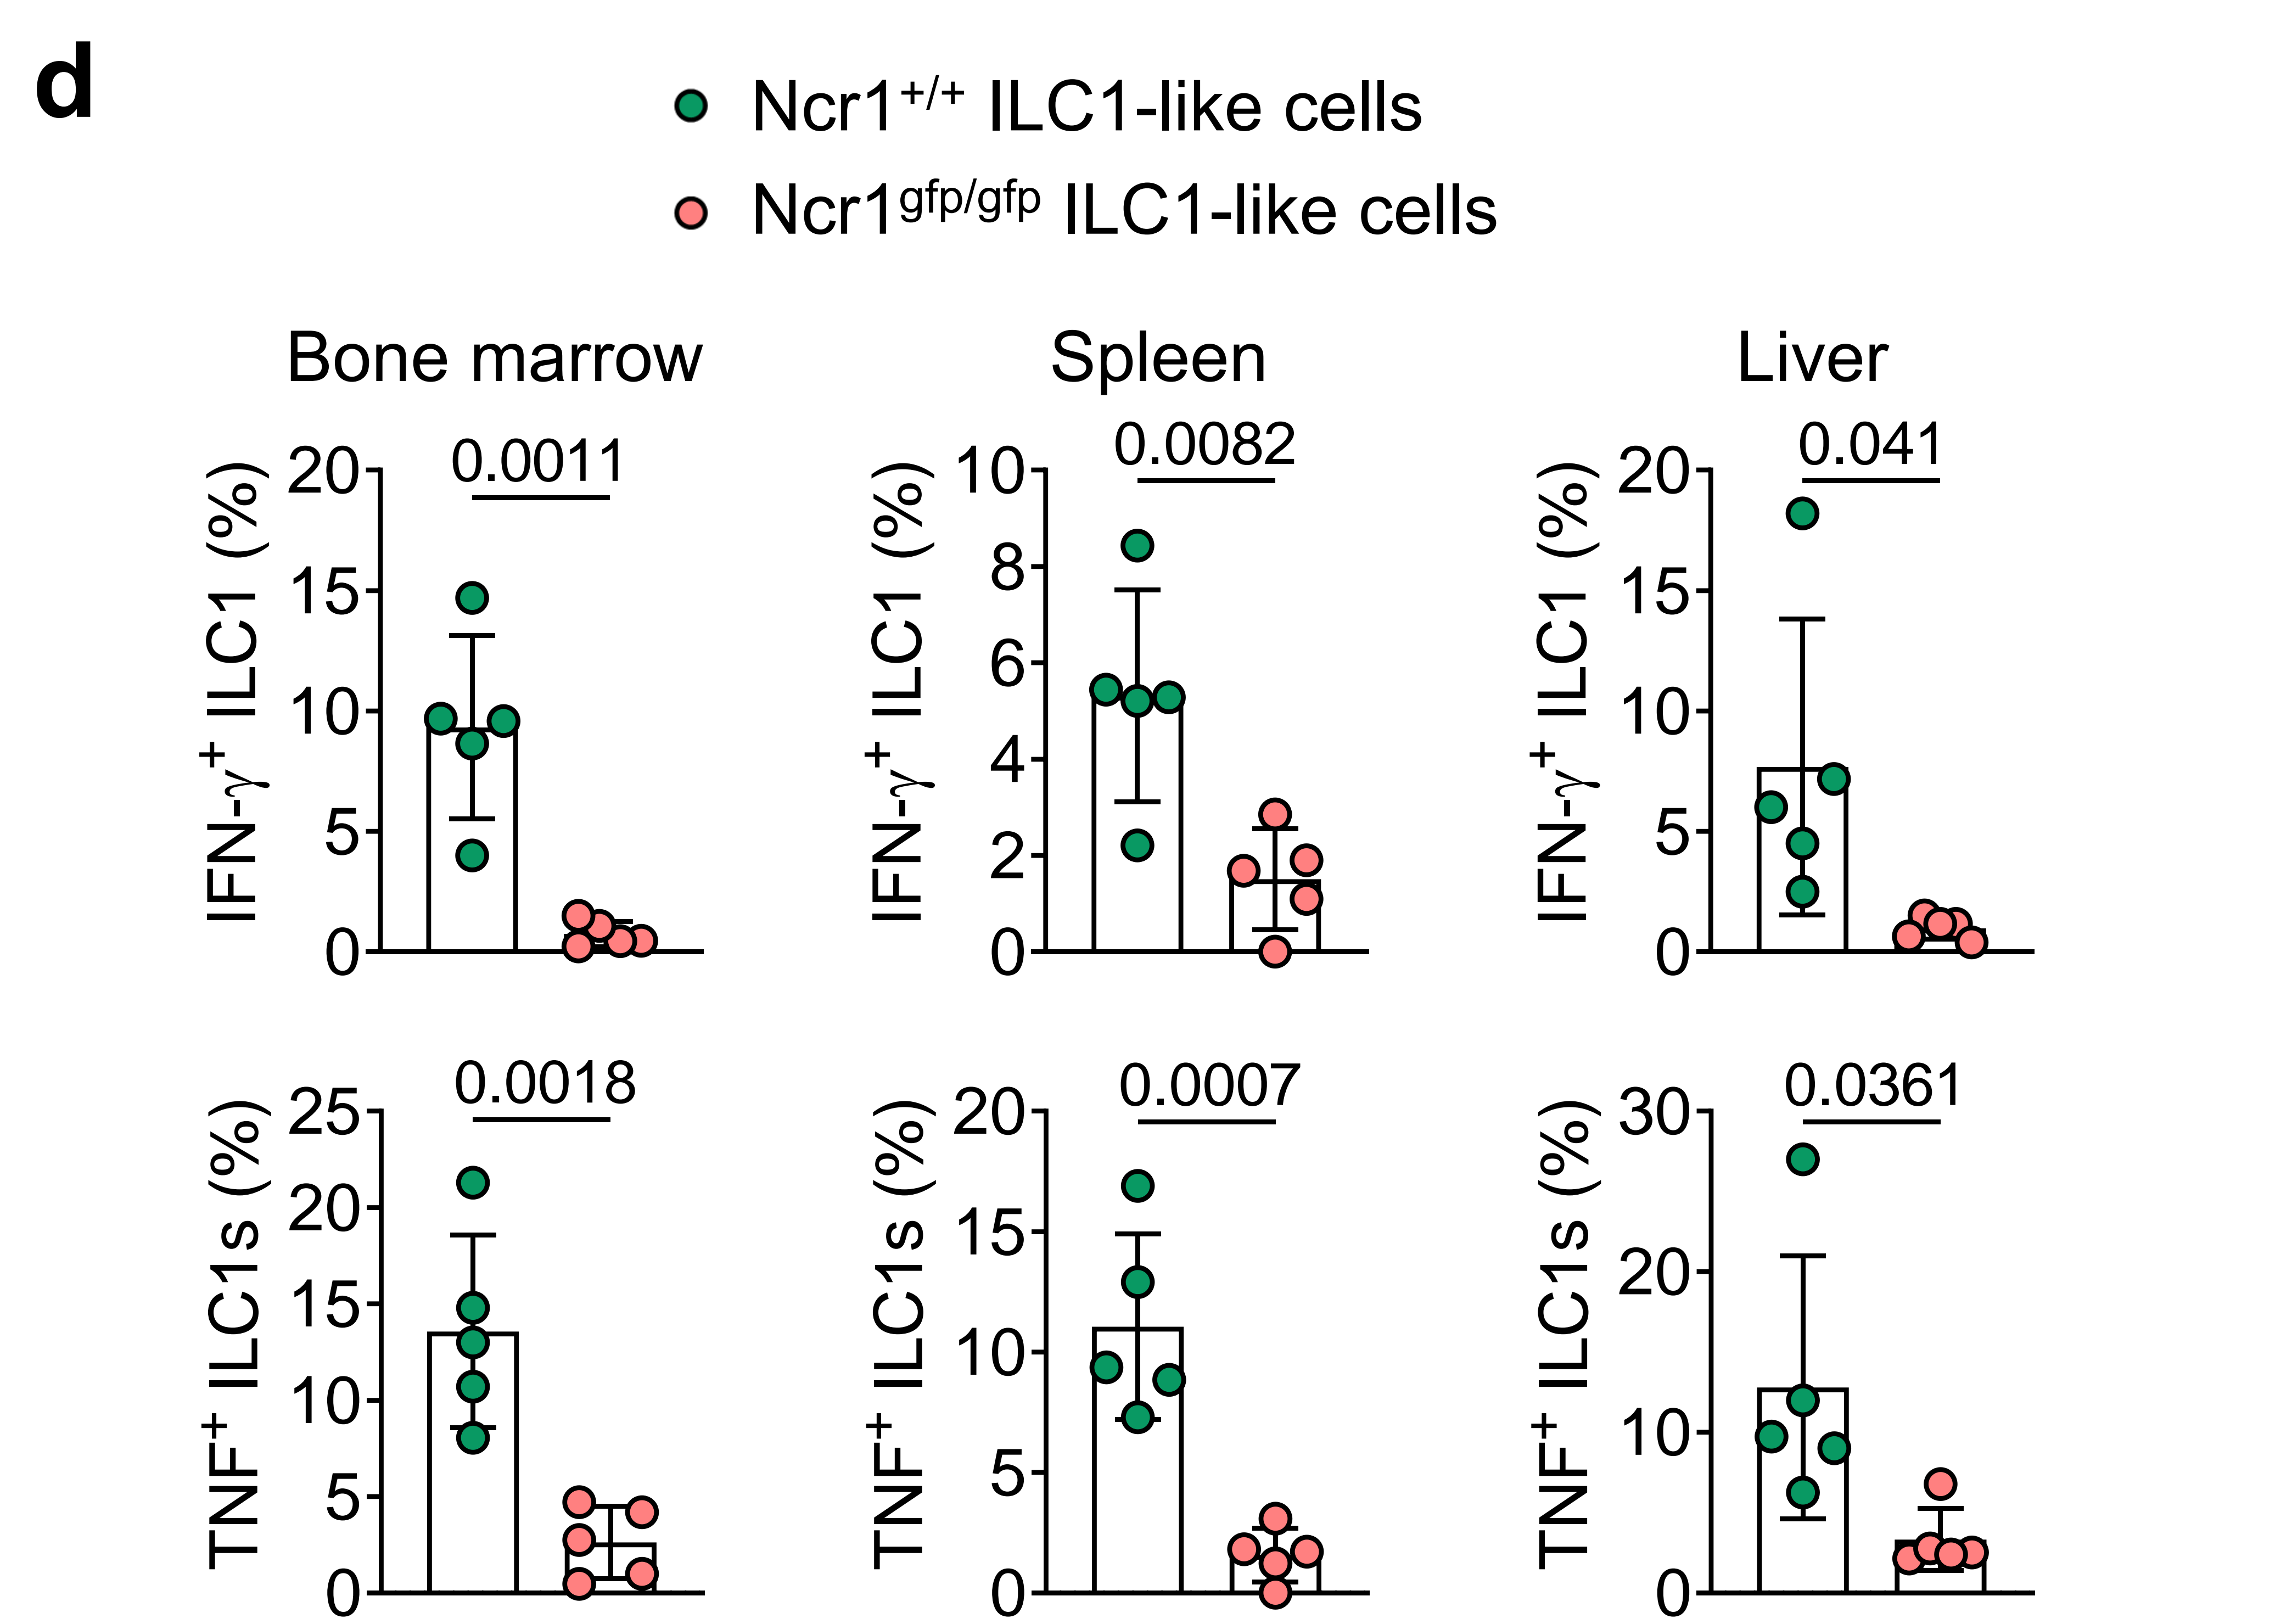

**Supplementary Fig. 6 Production of IFN- $\gamma$  and TNF by ILC1s and ILC1-like cells from *Ncr1<sup>gfp/gfp</sup>* mice is impaired compared to those from *Ncr1<sup>+/+</sup>* mice after both types of mice are implanted with C1498.** Representative flow cytometry plots showing the percentage of IFN- $\gamma$ <sup>+</sup> ILC1s and NK cells (a), TNF<sup>+</sup> ILC1s and NK cells (b) as well as IFN- $\gamma$ <sup>+</sup> and TNF<sup>+</sup> ILC1-like cells (c and d). All cells were isolated from the bone marrow, the spleen, or the liver of mice implanted with C1498. Data are presented as mean  $\pm$  s.d.; *P* values were calculated by two-tailed Student's *t* test (d). Source data are provided as a Source Data file.

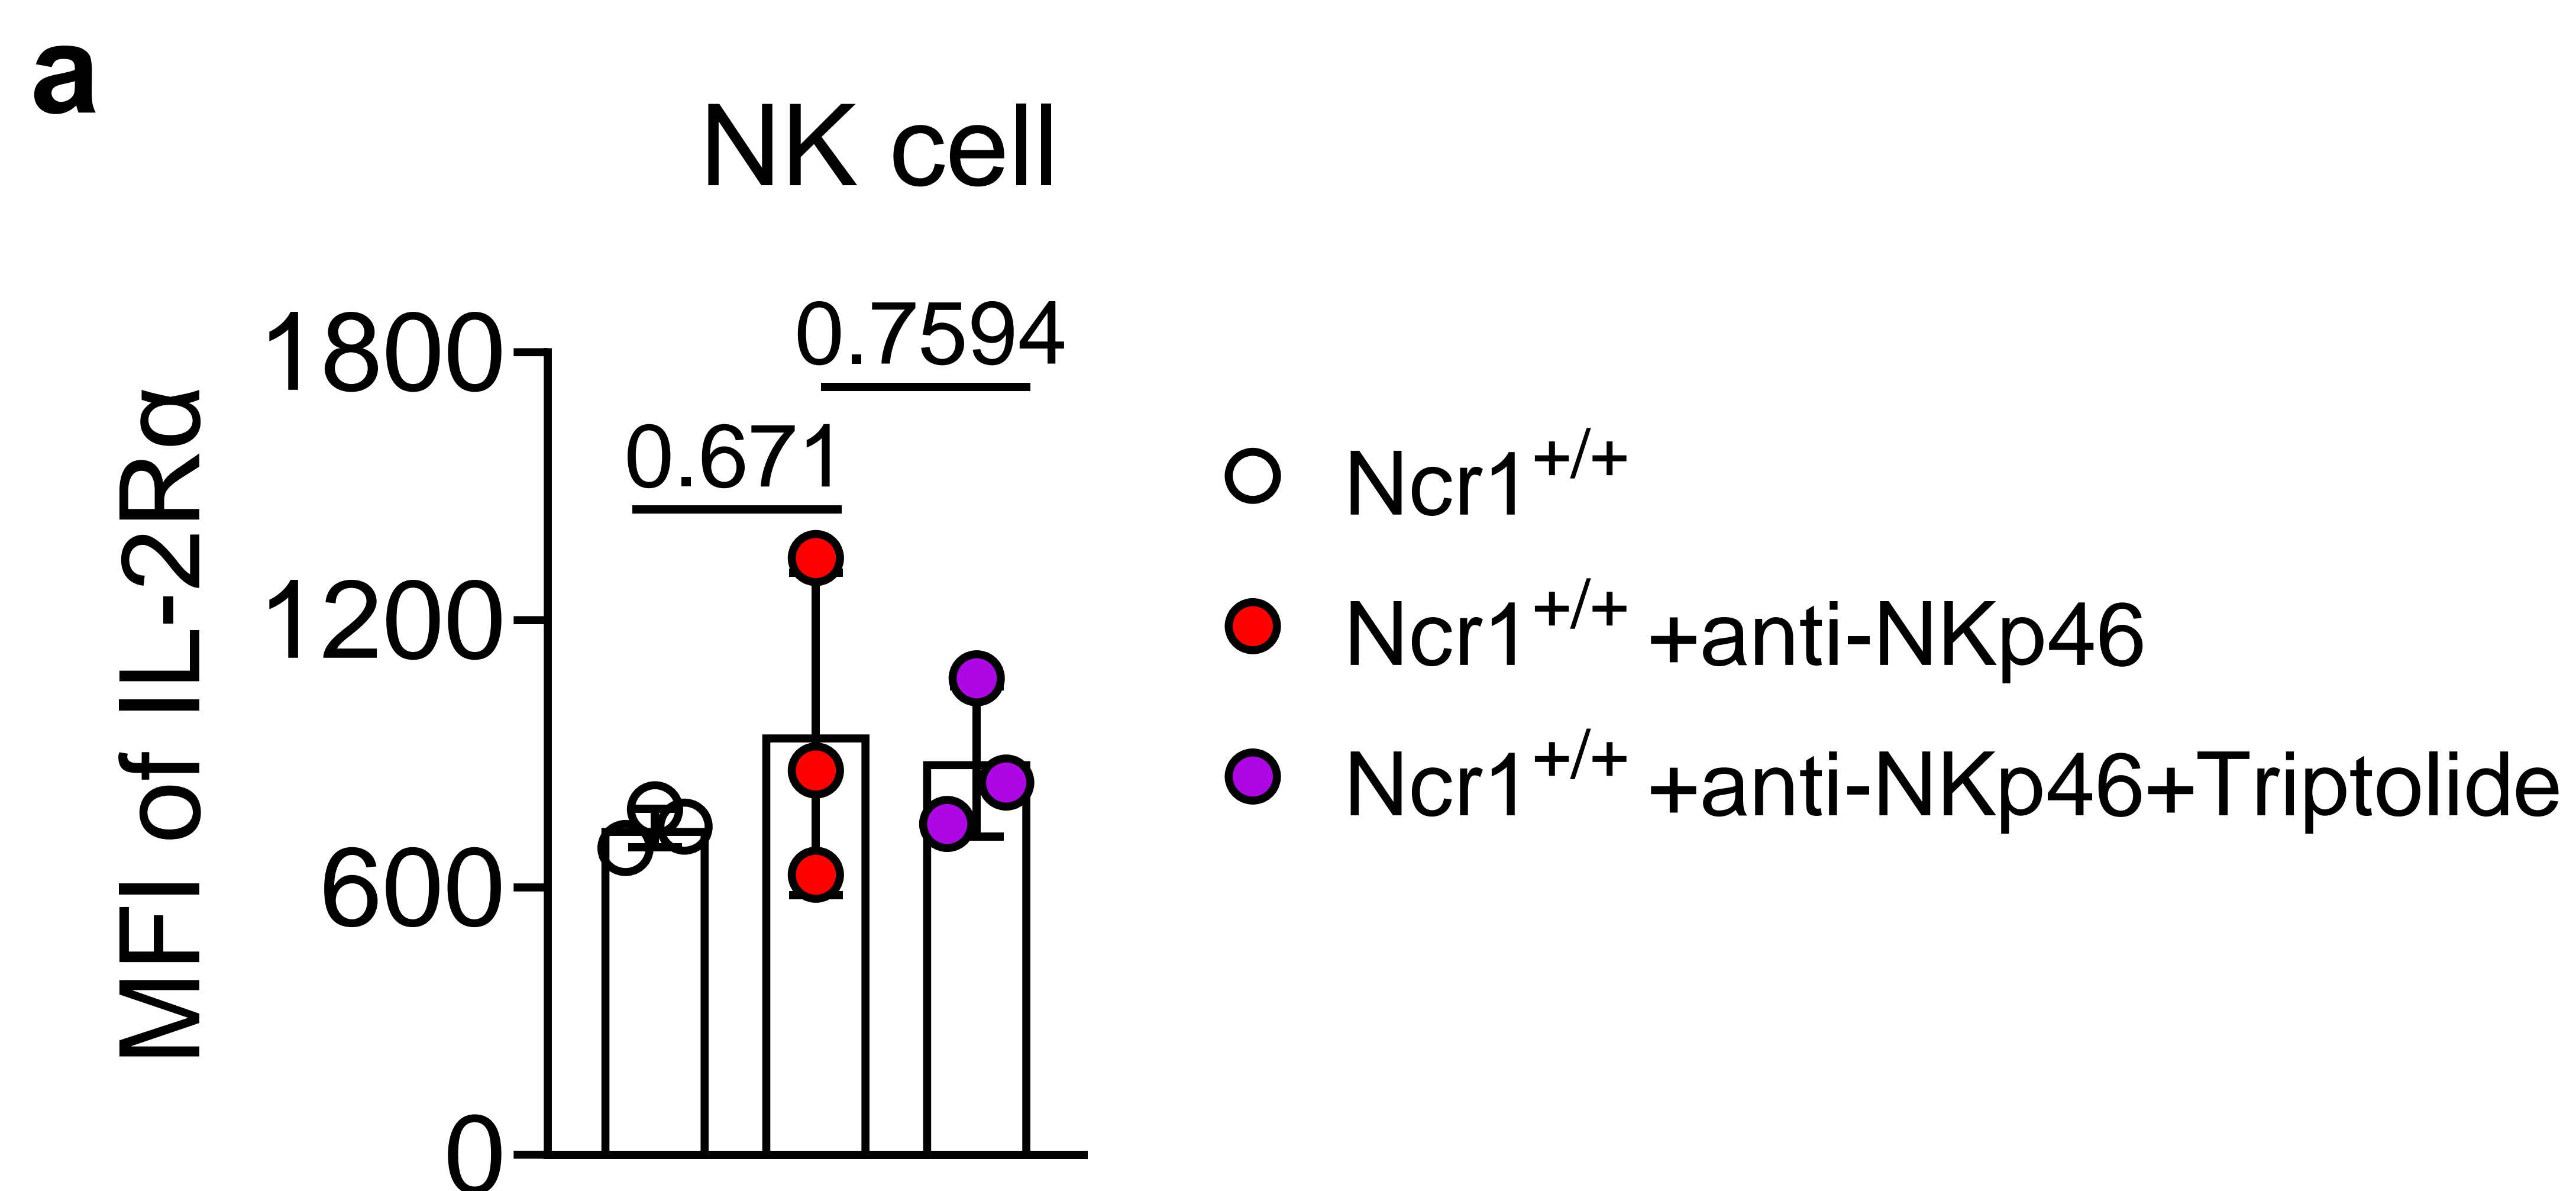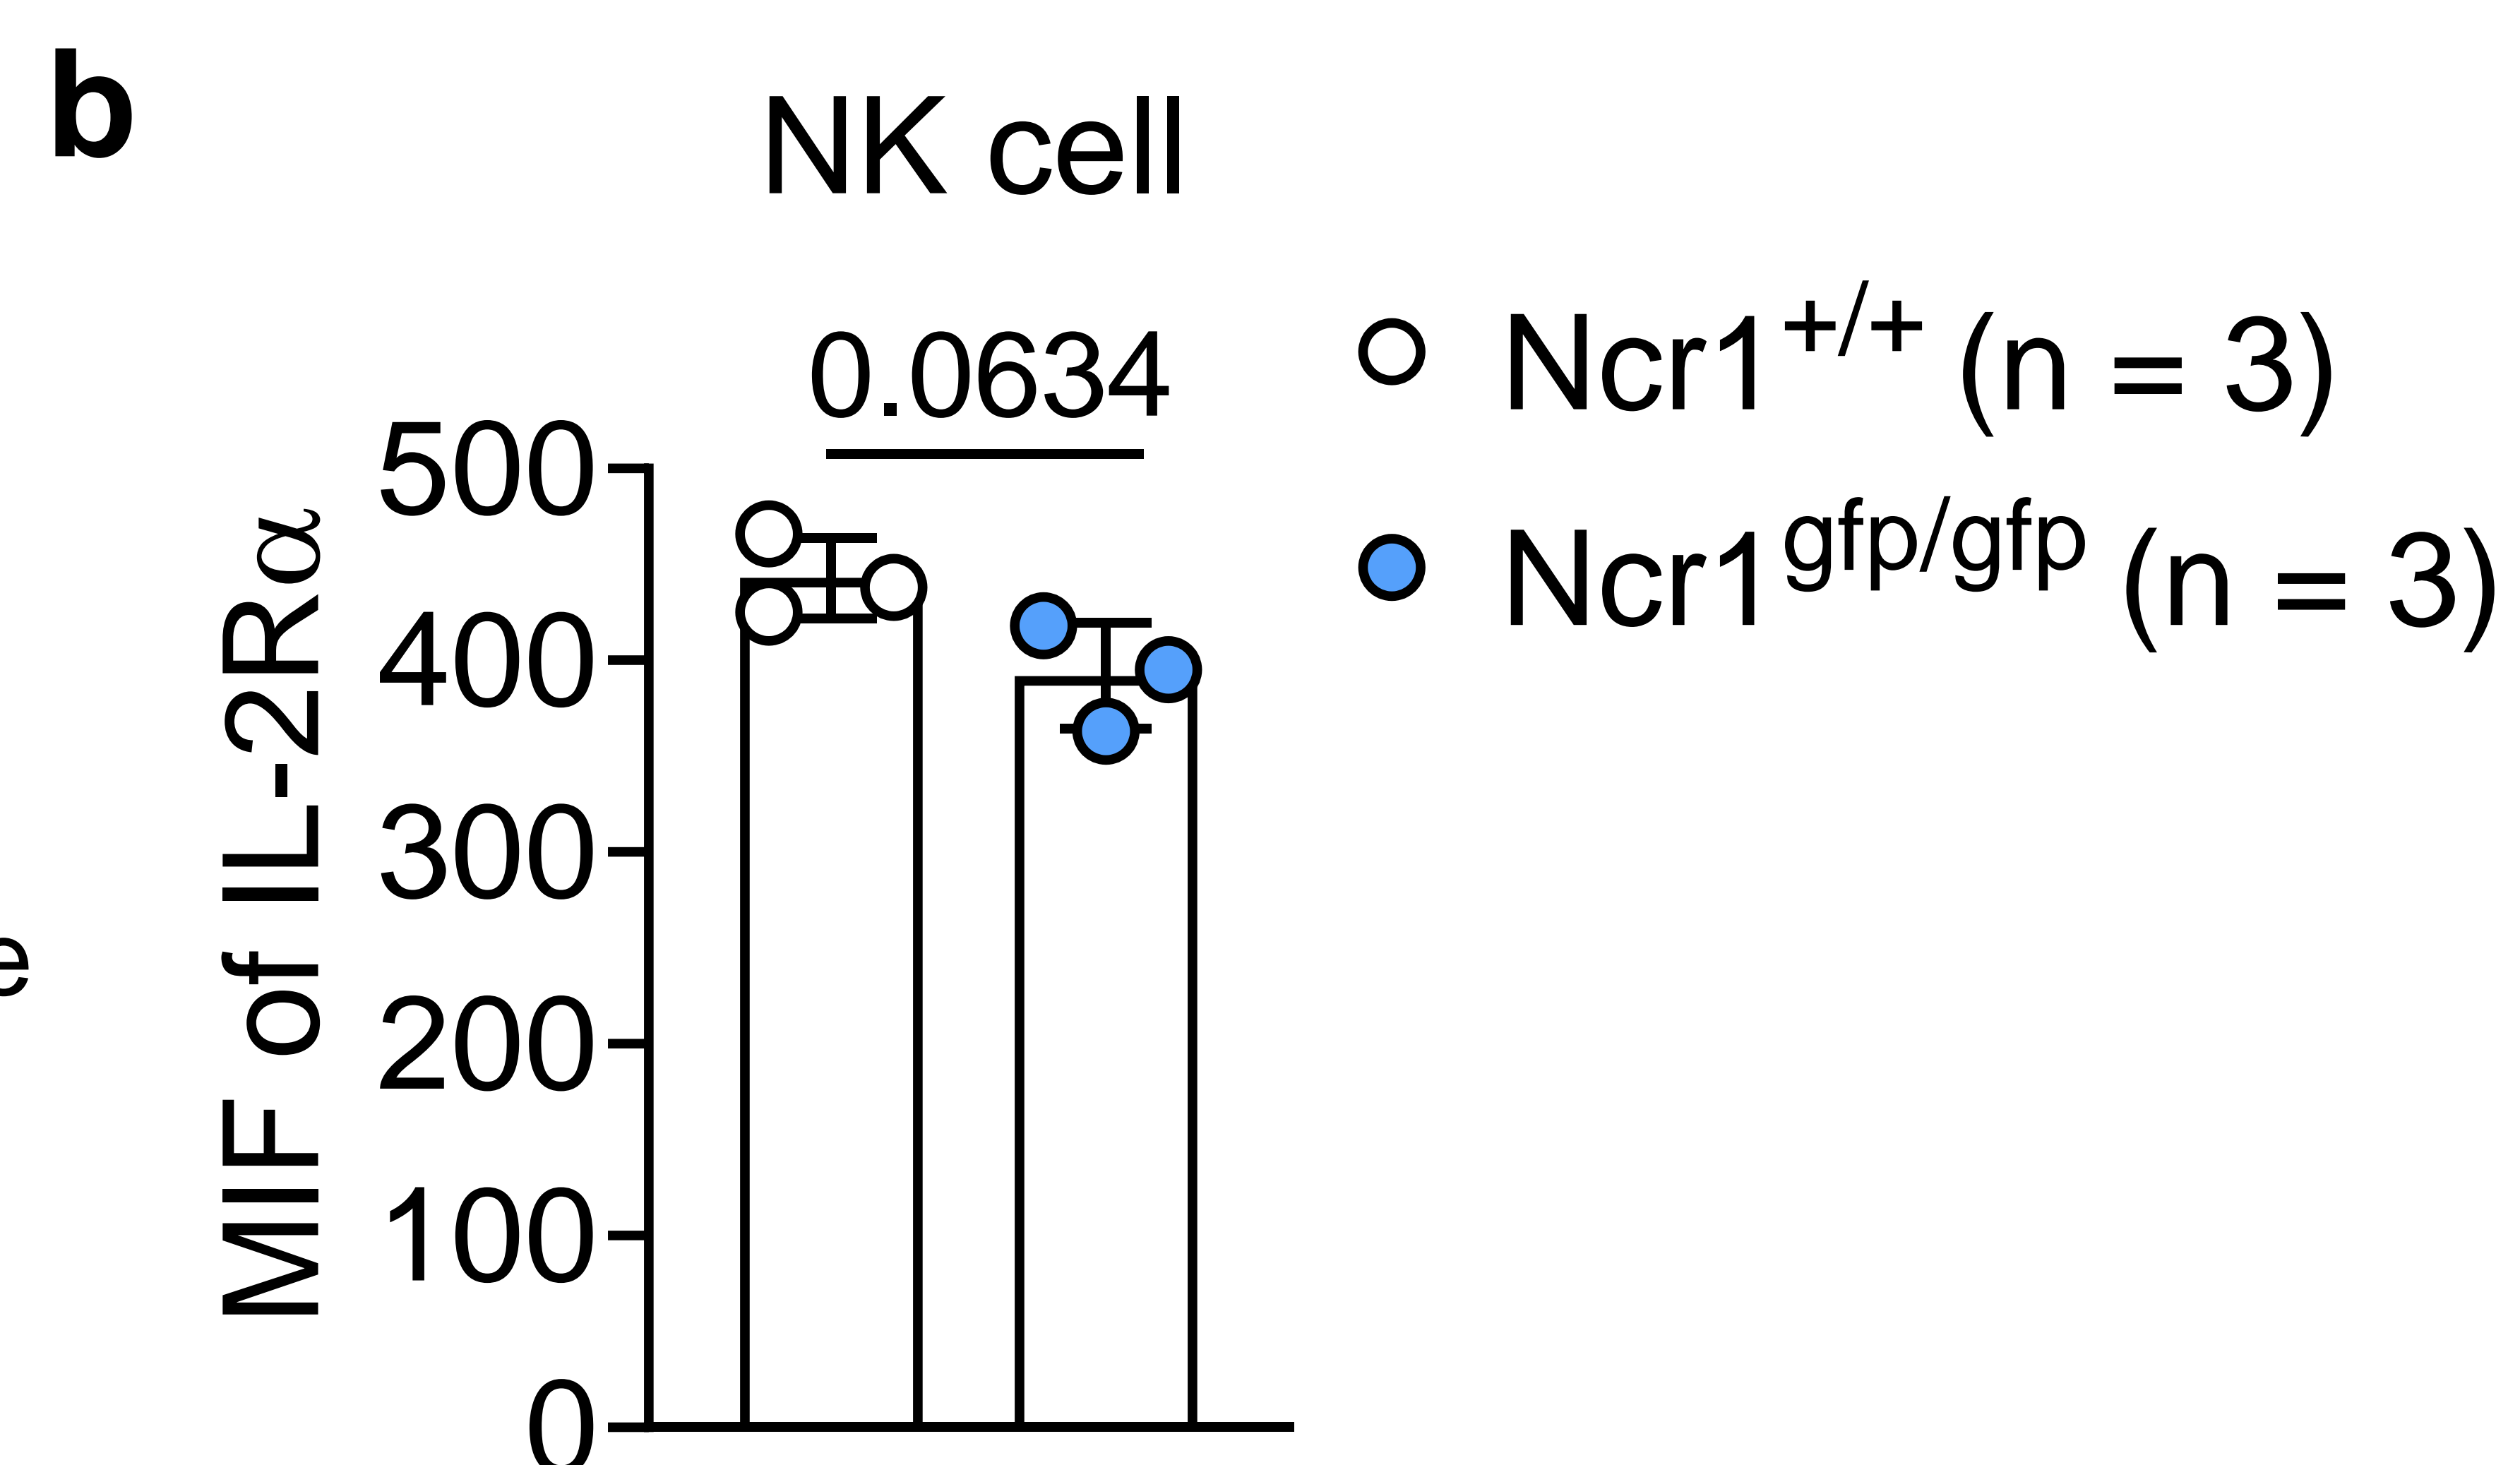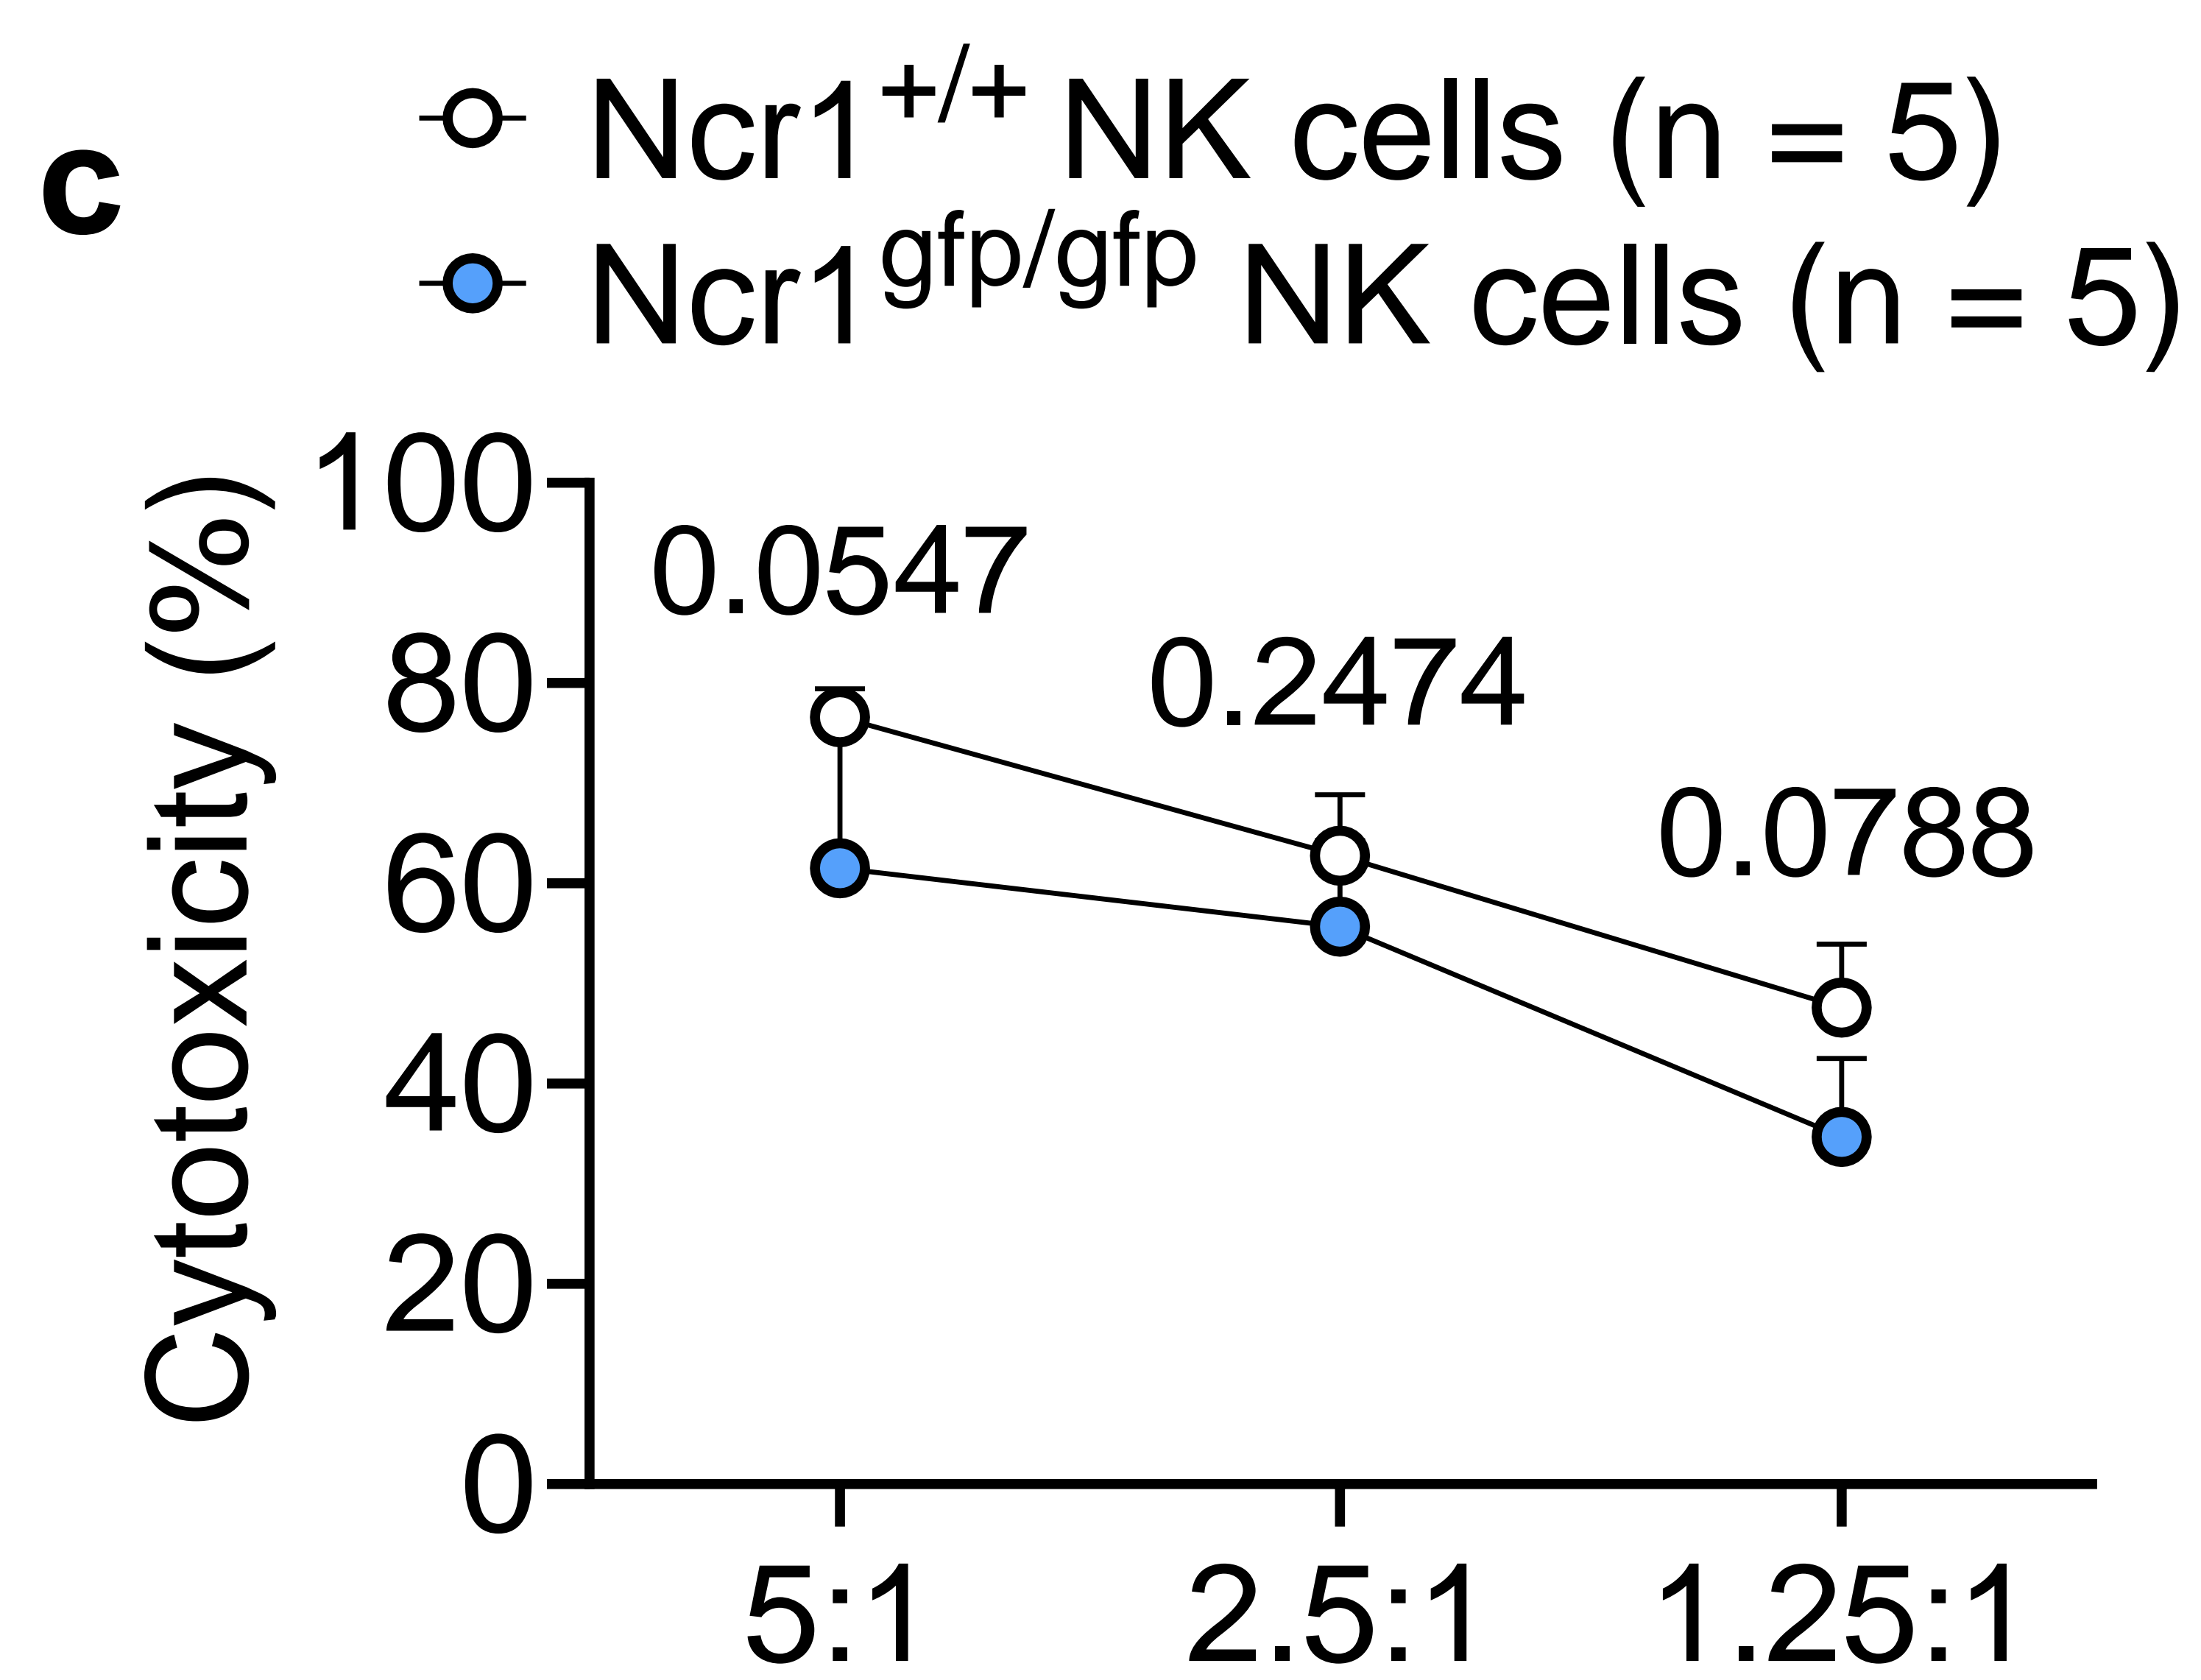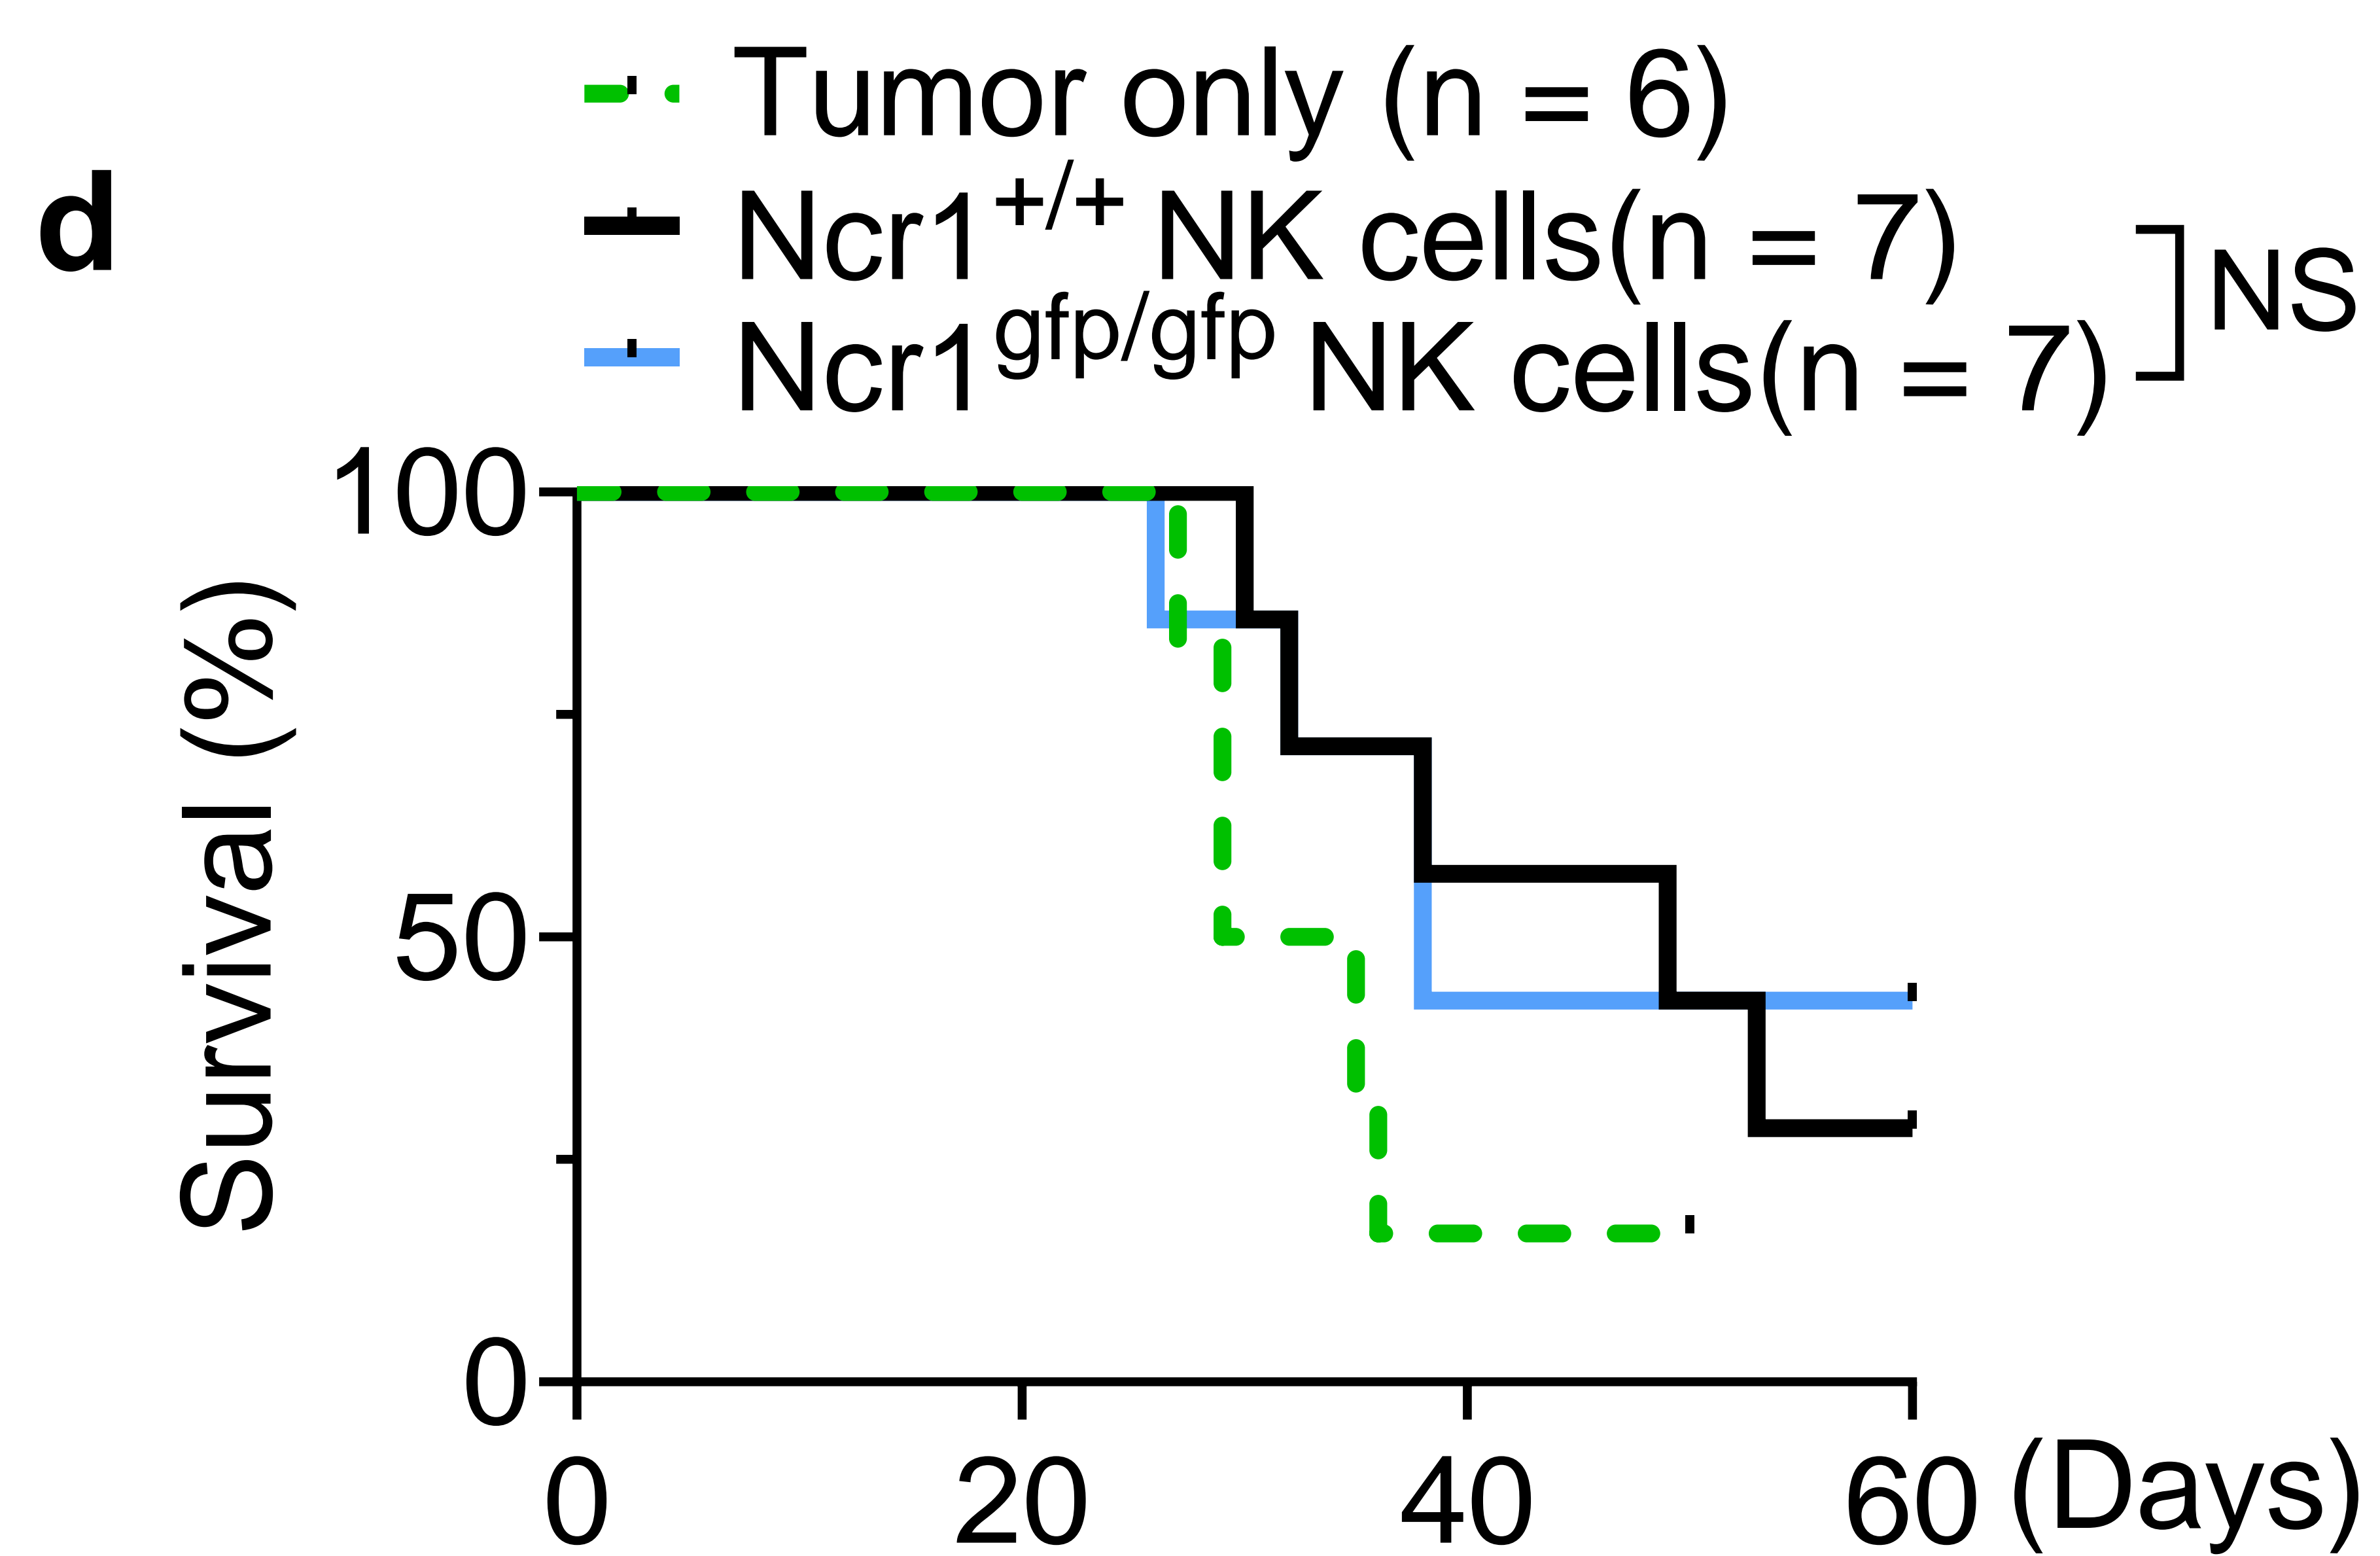

**Supplementary Fig. 7 Loss of NKp46 does not affect the expression of IL-2R $\alpha$  and the cytotoxicity of NK cells in vitro and in vivo.** (a) *Ncr1*<sup>+/+</sup> NK cells were treated with or without anti-NKp46 antibody (5  $\mu$ g/ml) for 3 days in the presence or absence of Triptolide. Quantification of IL-2R $\alpha$  expression on NK cells is shown (n = 3). (b) Expression of IL-2R $\alpha$  on *Ncr1*<sup>+/+</sup> and *Ncr1*<sup>gfp/gfp</sup> NK cells was measured by flow cytometry (n = 3). (c) NK cells sorted from the liver of *Ncr1*<sup>+/+</sup> and *Ncr1*<sup>gfp/gfp</sup> mice were cultured with C1498 at the indicated ratios for 24 h. Luciferase activity in the wells with tumor cells was measured with a luminescence microplate reader (n = 5). (d) *Ncr1*<sup>+/+</sup> and *Ncr1*<sup>gfp/gfp</sup> mice were i.v. co-injected with  $1.0 \times 10^6$  C1498-Luc AML cells, followed by the treatment with  $4.0 \times 10^6$  *Ncr1*<sup>+/+</sup> or *Ncr1*<sup>gfp/gfp</sup> NK cells. Survival of the mice injected with *Ncr1*<sup>+/+</sup> and *Ncr1*<sup>gfp/gfp</sup> NK cells was monitored. Survival data were analyzed by Kaplan-Meier survival analysis and log-rank test (Tumor only: n = 6; *Ncr1*<sup>+/+</sup> and *Ncr1*<sup>gfp/gfp</sup> mice: n = 7). Data are presented as mean  $\pm$  s.d.; *P* values were calculated by two-tailed Student's *t* test (a and b) or linear mixed models with adjustments(c). NS, not significant. Source data are provided as a Source Data file.

# Supplementary material for: NKp46 enhances type 1 innate lymphoid cell proliferation and function and anti-acute myeloid leukemia activity
**Source:** Nat Commun. 2025 Jan 24;16:989. doi: 10.1038/s41467-025-55923-w
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                 |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | BD LSRFortessaTM X20 and BD FACSAriaTM Fusion were used for flow cytometry data collection. Zeiss AxioCam 702 sCMOS Mono was used for acquisition of microscopy data.                                                                                                                                           |
| Data analysis   | Flow Cytometry data were analyzed by FlowJo V10 (Treestar) and Novoexpress (Agilent); Statistical analysis all conducted using GraphPad Prism V9 and SAS v.9.4. Trimmomatic (v.0.38), FASTP(v.0.19.4), RseQC(v.2.5), edgeR (v.3.28.1), GSEA (v.3.0), and Cluster (v.3.0) were used for RNA-sequencing analysis. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper. The RNA-seq data used in this study are accessible in GEO under accession code GSE283199. All other data generated during this study are available upon request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                                                                                                                                                                 |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | Recruitment for this cohort was independent of sex, allowing any healthy donor or patient with newly diagnosed, relapsed, or refractory AML to be eligible. Due to the limited size of the cohort, we did not perform any analyses stratified by sex.                                                                                           |
| Reporting on race, ethnicity, or other socially relevant groupings | Information on race, ethnicity or other socio-economical parameters were not collected for this cohort.                                                                                                                                                                                                                                         |
| Population characteristics                                         | All participants in this study were either healthy donors or patients with relapsed or refractory acute myeloid leukemia. Eligibility criteria required individuals to be at least 18 years old and to provide written informed consent in accordance with national legal and regulatory requirements prior to any project-specific procedures. |
| Recruitment                                                        | Patients who met the inclusion criteria outlined above were recruited for this study, so we do not anticipate any self-selection or other biases.                                                                                                                                                                                               |
| Ethics oversight                                                   | This study was approved by the ethics committee of the City of Hope National Medical Center.                                                                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | A reasonable sample sizes were determined based on our and other investigators experience and similar research reported in the literature to ensure adequate reproducibility of results. The sample size and associated statistics are indicated in the figures and respective legends.                                                                                                                                                                                                                                                                                                    |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | All experiments were reliably reproduced and results are represented as mean $\pm$ SD as appropriate, which is indicated in figure legends. One-way ANOVA model was utilized to compare three or more conditions. Experiments were repeated with at least two to three biologically independent for all results presented in the manuscript. When needed, P values were adjusted for multiple comparisons using Holm's or the Bonferroni method procedure. A P value of 0.05 or less was considered statistically significant, which is described in the methods section of the main text. |
| Randomization   | Peripheral blood cones sed to isolate healthy ILC1s and peripheral blood from patients with AML used to isolate AML ILC1s were de-identified and randomly picked up. No sex and/or gender was considered in the study design and sex and/or gender of participants was determined based on self-report or assigned (and methodology used). In animal study, six- to eight-week-old mice were matched by age and sex and randomly assigned to specific treatment groups.                                                                                                                    |
| Blinding        | Experimenters were blinded to observe survival of mice. Otherwise, blinding was not performed, such as during in vitro experiments, where experimenters were required to know the conditions of each well.                                                                                                                                                                                                                                                                                                                                                                                 |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Anti-Mouse CD3e-PE-Cy7 BD Biosciences Cat# 552774, Clone: 145-2C11; RRID:AB\_394460  
 Anti-Mouse CD19-PE-Cy7 BD Biosciences Cat# 552854, Clone: 1D3; RRID:AB\_394495  
 Anti-Mouse CD335 (NKp46)-AF647 BD Biosciences Cat# 560755, Clone: 29A1.4; RRID:AB\_1727464  
 Anti-Mouse NK1.1-BV510 BD Biosciences Cat# 563096, Clone: PK136; RRID:AB\_2738002  
 Anti-Mouse NK1.1-FITC BD Biosciences Cat# 561082, Clone: PK136; RRID:AB\_394676  
 Anti-Mouse CD49b-PE BD Biosciences Cat# 553858, Clone: DX5; RRID:AB\_395094  
 Anti-Mouse CD49b-BUV395 BD Biosciences Cat# 740250, Clone: HMA2; RRID:AB\_2739996  
 Anti-Rat/Mouse CD49a-BV711 BD Biosciences Cat# 564863, Clone: Ha31/8; RRID:AB\_2738987  
 Anti-Mouse IFN- $\gamma$ -BV786 BD Biosciences Cat# 563773, Clone: XMG1.2; RRID:AB\_2738419  
 Anti-Mouse TNF- $\alpha$ -AF700 BioLegend Cat# 506338, Clone: MP6-XT22; RRID:AB\_2562918  
 Anti-Mouse CD127 (IL-7R $\alpha$ )-BV421 BioLegend Cat# 121127, Clone: SB/199; RRID:AB\_3106223  
 Anti-Mouse CD127 (IL-7R $\alpha$ )-PerCP/Cyanine5.5 BioLegend Cat# 121114, Clone: SB/199; RRID:AB\_1134206  
 Anti-Mouse IL-18R1-PerCP-e710 ThermoFisher Cat #46-5183-82, Clone: P3TUNYA; RRID:AB\_2573764  
 Anti-Mouse CD25-BV605 Biolegend Cat# 102036, Clone: PC61; RRID:AB\_11126977  
 Anti-Mouse CD215-PE Biolegend Cat# 153504, Clone: 6B4C88; RRID:AB\_2721341  
 Anti-Mouse CD122-BV786 BD Biosciences Cat# 740908, Clone: 5H4; RRID:AB\_2740552  
 Anti-Mouse CD132-BV421 BD Biosciences Cat# 740037, Clone: 4G3; RRID:AB\_2739807  
 Anti-Mouse IL-12R $\beta$ 1-PE BD Biosciences Cat# 551974, Clone: 114; RRID:AB\_394310  
 Anti-Mouse IL-12R $\beta$ 2-APC R&D Cat# FAB1959A-025, Clone: 305719; RRID:AB\_2124049  
 Anti-Mouse CD200R1-APC ThermoFisher Cat# 17-5201-82, Clone# OX110; RRID:AB\_10717289  
 Anti-Granzyme A-PerCP-eFluor™ 710 ThermoFisher Cat# 46-5831-82, Clone: GzA-3G8.5; RRID:AB\_2573775  
 Anti-Granzyme B-PE Biolegend Cat# 372208, Clone: QA16A02; RRID:AB\_2687031  
 Anti-Granzyme C-BV421 BD Biosciences Cat# 569861, Clone: SFC1D8.rMAb; RRID:NO  
 Brilliant Violet 421™ anti-STAT3 Phospho (Tyr705) Antibody Biolegend, Cat# 651010, Clone: 13A3-1; RRID:AB\_2572087  
 PE anti-STAT3 Phospho (Ser727) Antibody Biolegend Cat# 698906, Clone: A16089B; RRID:AB\_2721646  
 Phospho-Stat5 (Tyr694) (D47E7) XP® Rabbit mAb (PE Conjugate), Cell Signaling Technology Cat# 14603, Clone: D47E7; RRID:AB\_AB\_2798533  
 PE anti-p38 MAPK Phospho (Thr180/Tyr182) Recombinant Antibody Biolegend, Cat# 690254, Clone: A16016A.Rec; RRID:AB\_3097635  
 Anti-Human CD3-FITC BD Biosciences Cat# 561802, Clone: HIT3a; RRID:AB\_395745  
 Anti-Human CD4-FITC BD Biosciences Cat# 555346, Clone: RPA-T4; RRID:AB\_395751  
 Anti-Human CD8-FITC BD Biosciences Cat# 555634, Clone: HIT8a; RRID:AB\_395996  
 Anti-Human CD14-FITC BD Biosciences Cat# 555397, Clone: M5E2; RRID:AB\_395798  
 Anti-Human CD15-FITC BD Biosciences Cat# 555401, Clone: HI98; RRID:AB\_395801  
 Anti-Human CD16-FITC BD Biosciences Cat# 555406, Clone: 3G8; RRID:AB\_395806  
 Anti-Human CD19-FITC BD Biosciences Cat# 555412, Clone: HIB19; RRID:AB\_395812  
 Anti-Human CD20-FITC BD Biosciences Cat# 555622, Clone: 2H7; RRID:AB\_395988  
 Anti-Human CD33-FITC BD Biosciences Cat# 555626, Clone: HIM3-4; RRID:AB\_395992  
 Anti-Human CD34-FITC BD Biosciences Cat# 555821, Clone: 581; RRID:AB\_396150  
 Anti-Human CD203C (NP4D6)-FITC Thermo Fisher Scientific Cat# MA5-28586, Clone: NP4D6; RRID:AB\_2745545  
 Anti-Human Fc $\epsilon$ R1 $\alpha$ -FITC Biolegend Cat# 334608, Clone: AER-37 (CRA-1); RRID:AB\_1227654  
 Anti-Human CD56 (NCAM-1)-AF700 BD Biosciences Cat# 557919, Clone: B159; RRID:AB\_396940  
 Anti-Human CD56 (NCAM-1)-FITC BD Biosciences Cat# 562794, Clone: B159; RRID:AB\_2737799  
 Anti-Human CD56-BV421 BD Biosciences Cat# 562751, Clone: NCAM16.2; RRID:AB\_2732054  
 Anti-Human CD127-APC BD Biosciences Cat# 558598, Clone: HIL-7R-M21; RRID:AB\_647113  
 Anti-Human CD117-PE BD Biosciences Cat# 555714, Clone: YB5.B8; RRID:AB\_396058  
 Anti-Human CD294 (CRTH2)-PE-Cy7 Biolegend Cat# 350118, Clone: BM16; RRID:AB\_2562470  
 Anti-Human NKp46-BV605 BD Bioscience Cat# 743710, clone: 9E2/NKp46; RRID:AB\_2741689  
 7-AAD Staining Solution 2mL antibody BD Biosciences Cat# 559925, RRID:AB\_2869266  
 DAPI Solution BD Biosciences Cat# 564907, RRID:AB\_2869624  
 Violet Live Cell Caspase Probe BD Biosciences Cat# 565521, RRID:AB\_2869682

Annexin V-PE Biolegend Cat# 640947, RRID: NO  
 Anti-Human TNF BV650 Biolegend Cat# 502938, Clone: MAb11; RRID: AB\_2561355  
 Anti-Human IFN- $\gamma$  -BV421 Biolegend Cat# 506538, Clone: B27; RRID: AB\_2801097  
 Phospho-NF- $\kappa$ B p65 (Ser536) (93H1) Rabbit mAb (PE Conjugate) Cell signaling Technology Cat# 5733, Clone: 93H1; RRID: AB\_10706937  
 PE anti-NF- $\kappa$ B p65 Antibody Biolegend Cat# 653004, Clone: 14G10A21; RRID: AB\_2562768  
 BD Horizon™ BUV395 Mouse Anti-Ki-67 BD Biosciences Cat# 564071, Clone: B56; RRID: AB\_2738577  
 BD Horizon™ BV421 Rabbit Anti-Active Caspase-3 BD Biosciences Cat# 570786, Clone: C92-605.rMAb; RRID: NO  
 Rat IgG2a kappa Isotype Control (eBR2a) ThermoFisher Cat# 16-4321-82, clone: eBR2a; RRID: AB\_470156  
 CD335 (Nkp46) Monoclonal Antibody (29A1.4) ThermoFisher Cat# 16-3351-81, Clone: 29A1.4; RRID: AB\_1724164  
 Nkp46 Polyclonal Antibody ThermoFisher Cat# PA5-46986, clone: Polyclonal; RRID: AB\_2606904  
 Ultra-LEAF™ Purified anti-mouse CD314 (NKG2D) Antibody Biolegend Cat# 115713, Clone: C7; RRID: AB\_2832393  
 BD Horizon™ BV510 Mouse anti-BrdU BD Biosciences Cat# 563445, Clone: 3D4; RRID: AB\_2738210

## Validation

All antibodies commercially available flow cytometry antibodies for staining mouse and human samples and validated by the manufacturer.  
 BD Biosciences (<https://www.bdbiosciences.com/en-us/reagents/research-reagents/antibodies-and-buffers>)  
 BioLegend (<https://www.biolegend.com/nl-nl/reproducibility>)  
 ThermoFisher Scientific (<https://www.thermofisher.com/us/en/home/life-science/antibodies/invitrogenantibody-validation.html>)  
 These antibodies are further validated and routinely used in our lab.

Anti-Mouse CD3e-PE-Cy7 BD Biosciences Cat# 552774, Clone: 145-2C11; RRID: AB\_394460  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cy-7-hamster-anti-mouse-cd3e.552774>

Anti-Mouse CD19-PE-Cy7 BD Biosciences Cat# 552854, Clone: 1D3; RRID: AB\_394495  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cy-7-rat-anti-mouse-cd19.552854>

Anti-Mouse CD335 (Nkp46)-AF647 BD Biosciences Cat# 560755, Clone: 29A1.4; RRID: AB\_1727464  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/alexa-fluor-647-rat-anti-mouse-cd335-nkp46.560755>

Anti-Mouse NK1.1-BV510 BD Biosciences Cat# 563096, Clone: PK136; RRID: AB\_2738002  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv510-mouse-anti-mouse-nk-1-1.563096>

Anti-Mouse NK1.1-FITC BD Biosciences Cat# 561082, Clone: PK136; RRID: AB\_394676  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-mouse-anti-mouse-nk-1-1.561082>

Anti-Mouse CD49b-PE BD Biosciences Cat# 553858, Clone: DX5; RRID: AB\_395094  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-rat-anti-mouse-cd49b.553858>

Anti-Mouse CD49b-BUV395 BD Biosciences Cat# 740250, Clone: HM $\alpha$ 2; RRID: AB\_2739996  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-hamster-anti-mouse-cd49b.740250>

Anti-Rat/Mouse CD49a-BV711 BD Biosciences Cat# 564863, Clone: Ha31/8; RRID: AB\_2738987  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv711-hamster-anti-rat-mouse-cd49a.564863>

Anti-Mouse IFN- $\gamma$ -BV786 BD Biosciences Cat# 563773, Clone: XMG1.2; RRID: AB\_2738419  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-rat-anti-mouse-ifn.563773>

Anti-Mouse TNF- $\alpha$ -AF700 BioLegend Cat# 506338, Clone: MP6-XT22; RRID: AB\_2562918  
<https://www.biolegend.com/en-ie/products/alexa-fluor-700-anti-mouse-tnf-alpha-antibody-9146>

Anti-Mouse CD127 (IL-7R $\alpha$ )-BV421 BioLegend Cat# 121127, Clone: SB/199; RRID: AB\_3106223  
<https://www.biolegend.com/en-ie/products/brilliant-violet-421-anti-mouse-cd127-il-7r-alpha-antibody-25225>

Anti-Mouse CD127 (IL-7R $\alpha$ )-PerCP/Cyanine5.5 BioLegend Cat# 121114, Clone: SB/199; RRID: AB\_1134206  
<https://www.biolegend.com/en-ie/products/percp-cyanine5-5-anti-mouse-cd127-il-7r-alpha-antibody-4517>

Anti-Mouse IL-18R1-PerCP-e710 ThermoFisher Cat #46-5183-82, Clone: P3TUNYA; RRID: AB\_2573764  
<https://www.thermofisher.com/antibody/product/CD218a-IL-18Ra-Antibody-clone-P3TUNYA-Monoclonal/46-5183-82>

Anti-Mouse CD25-BV605 Biolegend Cat# 102036, Clone: PC61; RRID: AB\_11126977  
<https://www.biolegend.com/en-ie/products/brilliant-violet-605-anti-mouse-cd25-antibody-7639>

Anti-Mouse CD215-PE Biolegend Cat# 153504, Clone: 6B4C88; RRID: AB\_2721341  
<https://www.biolegend.com/en-ie/products/pe-anti-mouse-cd215-il-15alpha-antibody-15123>

Anti-Mouse CD122-BV786 BD Biosciences Cat# 740908, Clone: 5H4; RRID: AB\_2740552  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv786-rat-anti-mouse-cd122.740908>

Anti-Mouse CD132-BV421 BD Biosciences Cat# 740037, Clone: 4G3; RRID: AB\_2739807  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-rat-anti-mouse-cd132.740037>

Anti-Mouse IL-12R $\beta$ 1-PE BD Biosciences Cat# 551974, Clone: 114; RRID: AB\_394310  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-mouse-anti-mouse-cd212.551974>

Anti-Mouse IL-12R $\beta$ 2-APC R&D Cat# FAB1959A-025, Clone: 305719; RRID: AB\_2124049  
[https://www.rndsystems.com/products/human-mouse-il-12-rbeta2-apc-conjugated-antibody-305719\\_fab1959a](https://www.rndsystems.com/products/human-mouse-il-12-rbeta2-apc-conjugated-antibody-305719_fab1959a)

Anti-Mouse CD200R1-APC Thermofisher Cat# 17-5201-82, Clone# OX110; RRID: AB\_10717289  
<https://www.thermofisher.com/antibody/product/CD200-Receptor-Antibody-clone-OX110-Monoclonal/17-5201-82>

Anti-Granzyme A-PerCP-eFluor™ 710 Thermofisher Cat# 46-5831-82, Clone: GzA-3G8.5; RRID: AB\_2573775  
<https://www.thermofisher.com/antibody/product/Granzyme-A-Antibody-clone-GzA-3G8-5-Monoclonal/46-5831-82>

Anti-Granzyme B-PE Biolegend Cat# 372208, Clone: QA16A02; RRID: AB\_2687031  
<https://www.biolegend.com/en-ie/products/pe-anti-human-mouse-granzyme-b-recombinant-antibody-14431>

Anti-Granzyme C-BV421 BD Biosciences Cat# 569861, Clone: SFC1D8.rMAb; RRID: NO  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-rat-anti-mouse-granzyme-c.569861>

Brilliant Violet 421™ anti-STAT3 Phospho (Tyr705) Antibody Biolegend, Cat# 651010, Clone: 13A3-1; RRID: AB\_2572087  
<https://www.biolegend.com/en-ie/products/brilliant-violet-421-anti-stat3-phospho-tyr705-antibody-13030>

PE anti-STAT3 Phospho (Ser727) Antibody Biolegend Cat# 698906, Clone: A16089B; RRID: AB\_2721646  
<https://www.biolegend.com/en-ie/products/pe-anti-stat3-phospho-ser727-antibody-15104>

Phospho-Stat5 (Tyr694) (D47E7) XP® Rabbit mAb (PE Conjugate), Cell Signaling Technology Cat# 14603, Clone: D47E7; RRID: AB\_AB\_2798533  
[https://www.cellsignal.com/products/antibody-conjugates/phospho-stat5-tyr694-d47e7-xp-rabbit-mab-pe-conjugate/14603?srsltid=AfmBOoxZstdWJla\\_P2-MmiLASVyQKHvzLT2QGOnTPc00nAYD6ZpCko](https://www.cellsignal.com/products/antibody-conjugates/phospho-stat5-tyr694-d47e7-xp-rabbit-mab-pe-conjugate/14603?srsltid=AfmBOoxZstdWJla_P2-MmiLASVyQKHvzLT2QGOnTPc00nAYD6ZpCko)

PE anti-p38 MAPK Phospho (Thr180/Tyr182) Recombinant Antibody Biolegend, Cat# 690254, Clone: A16016A.Rec; RRID: AB\_3097635  
<https://www.biolegend.com/en-ie/products/pe-anti-p38-mapk-phospho-thr180-tyr182-recombinant-antibody-24934>

Anti-Human CD3-FITC BD Biosciences Cat# 561802, Clone: HIT3a; RRID: AB\_395745  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-mouse-anti-human-cd3.561802>

Anti-Human CD4-FITC BD Biosciences Cat# 555346, Clone: RPA-T4; RRID: AB\_395751  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-mouse-anti-human-cd4.555346>

Anti-Human CD8-FITC BD Biosciences Cat# 555634, Clone: HIT8a; RRID: AB\_395996  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-mouse-anti-human-cd8.555634>

Anti-Human CD14-FITC BD Biosciences Cat# 555397, Clone: M5E2; RRID: AB\_395798  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-mouse-anti-human-cd14.555397>

Anti-Human CD15-FITC BD Biosciences Cat# 555401, Clone: HI98; RRID: AB\_395801  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-mouse-anti-human-cd15.555401>

Anti-Human CD16-FITC BD Biosciences Cat# 555406, Clone: 3G8; RRID: AB\_395806

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-mouse-anti-human-cd16.555406>

Anti-Human CD19-FITC BD Biosciences Cat# 555412, Clone: HIB19; RRID:AB\_395812

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-mouse-anti-human-cd19.555412>

Anti-Human CD20-FITC BD Biosciences Cat# 555622, Clone: 2H7; RRID:AB\_395988

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-mouse-anti-human-cd20.555622>

Anti-Human CD33-FITC BD Biosciences Cat# 555626, Clone: HIM3-4; RRID:AB\_395992

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-mouse-anti-human-cd33.555626>

Anti-Human CD34-FITC BD Biosciences Cat# 555821, Clone: 581; RRID:AB\_396150

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-mouse-anti-human-cd34.555821>

Anti-Human CD203C (NP4D6)-FITC Thermo Fisher Scientific Cat# MA5-28586, Clone: NP4D6; RRID:AB\_2745545

<https://www.thermofisher.com/antibody/product/CD203c-Antibody-clone-NP4D6-Monoclonal/MA5-28586>

Anti-Human FcεR1α-FITC Biolegend Cat# 334608, Clone: AER-37 (CRA-1); RRID:AB\_1227654

<https://www.biolegend.com/en-ie/products/fitc-anti-human-fcepsilonr1alpha-antibody-5059>

Anti-Human CD56 (NCAM-1)-AF700 BD Biosciences Cat# 557919, Clone: B159; RRID:AB\_396940

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/alexa-fluor-700-mouse-anti-human-cd56-ncam-1.557919>

Anti-Human CD56 (NCAM-1)-FITC BD Biosciences Cat# 562794, Clone: B159; RRID:AB\_2737799

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/fitc-mouse-anti-human-cd56-ncam-1.562794>

Anti-Human CD56-BV421 BD Biosciences Cat# 562751, Clone: NCAM16.2; RRID:AB\_2732054

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-mouse-anti-human-cd56.562751>

Anti-Human CD127-APC BD Biosciences Cat# 558598, Clone: HIL-7R-M21; RRID:AB\_647113

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/alexa-fluor-647-mouse-anti-human-cd127.558598>

Anti-Human CD117-PE BD Biosciences Cat# 555714, Clone: YB5.B8; RRID:AB\_396058

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-mouse-anti-human-cd117.555714>

Anti-Human CD294 (CRTH2)-PE-Cy7 Biolegend Cat# 350118, Clone: BM16; RRID:AB\_2562470

<https://www.biolegend.com/en-ie/products/pe-cyanine7-anti-human-cd294-crth2-antibody-8815>

Anti-Human NKp46-BV605 BD Bioscience Cat# 743710, clone: 9E2/NKp46; RRID:AB\_2741689

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv605-mouse-anti-human-cd335-nkp46.743710>

7-AAD Staining Solution 2mL antibody BD Biosciences Cat# 559925, RRID:AB\_2869266

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/7-aad.559925>

DAPI Solution BD Biosciences Cat# 564907, RRID:AB\_2869624

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/dapi-solution.564907>

Violet Live Cell Caspase Probe BD Biosciences Cat# 565521, RRID:AB\_2869682

<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/violet-live-cell-caspase-probe.565521>

Annexin V-PE Biolegend Cat# 640947, RRID: NO

<https://www.biolegend.com/en-ie/products/pe-annexin-v-8145>

Anti-Human TNF BV650 Biolegend Cat# 502938, Clone: MAb11; RRID:AB\_2561355

<https://www.biolegend.com/en-ie/products/brilliant-violet-650-anti-human-tnf-alpha-antibody-7680>

Anti-Human IFN- $\gamma$  -BV421 Biolegend Cat# 506538 , Clone: B27; RRID: AB\_2801097  
<https://www.biolegend.com/en-ie/products/brilliant-violet-421-anti-human-ifn-gamma-antibody-17133>

Phospho-NF- $\kappa$ B p65 (Ser536) (93H1) Rabbit mAb (PE Conjugate) Cell signaling Technology Cat# 5733, Clone: 93H1; RRID: AB\_10706937  
<https://www.cellsignal.com/products/antibody-conjugates/phospho-nf-kb-p65-ser536-93h1-rabbit-mab-pe-conjugate/5733>

PE anti-NF- $\kappa$ B p65 Antibody Biolegend Cat# 653004, Clone: 14G10A21; RRID: AB\_2562768  
<https://www.biolegend.com/en-ie/products/pe-anti-nf-kappab-p65-antibody-9073>

BD Horizon™ BUV395 Mouse Anti-Ki-67 BD Biosciences Cat# 564071, Clone: B56; RRID:AB\_2738577  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/buv395-mouse-anti-ki-67.564071>

BD Horizon™ BV421 Rabbit Anti-Active Caspase-3 BD Biosciences Cat# 570786, Clone: C92-605.rMAb; RRID: NO  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv421-rabbit-anti-active-caspase-3.570786>

Rat IgG2a kappa Isotype Control (eBR2a) Thermofisher Cat# 16-4321-82, clone: eBR2a; RRID: AB\_470156  
<https://www.thermofisher.com/antibody/product/Rat-IgG2a-kappa-clone-eBR2a-Monoclonal/16-4321-82>

CD335 (NKp46) Monoclonal Antibody (29A1.4) Thermofisher Cat# 16-3351-81, Clone: 29A1.4; RRID: AB\_1724164  
<https://www.thermofisher.com/antibody/product/CD335-NKp46-Antibody-clone-29A1-4-Monoclonal/16-3351-81>

NKp46 Polyclonal Antibody Thermofisher Cat# PA5-46986, clone: Polyclonal; RRID: AB\_2606904  
<https://www.thermofisher.com/antibody/product/NKp46-Antibody-Polyclonal/PA5-46986>

Ultra-LEAF™ Purified anti-mouse CD314 (NKG2D) Antibody Biolegend Cat# 115713, Clone: C7; RRID: AB\_2832393  
<https://www.biolegend.com/en-ie/products/ultra-leaf-purified-anti-mouse-cd314-nkg2d-antibody-19074>

BD Horizon™ BV510 Mouse anti-BrdU BD Biosciences Cat# 563445, Clone: 3D4; RRID: AB\_2738210  
<https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv510-mouse-anti-brdu.563445>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                                                                                                          |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | The mouse AML cell line C1498 (Cat# TIB-49) and human AML cell line THP-1 (TIB-202) are purchased from the American Type Culture Collection (ATCC). The human AML cell line MOLM13 (ACC-554) was purchased from the Leibniz Institute DSMZ - German Collection of Microorganisms and Cell Cultures GmbH. |
| Authentication                                                       | Cell lines were authenticated according ATCC cell line authentication test recommendations.                                                                                                                                                                                                              |
| Mycoplasma contamination                                             | All cell lines were routinely tested for the absence of Mycoplasma using the MycoAlert Plus Mycoplasma Detection Kit from Lonza (Cat# M7006). Cell line is mycoplasma-free.                                                                                                                              |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used in this study.                                                                                                                                                                                                                                            |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                               |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J and Ncr1gf/gfp (C57BL/6J background) mice were purchased from the Jackson laboratory. All mice were used at 6-12 weeks of age.                                                                                       |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                      |
| Reporting on sex        | Both male and female mice were used in all experiments.                                                                                                                                                                       |
| Field-collected samples | The study did not involve samples collected from the field.                                                                                                                                                                   |
| Ethics oversight        | Mouse care and experimental procedures were performed in accordance with federal guidelines and protocols approved by the Institutional Animal Care and Use Committee at City of Hope under protocol numbers 18108 and 20003. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | Cells were collected, washed with 1 % FBS + DPBS, stained with different fluorescence-conjugated antibodies at 4°C for 30 min, 1 % FBS + DPBS twice, and then analyzed using BD LSRFortessa™ X20 and BD FACSAria™ Fusion.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Instrument                | Cells were either analyzed on BD LSRFortessa™ X20 or sorted by BD FACSAria™ Fusion.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Software                  | Flow Cytometry data were analyzed by FlowJo V10 (Treestar).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Cell population abundance | The purity of sorted cells was detected via D FACSAria™ Fusion and samples with purity >90% were used.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Gating strategy           | ILC1s from human peripheral blood were identified using surface staining with a live/dead cell viability cell staining kit and the following monoclonal antibodies: lineage ( anti-CD3, anti-CD4, anti-CD8, anti-CD14, anti-CD15, anti-CD16, anti-CD19, anti-CD20, anti-CD33, anti-CD34, anti-CD203c, anti-FcεRI), anti-CD56, anti-CD127, anti-CRTH2, and anti-c-Kit. ILC1s or NK cells from mice were identified using live/dead cell viability dyes and the following monoclonal antibodies: lineage ( anti-CD3 and anti-CD19), anti-NK1.1, anti-NKp46, anti-CD49b, and anti-CD49a. Human ILC1s were gated by Lin-CD56-CD127+CRTH2-c-Kit-. Mouse ILC1s were gated by Lin-NK1.1+ NKp46+ CD49b-CD49a+. Mouse NK cells were gated by Lin-NK1.1+ NKp46+ CD49b+CD49a-. |

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

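RNA-seq counts of 5 *Ncr1*+/+ and 5 *Ncr1* gfp/gfp libraries of liver ILC1s were analysed. The paper does not state whether each library is from a single mouse, and the legend of Fig. 1a speaks of RNA pools. By the methods of the paper, the authors isolated RNA from sorted cells and amplified cDNA from 2 ng of total RNA with a SMART-Seq v4 kit. They sequenced single reads of 51 cycles, trimmed adapters with Trimmomatic and polyA tails with FASTP. The versions of these 2 tools, 0.38 and 0.19.4, are from the reporting summary. The authors then mapped the reads to the mouse genome with STAR 020201 and counted them per gene with HTSeq 0.6.0 at default parameters. The authors deposited the resulting counts as whole numbers without normalization for 24564 genes, of which 16610 had a count in any library. At its default, HTSeq counts reads on the strand of the gene and leaves out reads that map to several places, so that genes with near-identical copies can be undercounted. The mapping genome is given as mm10 in the methods. The deposited table also lists gene coordinates and exon lengths, and its coordinates are not those of mm10. Of 23920 gene names matched to the GRCm38.p6 annotation, 344 had the same chromosome and start, and genes on chromosome 1 reach 197002909 in the table against 195291439 in the annotation. Coordinates are given as the table lists them, with no build named, and the annotation was used only for gene names and their order. Samples were grouped by the genotype in their labels and numbered by the letters and numbers that Supplementary Fig. 1a displays.

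From the deposited counts, genes were filtered with filterByExpr, normalized by TMM and compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, without covariates, and p-values were adjusted by the Benjamini-Hochberg method over 11463 genes. Standard errors of log2 fold changes were derived from the F statistic. The paper's methods name edgeR with negative binomial general linear models and do not say which of edgeR's tests was used. The version, 3.28.1, is from its reporting summary. Genes were called at an adjusted p-value under 0.05 and a fold change above 1.5 or below 0.7, the thresholds of the methods and legends. CPM values are TMM-normalized. Gene lists were tested with fgsea 1.28.0 on genes ranked by the sign of the log2 fold change times −log10 of the p-value, in place of GSEA 3.0 with the Hallmark sets. Single values were compared by two-sided exact permutation tests, whose smallest p-value for 5 libraries against 5 is 0.00794. The steps were tested on simulated data with the real means, library sizes and dispersions. Of 198 genes that were simulated with a 2-fold or 4-fold change and passed the filter, 186 were called in the right direction, and 5 of 11040 unchanged genes were called. A list of 60 genes lowered in the simulation was recovered with a normalized enrichment score of -2.39, and 5.5% of 200 random lists had a p-value under 0.05. The simulated genes varied independently of each other, so this share does not cover lists whose genes vary together. Each gene of the lowered list was lowered by the same amount, which was more than the median change of the real NF-κB list.

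Library totals ranged from 15796253 to 22623133, and 3 counts corresponded to 0.132 to 0.190 CPM, which sets the lowest level that can be told from 0. Such limits cover counting error only, because reads amplified by PCR without molecular identifiers are not independent molecules. The most counted gene in every library was *Rn45s*, a ribosomal RNA gene, and the 10 most counted genes took between 9.62% and 10.6% of the counts. Counts of the 20 pairs of libraries of the same genotype differed by more than sampling noise, with a chi-square per gene between 9.25 and 24.1.

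The replicate numbers 1 to 5 are shared by both genotypes, and the pairing they would give comes only from the sample labels. A fit with the replicate number as a block was therefore an alternative. The other alternatives were DESeq2 1.42.0, upper-quartile normalization, edgeR's likelihood ratio test, limma-voom (limma 3.58.1) with sample quality weights, no filter on low counts, at least 10 counts in every library, other thresholds, other rankings and tests of the gene lists, and leaving out each library in turn. A correction for exon length, other windows around *Ncr1*, and alternatives for the cell marker lists were chosen after the data were examined. Named genes are those labelled in Fig. 1a, genes whose proteins the paper measures, the 5 genes with the largest change in each direction among called genes without overlap, called members of the gene lists, called genes within 10 Mb of *Ncr1* and a set of sex-linked genes. Genes named outside this rule are marked as such. The correction for GC content needs a genome sequence and was not run. Flow cytometry, functional and human data were not analysed here.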

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

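The test of *Ncr1*+/+ cells in a *Ncr1* gfp/gfp sort was chosen after the values were seen, and the tests of hepatocyte RNA and library depth were chosen before the data were examined. Library totals, marker lists, gene lists, the first MDS dimension and the named genes were examined for single libraries far from the rest of their genotype, by the gap to the nearest library over the range of the group. Of 128 groups, 8 passed the limit for 5 libraries, and 6.4 would pass by chance.

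*Ncr1*+/+ replicate 1 stood apart in 2 measures. It lay at 1.95 on the first MDS dimension, against 0.08 for the nearest *Ncr1*+/+ library. Its mean log2 CPM over the hepatocyte marker list was 4.00, against 1.71 for the next *Ncr1*+/+ library. A candidate explanation for the second value is RNA from hepatocytes in that sort. The highest value of this list, however, was in a *Ncr1* gfp/gfp library, at 4.66, and the list did not differ between the genotypes (two-sided exact permutation test, p = 0.595). The list held 4 tested genes and varied widely within each genotype (SD 1.49 in *Ncr1* gfp/gfp and 1.24 in *Ncr1*+/+ ILC1s). This test therefore does not exclude that hepatocyte RNA contributed to some calls. A fit without *Ncr1*+/+ replicate 1 called 60 genes, of which 56 were among the 84. A fit without *Ncr1* gfp/gfp replicate 3 called 69 genes, of which 60 were among the 84. The *Ncr1* gfp/gfp library with this highest value, replicate 3, lay at -0.21 on the first MDS dimension, next to *Ncr1* gfp/gfp replicates 4 and 5 at -0.27 each, so that a high hepatocyte list alone did not place a library far out on it.

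*Eps8l1* reached 0.688 CPM in *Ncr1* gfp/gfp replicate 3, against 0.06 CPM in the next *Ncr1* gfp/gfp library and at least 15.0 CPM in every *Ncr1*+/+ library. A possible explanation is a share of *Ncr1*+/+ cells in this sort. At 4.58% of the lowest *Ncr1*+/+ library, this value was below the share of *Ncr1* reads in the same library, which was 6.97% of the *Ncr1*+/+ mean, so that such cells alone would not give the *Ncr1* reads. The remaining values were in single genes. *Ifng* was 175 CPM in *Ncr1* gfp/gfp replicate 4, against 123 CPM in the next *Ncr1* gfp/gfp library. *Tnfsf10* was 845 CPM and *Itga2* was 59.9 CPM in *Ncr1* gfp/gfp replicate 1, *Klrb1c* was 1194 CPM in *Ncr1* gfp/gfp replicate 2, and *Cdh1* was 63.7 CPM in *Ncr1*+/+ replicate 4. Library depth did not differ between the genotypes (two-sided exact permutation test, p = 0.254), and no biological explanation was tested for single libraries. The number of such values, 8 against 6.4 from chance, does not stand out. The gap made up 0.966 of the range of the group for *Ncr1*+/+ replicate 1 on the MDS dimension and 0.914 for *Eps8l1*, and between 0.716 and 0.756 for the others.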

How the results depend on the processing

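The 3 gene lists kept their direction and a p-value under 0.05 in each alternative that was run. The normalized enrichment scores of the fits that left out one library were between -2.51 and -2.27 for the NF-κB list, between -2.39 and -2.25 for the IL-6/JAK/STAT3 list and between -2.35 and -2.10 for the IL-2/STAT5 list.

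The number of called genes depended on the test, the filter and the threshold. Against 84 genes, edgeR's likelihood ratio test called 138, and no filter on low counts gave 131, and both sets held all 84. DESeq2 called 126 genes, of which 77 were shared, and limma-voom called 77, of which 67 were shared. Without a fold change threshold, 155 genes passed, 65 higher and 90 lower. With an absolute log2 fold change above 1, 23 passed, and glmTreat against a fold change of 1.5 called 5. Upper-quartile normalization called 84 genes and 83 of the same genes. Fits without one library called 60 to 98 genes.

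Same-numbered libraries did not deviate together, with a mean correlation of 0.0023 between their deviations from the group means across genes, against -2.2e-05 for differently numbered libraries. With the replicate number as a block, 87 genes were called, of which 76 were among the 84, and the list scores were -2.38, -2.32 and -2.28. The log2 fold changes of *Il18r1*, *Il2ra* and *Il7r* with the block were -1.13, -1.24 and -1.04.

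Separation on the first MDS dimension depended on the genes and libraries used. Without a filter on low counts, the difference between the genotype means was -0.68 (two-sided exact permutation test, p = 0.286) in place of -0.86, and it ranged from -1.03 to -0.53 when one library was left out, with exact permutation p-values up to 0.611. With all filtered genes it was -0.26, with a p-value of 0.00794. The cause was not tested. The share of called genes near *Ncr1* gave p = 0.0869 in Fisher's exact test when *Ncr1* was left out, and that of all genes with an adjusted p-value under 0.05 gave 0.0633.

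Among the named genes, 13 results were weaker and 8 stronger under alternatives other than leaving out a library, and 46 were weaker and 2 stronger when one library was left out. Some differences that did not pass a test changed sign. *Mapk14* was at -0.000395 with a correction for exon length and -0.000913 when that was combined with the replicate block, and between -0.0166 and 0.0317 when one library was left out. *Eif2s3y* was at 0.0104 with the length correction and 0.0140 with the block too, and between -0.0448 and 0.0255 without one library. *Tnf* was between -0.187 and 0.0167. *Mki67*, at -0.30 with all libraries, was between -0.59 and 0.13, and was above 0 only without *Ncr1*+/+ replicate 1, which had 101 CPM against 28.1 to 49.4 CPM in the other *Ncr1*+/+ libraries. The difference in the NK marker list was between -0.0583 and 0.14, that in the hepatocyte list between -0.20 and 0.97, below 0 only without *Ncr1* gfp/gfp replicate 3, where this list was highest, and that in the myeloid list was 0.0404 without a filter. The cause of the other changes was not tested. The length correction and the alternatives for marker lists and for the region around *Ncr1* were chosen after the data were examined.

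The GC content correction, alone or with the replicate block, was not run, because it needs a genome sequence. *Eps8l1*, *Kalrn* and *Gpr179* had at most 13, 8 and 9 counts in any *Ncr1* gfp/gfp library and 0 in some, so that depth limits the size of their change.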

Differences from the paper's values

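The paper's text gives 35 upregulated genes, against 23 here. Of the alternatives set before the data were examined, DESeq2 (39 genes), edgeR's likelihood ratio test (40 genes), no filter on low counts (36 genes), at least 10 counts in every library (25 genes) and the fits without *Ncr1* gfp/gfp replicate 1 (25 genes), *Ncr1* gfp/gfp replicate 4 (24 genes), *Ncr1* gfp/gfp replicate 5 (27 genes) or *Ncr1*+/+ replicate 5 (28 genes) came within 1.5-fold of the paper's number. Upper-quartile normalization, limma-voom, the replicate block, the other thresholds and the remaining fits without one library did not. The replicate block and the fit without *Ncr1*+/+ replicate 5 each gave 66 downregulated genes, which is the paper's number. The threshold that the results text names, an absolute log2 fold change above 1, gave 5 higher and 18 lower genes, and the threshold of the paper's methods gave the 23 higher and 61 lower genes.

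The log2 fold change of *Eps8l1* was -7.61, against about -5.7 in Fig. 1a, read by eye. None of the alternatives set before the data were examined closed the gap, and they gave values between -9.92 and -7.23. With at most 13 counts in any *Ncr1* gfp/gfp library, the value depends on how counts near 0 are treated. This treatment was not varied by itself, so the gap is left without a tested cause.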

Other observations

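The tests of genes near *Ncr1*, of splits for the called genes, of NK and hepatocyte markers, of library totals and of isolation genes were chosen before the data were examined. The tests of drawn splits for the lists, of exon length and of the most counted genes were chosen after the called genes were known and before their own values were. All other tests were chosen after the result was seen, as was the weighing of the test near *Ncr1* with and without *Ncr1* itself and with genes of any fold change.

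The grouping of libraries was tested first. There are 126 splits of the 10 libraries into 5 and 5, of which 100 were fitted. Among the 16 splits that part every same-numbered pair, only the real one, 1 of 16, gave as many called genes as the 84, but with 16 splits this share cannot fall under 0.05. Among all 100 fitted splits, again only the real one (1 of 100) did, and the others, most of which leave some pairs together, called at most 1 gene. The enrichment score of the NF-κB list was matched in size by 1 of 16 and 1 of 100 splits, that of the IL-2/STAT5 list by 1 of 16 and 1 of 100, and that of the IL-6/JAK/STAT3 list by 2 of 16 and 3 of 100, the real split included each time.

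Technical explanations of the 84 called genes were weighed. Library totals (two-sided exact permutation test, p = 0.254) and the share of counts in the 10 most counted genes (p = 0.833 in the same test) did not differ between the genotypes. With an offset fitted on exon length, 98.8% of the called genes were still called. The hepatocyte list did not differ (p = 0.595 in an exact permutation test). The NK marker list did not differ either (two-sided exact permutation test, p = 0.730). More NK cells in one genotype were expected to move this list and the ILC1 list in opposite directions, and only the second moved, although *Itgam* from the NK list was called higher. The ILC1 marker list was lower in all 5 *Ncr1* gfp/gfp libraries than in every *Ncr1*+/+ library, by 0.23 on the log2 scale (exact permutation p = 0.00794, and 0.0556 after Benjamini-Hochberg adjustment over 7 lists). *Tmem176a*, *Tmem176b* and *Sdc4* were called lower in it, while *Gzmc* was called higher and *Itga1* had a log2 fold change of 0.32. Passenger DNA around the targeted gene may add called genes near *Ncr1*, where Fisher's exact test gave p = 0.0141 with *Ncr1* counted, which differs by design, and 0.0869 without it. With all genes at an adjusted p-value under 0.05, as used around *Nnt* below, the p-values were 0.0141 and 0.0633 in Fisher's exact test, and *Ppp1r12c*, next to *Eps8l1*, was added, with a log2 fold change of 0.26 (adjusted p = 0.0459, edgeR's quasi-likelihood test) and no overlap between the genotypes. Whether more such genes lie near *Ncr1* than chance gives is thus not settled, and passenger DNA was not excluded as an explanation of their change. Passenger DNA within 10 Mb of *Ncr1* would cover *Myadm* and *Eps8l1*, 990.0 and 119.6 kb from *Ncr1*, and not the other 81 called genes. The length of such DNA was not tested. A longer stretch could reach further called genes on chromosome 7, such as *Grik5* and *Zfp36*, which start at 25794870 and 29161803.

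Away from *Ncr1*, called genes did not pair up more than chance. There were 5 pairs within 1 Mb, against a median of 6 in 10000 random draws (permutation p = 0.713), and 2 pairs once genes whose symbols share their first letters were left out (permutation p = 0.981). A further test of position followed these 2 negative ones, prompted by the values of *Nnt* and genes near it. It used a window of 10 Mb and all genes with an adjusted p-value under 0.05, not only called genes, and its p-value does not account for the tests before it. Within 10 Mb of *Nnt* on chromosome 13, 4 of 27 other tested genes had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), namely *Gpx8*, *Gzma*, *Itga1* and *Emb*. *Nnt* itself had 49.4 ± 5.29 CPM in *Ncr1* gfp/gfp and 29.7 ± 4.42 CPM in *Ncr1*+/+ ILC1s (SD, n = 5 each), a log2 fold change of 0.74 with no overlap between the genotypes. This was the densest neighbourhood of 151 such genes, and 2000 random draws seldom gave one as dense (permutation p = 0.0090). The paper's methods state that the *Ncr1*+/+ mice were purchased and that the *Ncr1* gfp/gfp mice were described earlier, while its reporting summary states that both were purchased and gives C57BL/6J as the background of both. A candidate explanation is that the 2 stocks differ in DNA around *Nnt*, a gene in which C57BL/6 substrains are known to differ. Reads over single exons, which were not used here, would bear on this, and an effect of NKp46 on these genes is not excluded. The genes in the region did not move in one direction, since *Emb* was lower at -1.18 and the others were higher, and *Gzmb* and *Gzmc*, on chromosome 14, were higher as well.

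Reads on *Ncr1* in *Ncr1* gfp/gfp libraries were between 6.97% and 17.5% of the *Ncr1*+/+ mean. *Ncr1*+/+ cells mixed into the sorts could give such reads, but they would bring *Eps8l1* with them. *Eps8l1* was at most 4.58% of its lowest *Ncr1*+/+ library and was below the share of *Ncr1* in each *Ncr1* gfp/gfp library, which is against mixing as the only source. Reads from the parts of *Ncr1* that remain beside *gfp* were not tested, since the counts do not tell exons apart. The paper reports a small share of NKp46-positive cells among *Ncr1* gfp/gfp ILC1s, and how much they add to these reads was not tested.

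The dissociation response list was lower in *Ncr1* gfp/gfp ILC1s, by 0.38 on the log2 scale (exact permutation p = 0.0317, and 0.0741 after adjustment over 7 lists). Cell isolation could therefore contribute to the lower signaling lists, which share 6 or 7 tested genes with it. Without these genes, the lists were still lower, with scores of -2.34 (p = 6.37e-10) for NF-κB, -2.20 (p = 1.09e-07) for IL-6/JAK/STAT3 and -2.14 (p = 6.05e-07) for IL-2/STAT5 in the preranked permutation of genes. The shared genes alone thus do not account for the shift, and other genes that respond to isolation were not tested. The genotypes were also gated differently, *Ncr1*+/+ cells with an antibody against NKp46 and *Ncr1* gfp/gfp cells by GFP. By the paper's methods, the staining antibody is of the same clone as the antibody used for stimulation. An effect of this staining on the lists was not tested.

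The T cell marker list was higher in *Ncr1* gfp/gfp ILC1s, by 0.56 on the log2 scale (exact permutation p = 0.0238, and 0.0741 after adjustment over 7 lists). *Cd3e* and *Cd8a* were called higher, and *Cd28* was called lower. Of 2 further T cell genes, chosen after the list was seen, *Cd5* had 0 to 47 counts in *Ncr1* gfp/gfp and 0 to 9 in *Ncr1*+/+ libraries, whereas *Cd8b1* had 0 to 1 counts in *Ncr1* gfp/gfp and 0 to 15 in *Ncr1*+/+ libraries. T cells in the sorts could raise this list. Without the genes of the CD3 chains it did not differ (exact permutation p = 0.460). The 4 genes that remain include both *Cd8a* and *Cd28*, which moved in opposite directions, so that this test does not exclude a small number of T cells.

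*Tcf7*, *Kit* and *Cd28*, chosen after their values were seen, were called lower together with *Il7r*, while *Gzma*, *Gzmb* and *Gzmc* were higher at 0.44, 0.55 and 0.72. A candidate explanation is a different mix of ILC1 subsets, with fewer *Il7r*-high cells in *Ncr1* gfp/gfp livers, in place of a change in each cell. If so, libraries within a genotype would vary along the same line. Across the 10 libraries, after removal of genotype means, *Il7r* varied against the mean of the 3 granzyme genes (Pearson's r = -0.83, permutation p = 0.0157, and 0.0315 adjusted over 2 relations; Spearman's rho = -0.71, permutation p = 0.0230), with r = -0.48 when the 2 libraries farthest from the median of *Il7r* were left out. With *Tcf7*, *Kit* and *Cd28* the relation did not pass (r = 0.58, permutation p = 0.180; rho = 0.54, permutation p = 0.136) and fell to r = -0.07 without those libraries. A mix of subsets is therefore met by one of the 2 relations only, and counts from sorted bulk cells cannot separate it from regulation within cells.

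For proteins the paper measures in other assays, transcripts differed as follows in edgeR's quasi-likelihood test. *Gzma* and *Gzmb* were higher in *Ncr1* gfp/gfp ILC1s (adjusted p = 0.00207 and 0.00813), below the fold change for a call, and *Gzmc* was called higher (adjusted p = 0.00186). The paper reports fewer GzmB+ and GzmC+ cells and similar GzmA in *Ncr1* gfp/gfp ILC1s by flow cytometry (Supplementary Fig. 3d), so that the transcripts of *Gzmb* and *Gzmc* moved in the other direction. *Ifng* had a log2 fold change of -0.44 (adjusted p = 0.0683, and 0.00534 adjusted over the list of such genes alone). *Il15ra*, *Il2rg*, *Il12rb1*, *Tnf* and *Mki67* had adjusted p-values between 0.757 and 0.898. *Il2rb* was lower in every *Ncr1* gfp/gfp library, with a log2 fold change of -0.12 (adjusted p = 0.117). All 10 libraries had reads on the Y-linked genes *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty*, with *Ddx3y* between 133 and 171 CPM, and *Xist* was at most 1.09 CPM, where the methods describe male or female mice and the reporting summary states that both were used.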
